# PIK3CA inhibition in models of proliferative glomerulonephritis and lupus nephritis

**DOI:** 10.1172/JCI176402

**Published:** 2024-06-06

**Authors:** Junna Yamaguchi, Pierre Isnard, Noémie Robil, Pierre de la Grange, Clément Hoguin, Alain Schmitt, Aurélie Hummel, Jérôme Megret, Nicolas Goudin, Marine Luka, Mickaël M. Ménager, Cécile Masson, Mohammed Zarhrate, Christine Bôle-Feysot, Michalina Janiszewska, Kornelia Polyak, Julien Dairou, Sara Baldassari, Stéphanie Baulac, Christine Broissand, Christophe Legendre, Fabiola Terzi, Guillaume Canaud

**Keywords:** Nephrology, Molecular biology

## Abstract

Proliferative glomerulonephritis is a severe condition that often leads to kidney failure. There is a significant lack of effective treatment for these disorders. Here, following the identification of a somatic *PIK3CA* gain-of-function mutation in podocytes of a patient, we demonstrate using multiple genetically engineered mouse models, single-cell RNA sequencing, and spatial transcriptomics the crucial role played by this pathway for proliferative glomerulonephritis development by promoting podocyte proliferation, dedifferentiation, and inflammation. Additionally, we show that alpelisib, a PI3Kα inhibitor, improves glomerular lesions and kidney function in different mouse models of proliferative glomerulonephritis and lupus nephritis by targeting podocytes. Surprisingly, we determined that pharmacological inhibition of PI3Kα affects B and T lymphocyte populations in lupus nephritis mouse models, with a decrease in the production of proinflammatory cytokines, autoantibodies, and glomerular complement deposition, which are all characteristic features of PI3Kδ inhibition, the primary PI3K isoform expressed in lymphocytes. Importantly, PI3Kα inhibition does not impact lymphocyte function under normal conditions. These findings were then confirmed in human lymphocytes isolated from patients with active lupus nephritis. In conclusion, we demonstrate the major role played by PI3Kα in proliferative glomerulonephritis and show that in this condition, alpelisib acts on both podocytes and the immune system.

## Abstract 2

The PI3Kα pathway plays a pivotal role in the development of proliferative glomerulonephritis, providing a potential pharmacological target.

## Introduction

PI3Kα is a lipid kinase that is widely expressed in various tissues and plays a crucial role in controlling signaling pathways involved in cell proliferation, motility, survival, and metabolism (1). The *PIK3CA* gene codes for the α subunit of PI3K (p110α), which has a molecular weight of 110 kDa. Following its activation through tyrosine kinase receptors, p110α converts phosphatidylinositol 4,5-bisphosphate (PtdIns[4,5]P_2_) to phosphatidylinositol 3,4,5-trisphosphate (PtdIns[3,4,5]P_3_ or PIP_3_) at the plasma membrane. This conversion leads to the recruitment of PDK1, which phosphorylates AKT on Thr^308^ and initiates downstream cellular effects (1). Additionally, PI3Kα regulates various other pathways, including the Rho/Rac1 signaling cascade (2).

Somatic gain-of-function mutations in the *PIK3CA* gene have been described in patients and are associated with *PIK3CA*-related overgrowth syndrome (PROS) (3, 4). Individuals with PROS typically exhibit complex tissue malformations such as abnormal vessels, disorganized adipose tissue, muscle hypertrophy, and bone deformations (5–10). In previous research, we identified alpelisib, a PI3Kα inhibitor, as a promising treatment option and demonstrated its effectiveness in both mouse models and patients with PROS (11). These findings were further validated in the EPIK P1 clinical trial (ClinicalTrials.gov NCT04285723) (12), which led to the recent accelerated approval of alpelisib by the US FDA for PROS patients above 2 years of age.

In our initial report, the first PROS patient (referred to as patient 1) had kidney dysfunction with nephrotic-range proteinuria before beginning alpelisib treatment (11). The patient was carrying a somatic *PIK3CA* p.H1047R variant that had been previously identified in a skin biopsy (c.3140 A>G; COSMIC genomic mutation ID: 55873195) (11). The kidney disease of patient 1 occurred in a complex medical context involving severe vascular malformations (including a combination of vein and lymphatic anomalies as well as arteriovenous shunts), paraplegia with vesicoureteral reflux, severe congestive heart failure, and the use of rapamycin (an mTOR inhibitor) (13). While administering alpelisib to address the patient’s overall condition, we noticed an improvement in both kidney function and proteinuria (11). This prompted us to investigate the role of PI3Kα in the patient’s kidney disease and ultimately identify this kinase as a promising target for addressing proliferative glomerulonephritis.

## Results

### A patient with PIK3CA gain-of-function mutation in podocytes.

Patient 1 underwent a kidney biopsy prior to initiating alpelisib treatment, which revealed a complex glomerulonephritis characterized by focal and segmental glomerulosclerosis (FSGS), with podocyte hyperplasia and hypertrophy, collapsing aspect, and pseudocrescent formation (Figure 1A and Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI176402DS1). Notably, there were no immune deposits observed. The biopsy also indicated extensive fibrosis (>80% of the parenchyma) accompanied by tubular dilation, casts, and infiltration of inflammatory cells (Figure 1A and Supplemental Figure 1A). Immunofluorescence studies showed activation of the AKT/mTOR pathway in podocytes (Figure 1B and Supplemental Figure 1B). Initially, we speculated that these lesions were a consequence of the patient’s complicated medical condition involving vesicoureteral reflux, congestive heart failure, and rapamycin usage. After discontinuing rapamycin, no improvement was observed regarding proteinuria or kidney function (11). As previously reported, because of the severity of the PROS condition, we were granted the authorization to administer alpelisib, which is an approved isoform-selective PI3Kα inhibitor (11). Treatment with this medication resulted in the reduction of different malformations and a complete recovery from congestive heart failure (11). Intriguingly, we observed improvement in the high amount of proteinuria and the stabilization of kidney function (11). This indicated that the patient may carry a *PI3KCA* mutation in the kidney epithelial cells. To investigate this possibility, we first performed in situ PCR using fluorescently labeled mismatched primers designed to specifically amplify the mutant that was previously identified in a skin biopsy using next-generation sequencing (11) (p.H1047R, c.3140 A>G; COSMIC genomic mutation ID: 55873195) and WT *PIK3CA* alleles on a paraffin-embedded kidney biopsy section (14). T-47D cells were employed as positive controls (Supplemental Figure 1C). We observed the presence of the *PIK3CA* mutant alleles in various types of glomerular cells, including cells evocative of podocytes (Figure 1C). Unfortunately, due to technical limitations, we were unable to perform coimmunostaining to specifically identify the affected cell types. To confirm the presence of the mutation, we performed droplet digital PCR (ddPCR) of glomeruli isolated from the kidney biopsy from patient 1 using laser capture microdissection (Supplemental Figure 1D). While control biopsies obtained from diabetic patients did not reveal any alteration in *PIK3CA* alleles, ddPCR of the glomeruli from patient 1 demonstrated the presence of the *PIK3CA H1047R* mutation at a mosaic fraction of 8% (Supplemental Figure 1E). We concluded that patient 1 was carrying the *PIK3CA* gain-of-function mutation in glomerular epithelial cells.

### PIK3CA gain-of-function mutation in podocytes causes progressive proliferative glomerulonephritis in mice.

Considering the glomerular profile of kidney dysfunction in patient 1, the presence of the *PIK3CA* variant in glomerular cells, and the substantial decrease in proteinuria upon the introduction of alpelisib, we decided to create a mouse model of the *PIK3CA* gain-of-function mutation within podocytes. We took advantage of the transgenic mouse strain, R26StopFLP110*, which after breeding with Cre recombinase mice expresses a dominant active *PI3KCA* transgene (11). R26StopFLP110* mice were crossed with *Podocin*-Cre mice to generate *PIK3CA^Pod^* animals that expressed the overactivated form of PIK3CA. To follow Cre recombination, *PIK3CA^Pod^* mice were interbred with *Gt(ROSA)26Sor^tm4(ACTB-tdTomato,-EGFP)Luo^*/J mice to create *PIK3CA^Pod-HET^* mice (15). These mice express a cell membrane–localized, fluorescent tdTomato protein in all tissues that is replaced by GFP after Cre recombination. At birth, *PIK3CA^Pod-HET^* mice were indistinguishable from WT control littermates (referred to hereafter as *PIK3CA^WT^*). However, *PIK3CA^Pod-HET^* mice progressively developed albuminuria after 3 months of age, with slowly declining kidney function (Figure 1, D and E, and Supplemental Figure 1F) and reduced survival (Figure 1F). Compared with the controls, starting at the age of 3 months, *PIK3CA^Pod-HET^* mice demonstrated glomerular lesion–mixing pseudocrescent formation with cellular proliferation, such as that observed in patient 1 (Figure 1, A and G, and Supplemental Figure 1G). Optical microscopy revealed hypertrophic podocytes with intracytoplasmic vacuoles as well as protein casts and infiltration of inflammatory cells (Figure 1G and Supplemental Figure 1, G and H). Costaining for nephrin and CD44 revealed progressive and extensive formation of crescentic lesions in glomeruli from *PIK3CA^Pod-HET^* mice compared with controls (Supplemental Figure 1I). Crescents were visible starting from the age of 5 months and worsened with age (Supplemental Figure 1, I and J). Transmission electron microscopy showed swollen hypertrophic podocytes with microvillous transformation, lipid vacuolization, and focal foot process effacement (Supplemental Figure 2A). The glomerular basement membrane demonstrated thickening and wrinkling, typical features of FSGS lesions and more specifically collapsing glomerulopathy (Supplemental Figure 2A). Immunofluorescence experiments confirmed the activation of the AKT/mTOR pathway specifically in podocytes of *PIK3CA^Pod-HET^* mice (Figure 1, H and I, and Supplemental Figure 2B). One of the main characteristics of podocyte injury is the loss of differentiation markers. We decided to study cellular differentiation by analyzing the expression of WT1, which is a transcription factor that marks mature podocytes, as well as that of nephrin, podocin, and nestin, proteins that contribute to foot process formation in differentiated podocytes. Staining experiments revealed a significant loss of podocyte differentiation markers in *PIK3CA^Pod-HET^* mice compared with controls (Figure 1, J and K, and Supplemental Figure 2, C–E). Mechanistically, PI3Kα plays a role in cell growth and proliferation. Therefore, we examined for proliferation within the glomeruli of these mouse models using Ki-67, which is a marker for cellular proliferation. While the number of Ki-67^+^ cells was very low in control mice, a notable increase in the number of Ki-67^+^ cells was observed within the glomeruli of *PIK3CA^Pod-HET^* mice. Immunofluorescence experiments using Ki-67, GFP, and PDGFRβ revealed that both podocytes and mesangial cells were undergoing proliferation (Figure 1, L and M, and Supplemental Figure 2, F–H). We further observed that proliferation started at 3 months of age and increased with aging (Supplemental Figure 2, I and J). These findings align with the notion that cells undergoing cell cycle entry tend to lose their differentiation markers (16). Then, using an Amnis ImageStream system, we confirmed that podocytes isolated from *PIK3CA^Pod-HET^* mice were hypertrophic compared with controls (Figure 1N). Flow cytometry experiments further demonstrated a correlation between podocyte size and the level of activation of the AKT/mTOR pathway, particularly the mTORC1 pathway (Supplemental Figure 2K). Indeed, we concluded that the excessive activation of PI3Kα in podocytes leads to both dedifferentiation and proliferation, which results in FSGS with progressive proteinuria and kidney dysfunction. This mouse model effectively recapitulates the kidney phenotype observed in patient 1.

To investigate the impact of allele dosage on the overactivation of the PI3Kα pathway, we generated mice that were homozygous for the *PIK3CA* mutation specifically in podocytes and referred to them as *PIK3CA^Pod-HO^* mice. At birth, *PIK3CA^Pod-HO^* mice were initially indistinguishable from controls. However, these mice rapidly developed a significant amount of albuminuria (Figure 1O) with reduced survival rates (Figure 1F). Histological analysis conducted at the age of 12 weeks revealed severe proliferative glomerulonephritis (Supplemental Figure 3, A and B). Transmission electron microscopy revealed hypertrophic podocytes, lipid vacuolization, extensive focal foot process effacement, and widespread glomerular basement membrane thickening (Supplemental Figure 3C). Consistently, we observed dedifferentiation, recruitment of the AKT/mTOR pathway, immune cell infiltration, and increased proliferation in both podocytes and mesangial cells (Supplemental Figure 3, D–L). These findings demonstrate that the cumulative activation of the PI3Kα pathway is associated with a more severe disease phenotype.

### Overactivation of the PI3Kα pathway in podocytes is associated with changes in cell fate determination.

Podocytes are postmitotic cells with limited possibilities of proliferation and renewal. However, under certain pathological circumstances, podocytes can reenter the cell cycle and become dedifferentiated (17). 

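Kidney cells of 8 mice, 2 for each condition, were read as 4 single-cell libraries: *PIK3CA WT* and *PIK3CA Pod-HET* mice given vehicle or alpelisib at 50 mg/kg. Each condition is 1 library of pooled cells, so there are no replicates and no test between conditions was made. In *PIK3CA Pod-HET* mice Cre recombinase is active in podocytes, which switches on an overactive p110 transgene in podocytes, and the mT/mG reporter changes from tdTomato to GFP in cells where Cre has acted. The authors deposited the number of UMIs per gene and barcode that CellRanger counted on mm10 (GRCm38) with reporter sequences added, and no normalization has been applied to these counts. Each table lists 55407 rows, of which 55401 carry an Ensembl identifier and 6 are transgene or vector sequences, among them EGFP, tdTomato and Neor_KanR. The 4 tables hold between 74720376 and 139828360 UMIs. No barcode has fewer than 500 UMIs, so RNA carried between cells was read from proximal tubule genes in other cells instead of from empty droplets. In the labels, the genotype given for the *PIK3CA WT* alpelisib library is that of the mutant mice and the genotype given for the *PIK3CA Pod-HET* vehicle library is wild type, whereas the titles pair each genotype with both treatments. Libraries are named here by their titles. Below, expression is the sum of a gene's UMIs over the cells of a class, per 1000000 UMIs of that class (CPM). Ranges in parentheses are 95% intervals, exact Poisson for UMIs and exact Clopper-Pearson for shares of cells, and they cover counting error only, not differences between mice or preparations.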

To identify the early transcriptional changes in podocytes associated with podocyte *PI3KCA* gain-of-function mutation, we performed single-cell RNA sequencing (scRNA-seq) and mapped kidney cells from *PIK3CA^WT^* and *PIK3CA^Pod-HET^* mice (Supplemental Figure 4A). To increase the podocyte population, which counts as only 0.18% of the normal mouse kidney (18), we enriched the glomeruli with an injection of magnetic beads. Two mice for each condition were pooled to increase the number of cells. 

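Over the 4 tables, 49600 barcodes were listed. The *PIK3CA WT* libraries held 11679 barcodes with vehicle and 17922 with alpelisib, and the *PIK3CA Pod-HET* libraries held 7337 and 12662. In the same order, the median barcode had 9111, 6426, 6936 and 5869.5 UMIs, of which a median of 21.9%, 25.7%, 26.1% and 29.1% came from the 37 mitochondrial genes.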

A total of 49,600 cells were isolated and sequenced. 

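The filter of the Supplemental Methods (at least 2000 UMIs, at least 600 detected genes and at most 60% mitochondrial UMIs) kept 6142 barcodes of the *PIK3CA WT* vehicle library, 11164 of the *PIK3CA WT* alpelisib library, 3080 of the *PIK3CA Pod-HET* vehicle library and 6122 of the *PIK3CA Pod-HET* alpelisib library, 26508 in all. This is 52.6%, 62.3%, 42.0% and 48.3% of their barcodes. The cells kept had a median of 13904, 9001, 13788 and 10520 UMIs and a median mitochondrial share of 15.0%, 22.0%, 20.4% and 25.5%. A limit of 20% mitochondrial UMIs changed these numbers most and kept 3853, 4929, 1502 and 2014 cells. Scrublet called 51, 99, 23 and 103 cells doublets (1.04% overall), against 9.34%, 14.3%, 5.87% and 10.1% that the barcode numbers would lead to at 0.8% per 1000 barcodes. Doublets were kept, because the paper's methods name no such step, and left out as an alternative.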

After data normalization and filtering (Supplemental Figure 4B), 26,508 cells were further analyzed. 

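Seurat with the paper's settings (log-normalization with a scale factor of 10000, 2000 variable genes, 15 principal components and Louvain resolution 0.5) split the 26508 cells into 20 clusters of 230 to 3851 cells. The number followed the resolution: 15 clusters at 0.3 and 29 at 1.0. With 30 principal components there were 23.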

The unsupervised clustering of the entire pooled data set identified 20 clusters (Figure 2A and Supplemental Figure 4C). With well-established cell-type markers from the literature, we annotated broad cluster classes (Figure 2, A and B, Supplemental Figure 4D, and Supplemental Table 1). 

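Each cluster's own genes (ln fold change of at least 0.5 against all other cells, in at least 25% of its cells) were paired 1 to 1 with the gene lists of Supplemental Table 1 by the Jaccard index, the number of shared genes over the number in either set. The index was 0.471 for Podocyte-1, 0.372 for Podocyte-2, 0.687 for Podocyte-3, 0.479 for Podocyte-4 and 0.450 for Podocyte-5. The Podocyte-6 list holds 4 genes (Kdr, Ehd3, Meis2 and Plat), of which 3 are endothelial markers. The 1 cluster left for it shared 0 of them and was not matched. Clusters were also named from marker lists written before the tables were opened: a cluster took the name of the class with most markers among its genes, at least 3, and "-like" marks that a name rests on RNA alone. The cluster matched to Podocyte-2 held 14 of 14 podocyte markers. The clusters matched to Podocyte-1 and Podocyte-3 held 15 and 14 of 18 endothelial markers, with 3 and 1 podocyte markers. The cluster matched to Podocyte-4 held 12 of 12 markers of mural cells (smooth muscle, mesangial or renin cells) and 0 podocyte markers. The cluster matched to the Fibroblast list held 10 of 14 myeloid markers.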

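On GRCm38, Synpo (ENSMUSG00000043079, chromosome 18 from 60593973 to 60660142) encodes synaptopodin. Over all libraries it reached 813 (789.8 to 837) CPM in the cluster matched to Podocyte-2, against 152 (145 to 159) CPM in Podocyte-1, 95.7 (87.5 to 104) in Podocyte-3, 96.8 (86.5 to 108) in Podocyte-4 and 29.5 (24.4 to 35.3) in Podocyte-5. Proximal tubule-like cells, which should lack it, held 4.26 CPM. Among cells thinned to 2000 UMIs each, 72.5% (68.8% to 76.0%) in Podocyte-2 had a Synpo UMI, 20.7% (18.7% to 22.8%) in Podocyte-1, 14.3% (11.2% to 17.9%) in Podocyte-3 and 1.11% (0.957% to 1.29%) of proximal tubule-like cells. Before thinning, the median depth was 4685, 4460, 6427 and 12777 UMIs. Pdpn (ENSMUSG00000028583, chromosome 4 from 143267431 to 143299564) had 163 CPM in Podocyte-2, 60.0 in Podocyte-5 and at most 2.70 in Podocyte-1, -3 and -4. Podxl (ENSMUSG00000025608, chromosome 6 from 31519488 to 31563981) was less specific, with 2436 CPM in Podocyte-2, 586 in Podocyte-1 and 734 in Podocyte-3. EGFP had 2312 (2273 to 2352) CPM in Podocyte-2 and between 72.6 and 181 CPM in the other matched clusters, against 21.6 CPM in proximal tubule-like cells. Against Podocyte-1 and Podocyte-3, the unrecombined reporter, tdTomato, went the other way, with 18.7 CPM in Podocyte-2, 42.5 in Podocyte-1 and 71.6 in Podocyte-3. In proximal tubule-like cells tdTomato was lower still, from 3.85 CPM (*PIK3CA Pod-HET* alpelisib library) to 10.9 CPM (*PIK3CA WT* vehicle library). Pecam1, an endothelial gene, had 609 CPM in Podocyte-1, 724 in Podocyte-3 and 177 in Podocyte-2.

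**Figure D1:**
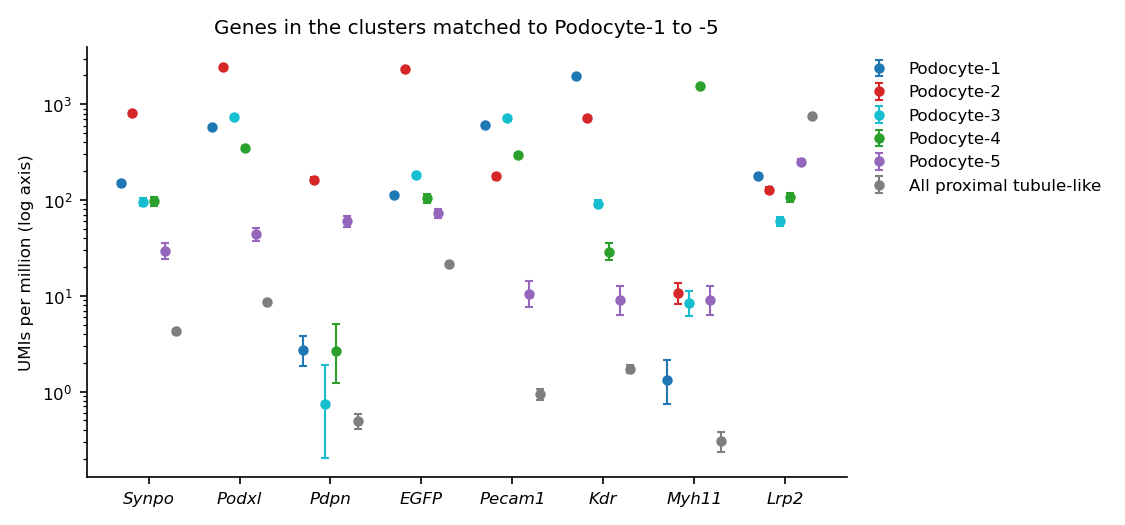
Expression of podocyte and comparison genes (CPM, log scale) in the clusters matched to Podocyte-1 to -5 and in proximal tubule-like cells, with 95% Poisson intervals. Synpo, Podxl, Pdpn and EGFP are highest in the cluster matched to Podocyte-2, Kdr and Pecam1 in Podocyte-1 and -3, and Myh11 in Podocyte-4.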

We annotated 6 podocyte clusters based on the expression of *Nphs2*, *Synpo*, *Podxl*, *Pdpn*, and *EGFP* (Figure 2B and Supplemental Figure 4D). 

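The cluster matched to Podocyte-4 (335 cells) was led by Acta2, Rgs5, Tagln and Myl9, and its Nphs1 expression was 4.18 CPM against 928 CPM in Podocyte-2. The cluster matched to Podocyte-5 (230 cells) was led by Cryab, Ankrd1, C3 and Hbegf. It held 7 of 8 parietal epithelial markers, but Aqp1 was also among its 10 leading genes, and it was left without a class name, a choice made after its genes were seen. This unnamed cluster took 0.700%, 0.967%, 1.20% and 0.686% of cells in the *PIK3CA WT* vehicle, *PIK3CA WT* alpelisib, *PIK3CA Pod-HET* vehicle and *PIK3CA Pod-HET* alpelisib libraries. In it, Wt1 had 85.7 CPM against 618 CPM in Podocyte-2. With all cells at resolution 0.5 and lists paired 1 to 1, no cluster matched the Podocyte-6 list of 4 genes, of which Plat, Ehd3 and Kdr were among the 10 leading genes of the cluster matched to Podocyte-1. With doublets left out, a cluster of 218 cells matched it (Jaccard index 0.5). At resolution 1.0, a cluster of 256 cells did (Jaccard index 0.667), and 5 of its 6 marker genes were endothelial markers.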

We decided to include some of the clusters with weaker expression of podocyte markers (Podocyte-4, -5, and -6) with the aim of understanding different cell states of podocytes. The monocle single-cell trajectory from 6 podocyte clusters resulted in 5 distinct states (Figure 2C and Supplemental Figure 4E). While podocyte-2, -4, and -5 clusters showed similar pseudotemporal ordering distributions, podocyte-1 and -3 clusters were distinct (Figure 2C). 

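The trajectory was not rebuilt, because Monocle 2 and M3Drop were not at hand. As a substitute, the Spearman correlation of mean log expression over the 2000 variable genes was computed between clusters. Its ranges come from redrawn genes, which are not independent replicates, so they leave out the spread between cells and between mice. Podocyte-1 and Podocyte-3 were the closest pair, at 0.903 (0.893 to 0.912). Podocyte-2 stood at 0.773 (0.752 to 0.794) with Podocyte-4, at 0.722 (0.703 to 0.742) with Podocyte-5 and at 0.870 (0.856 to 0.883) with Podocyte-1. Podocyte-4 and Podocyte-5 stood at 0.670 (0.640 to 0.697). For comparison, Podocyte-5 and the loop of Henle cluster stood at 0.798 (0.780 to 0.817). With all 16569 genes that had at least 100 UMIs, every pair among Podocyte-1 to -5 rose, to between 0.813 and 0.940.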

The podocyte-1 cluster was activated for the PI3K/AKT pathway and signaling pathways regulating pluripotency; the podocyte-3 cluster was enriched for inflammatory pathways (Supplemental Table 2). 

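KEGG enrichment was not repeated, and 3 gene lists fixed in advance were summed in each matched cluster instead. The 14 inflammation genes took 2738 (2694 to 2783) CPM in Podocyte-3, 2530.2 (2481 to 2580.1) in Podocyte-5, 2065 (2016 to 2114) in Podocyte-4, 1592 (1569 to 1614) in Podocyte-1 and 1017 (991 to 1043) in Podocyte-2. The 11 targets of FOXO factors, which AKT holds in check, took 528 (515 to 541) CPM in Podocyte-1, 496 (472 to 520.5) in Podocyte-4, 435 (415 to 456) in Podocyte-5, 373 (356 to 389) in Podocyte-3 and 319 (304 to 334) in Podocyte-2. The 17 immediate early and heat shock genes, which dissociation of tissue can raise, took 28792 (28648 to 28936) CPM in Podocyte-3, 18872 (18737 to 19008) in Podocyte-5, 17952 (17809 to 18097) in Podocyte-4, 13686 (13621 to 13752) in Podocyte-1 and 10346 (10263 to 10429.9) in Podocyte-2.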

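In the *PIK3CA WT* vehicle library, 665 of 6142 cells, 10.8% (10.1% to 11.6%), were in the clusters matched to the Podocyte-1 to -5 lists. In the *PIK3CA Pod-HET* vehicle library, 728 of 3080 cells were, 23.6% (22.1% to 25.2%). The ratio between these shares moved most when cells of proximal tubule clusters were left out of the total, which took it from 2.18 to 1.25 (shares of 35.3% and 44.1%). The cluster with podocyte markers alone, the podocyte-like cluster, took 153 cells, 2.49% (2.12% to 2.91%), of the *PIK3CA WT* vehicle library and 234 cells, 7.60% (6.69% to 8.59%), of the *PIK3CA Pod-HET* vehicle library, a ratio of 3.05 (2.50 to 3.72) with a Katz log interval. Endothelial-like cells rose from 6.77% to 12.8%, a ratio of 1.89 (1.66 to 2.16), and mural-like cells from 0.863% to 2.01%, a ratio of 2.33 (1.62 to 3.36). Proximal tubule-like cells fell from 69.3% to 46.4%. Among glomerular cells (podocyte-, endothelial- and mural-like), the podocyte-like share was 24.6% (21.3% to 28.2%) and 33.9% (30.3% to 37.5%), a ratio of 1.38 (1.16 to 1.64). Most genes that lead the podocyte-like cluster differ between libraries, so cells were also clustered without the 831 variable genes whose level in podocyte-like cells differed by a log2 ratio of at least 0.5, a setting added after the data were seen. The podocyte-like shares were then 2.28% and 6.82%. Assigned one by one from their own marker UMIs, 2.36% and 5.62% of cells were podocyte-like. Of all analysed cells, 1 in the *PIK3CA WT* vehicle and 915 in the *PIK3CA Pod-HET* vehicle library had UMIs of Xist, a gene expressed in females, and none of Y-linked genes, and 6 and 92 had both. Among cells with UMIs of Y-linked genes and none of Xist, podocyte-like cells made up 2.13% (1.72% to 2.62%) and 5.36% (4.22% to 6.70%).

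**Figure D2:**
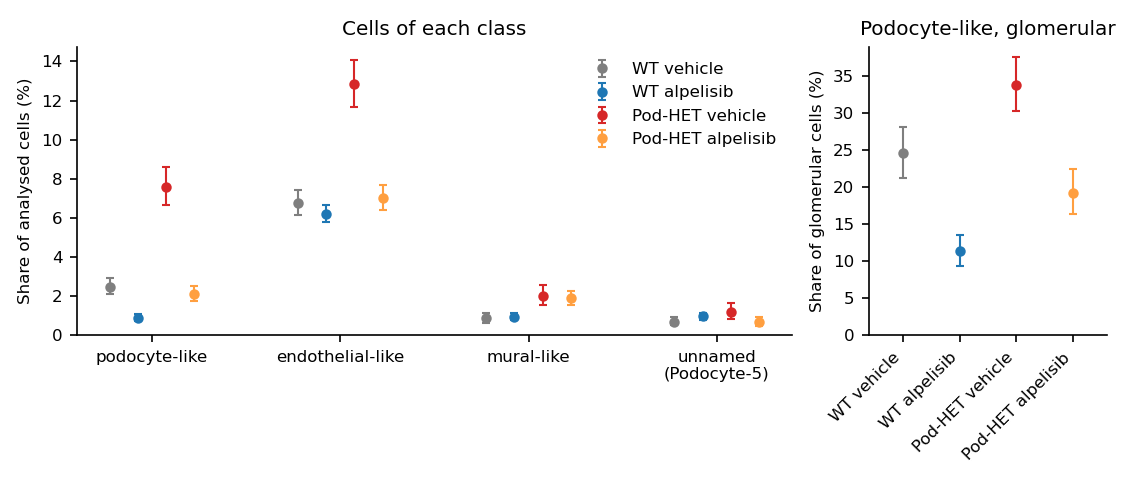
Podocyte-, endothelial- and mural-like cells and the unnamed cluster matched to Podocyte-5 as a share of analysed cells (%) in the 4 libraries, and podocyte-like cells as a share of glomerular cells (%), with 95% Clopper-Pearson intervals. Podocyte-, endothelial- and mural-like shares are all higher in the *PIK3CA Pod-HET* vehicle library than in the *PIK3CA WT* vehicle library.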

In *PIK3CA^WT^* mice, podocyte clusters accounted for approximately 10% of the whole population of analyzed cells, while in *PIK3CA^Pod-HET^* mice, it increased to 23.7%, which supported the proliferation of podocytes (Figure 3, A and B). 

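The 7 genes Wnt4, Mt1, Mt2, Col1a2, Col4a3, Col4a4 and Il18 were read in the vehicle libraries. On GRCm38, Wnt4 (ENSMUSG00000036856, chromosome 4 from 137277489 to 137299726) encodes a secreted Wnt ligand. Mt1 (ENSMUSG00000031765) and Mt2 (ENSMUSG00000031762) lie beside each other on chromosome 8, from 94172664 to 94180327. The collagen genes are Col1a2 (ENSMUSG00000029661, chromosome 6 from 4504814 to 4541544), Col4a3 (ENSMUSG00000079465, chromosome 1 from 82586921 to 82722059) and its neighbour Col4a4 (ENSMUSG00000067158, chromosome 1 from 82448423 to 82586849). The cytokine gene is Il18 (ENSMUSG00000039217, chromosome 9 from 50554827 to 50581840). In the matched clusters, the log2 ratio of *PIK3CA Pod-HET* over *PIK3CA WT* was 1.80 (1.46 to 2.14) for Wnt4, 1.74 (1.66 to 1.81) for Mt1, 1.63 (1.39 to 1.89) for Mt2, 2.40 (2.22 to 2.60) for Col1a2, 1.66 (1.55 to 1.78) for Col4a3, 1.52 (1.40 to 1.64) for Col4a4 and 2.85 (2.34 to 3.40) for Il18. The alternative that moved these most, added after the data were seen, kept only podocyte-like cells that their own marker UMIs also made podocytes, and it took Col1a2 to 1.03. In podocyte-like cells alone, Wnt4 rose from 23.1 (15.4 to 33.1) to 116 (103 to 129.7) CPM, Il18 from 15.9 (9.71 to 24.6) to 97.1 (85.6 to 109.7) and Mt1 from 462 (425 to 501) to 1737 (1687 to 1788). Their log2 ratios were 2.33, 2.61 and 1.91, with 1.36 (0.99 to 1.75) for Mt2, 1.61 (1.41 to 1.82) for Col1a2, 1.08 (0.95 to 1.21) for Col4a3 and 0.99 (0.85 to 1.14) for Col4a4. All 7 lay beyond counting error in both groups of cells. Mt1 and Mt2 rose as much in proximal tubule-like cells, by log2 ratios of 2.41 (2.36 to 2.46) and 1.95 (1.76 to 2.14). In podocyte-like cells with Y-linked UMIs only, the ratios were 2.62 for Wnt4, 1.91 for Col1a2 and 2.87 for Il18. Markers of proximal tubule cells, which podocytes should lack, stood at 13845 CPM in podocyte-like cells of the *PIK3CA WT* vehicle library and at 3456 CPM in those of the *PIK3CA Pod-HET* vehicle library, 23.0% and 7.28% of their level in proximal tubule-like cells. Podocyte-like cells gave 1258006 and 2647848 UMIs in these libraries.

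**Figure D3:**
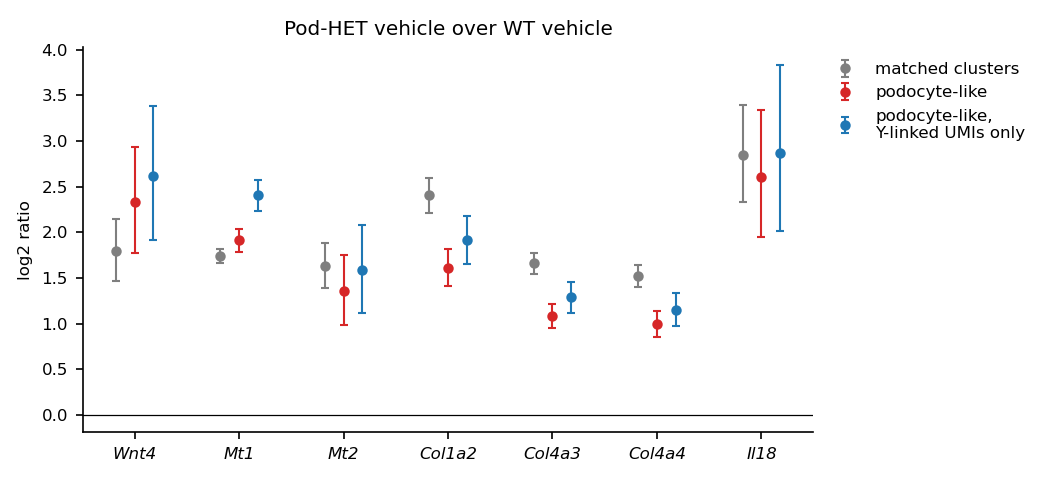
Log2 ratio of *PIK3CA Pod-HET* over *PIK3CA WT*, both with vehicle, for the 7 genes in the matched clusters, in podocyte-like cells and in podocyte-like cells with Y-linked UMIs only, with 95% intervals from the UMI counts. All 7 genes are above 0 in the 3 groups of cells.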

We finally observed that podocytes of *PIK3CA^Pod-HET^* mice showed a significant differential expression of genes that are known to be upregulated in FSGS (19), such as *Wnt4*, metallothioneins *Mt1* and *Mt2*, *Col1a2*, *Col4a3*, *Col4a4*, or *Il18*, which are related to the inhibition of apoptosis, dedifferentiation, and proliferation (Supplemental Figure 4F). These results indicate that PI3K/AKT pathway activation in podocytes drives podocyte fate transition.

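Gene lists fixed in advance were read in podocyte-like cells of the vehicle libraries as the median log2 ratio of their genes with at least 10 UMIs, and set against 10000 random lists of the same size and expression. The 7 genes above, which the study chose from these libraries, had a median of 1.61 (1.44 to 1.82). In podocyte-like cells also assigned one by one it was 1.18, the largest move among the alternatives. The 12 podocyte differentiation genes, such as Nphs1, had a median of 0.34 (0.28 to 0.42), with 12 of 12 higher in *PIK3CA Pod-HET* cells, at percentile 94.4 of the random lists. Genes of S phase had a median of 0.064 (-0.23 to 0.31) over 17 genes and genes of G2 and M phase a median of -0.21 (-0.39 to 0.038) over 17 genes. The 52 genes of G2 and M phase together took 762 CPM of *PIK3CA WT* and 707 CPM of *PIK3CA Pod-HET* podocyte-like cells, and Mki67 had 0 and 1 UMIs. FOXO target genes had a median of -0.42 (-0.78 to -0.16) over 11 genes, and genes of a parietal or injury state one of -0.47 (-1.02 to -0.029) over 7 genes. Of 8052 genes with at least 50 UMIs in these libraries together and at least 4 in each, the 10 with the highest ratios were Gdpd2, Gpm6b, Il18, Ttr, Trp53i11, Fxyd6, Matn4, Wnt4, Pla2g7 and AC102496.1, from 3.03 down to 2.10. The 10 lowest were Dlk1, Hbb-bt, Acta2, Rgs5, Slc7a13, Hbb-bs, Cyp2d12, Acsm3, Cyp2a4 and H2-Ab1, from -4.93 to -3.90, among them genes of erythroid, mural, tubule and immune cells. R3hdml fell outside that ranking with 2 UMIs in the *PIK3CA WT* and 1292 in the *PIK3CA Pod-HET* vehicle library. Of the ranked genes, Ttr had 111 UMIs in podocyte-like cells with Xist UMIs only and 2 in those with Y-linked UMIs only (*PIK3CA Pod-HET* vehicle). Its rise may therefore rest on sex. Trp53i11 was also higher in the Xist-only cells of that library (log2 ratio 0.93), and Fxyd6, Matn4 and Pla2g7 were lower (-0.996, -1.48 and -0.44). The paper states that the larger share of podocyte clusters supported proliferation of podocytes, for which it also reports Ki-67 staining. It concludes from the results of this section that activation of PI3K/AKT in podocytes drives a change of their fate.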

### Alpelisib improves PIK3CA^Pod^ mouse models.

Patient 1 demonstrated renal failure amelioration upon the introduction of alpelisib (11). However, the concurrent shrinkage of vascular malformations and correction of severe congestive heart failure caused by alpelisib treatment added potential confounding factors (11). To gain a better understanding of whether alpelisib was effective in improving kidney dysfunction in our patient, we first investigated the ability of the drug to diffuse into the kidneys. Liquid chromatography–mass spectrometry (LC-MS) analysis of mouse kidneys revealed that alpelisib was detectable 1.5 hours after oral administration at concentrations similar to those found in skeletal muscle and the liver (Supplemental Figure 5A). Subsequently, we administered alpelisib orally over a period of 3 weeks to 3-month-old *PIK3CA^Pod-HET^* mice (Supplemental Figure 5B). 

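The mice of the single-cell libraries were 8 weeks old at the start and were treated for 4 weeks. They thus differ in age and duration of treatment from the mice just described. After alpelisib, the matched clusters took 718 of 6122 cells in the *PIK3CA Pod-HET* library, 11.7% (10.9% to 12.6%). This is 0.496 times the share with vehicle. Assigning cells one by one moved this ratio most, to 0.981. In *PIK3CA WT* mice the matched clusters took 1008 of 11164 cells with alpelisib, 9.03% (8.50% to 9.58%), which is 0.834 times the share with vehicle, and this ratio turned to 1.07 with cells assigned one by one. Podocyte-like cells took 2.12% (1.78% to 2.52%) of the *PIK3CA Pod-HET* alpelisib library, a ratio of 0.280 (0.227 to 0.345) to vehicle. Their share was also lower under alpelisib in *PIK3CA WT* mice, at 0.914% (0.746% to 1.11%), a ratio of 0.367 (0.286 to 0.470). As a share of glomerular cells they took 19.2% and 11.3%, ratios of 0.568 (0.471 to 0.684) and 0.461 (0.367 to 0.579). Loop of Henle-like cells rose alike under alpelisib in both genotypes, to 20.8% from 11.1% in *PIK3CA Pod-HET* and to 8.76% from 4.72% in *PIK3CA WT* mice. Cells with Y-linked UMIs only were podocyte-like in 2.01% (1.47% to 2.68%) of cases in the *PIK3CA Pod-HET* alpelisib library. At the RNA level, Nphs1 in podocyte-like cells of *PIK3CA Pod-HET* mice went from 1230.4 CPM with vehicle to 834 with alpelisib, and Synpo from 922 to 814. Their log2 ratios were -0.56 (-0.67 to -0.45) and -0.18 (-0.29 to -0.067), and in *PIK3CA WT* mice -0.51 (-0.70 to -0.33) and -0.24 (-0.41 to -0.074). In podocyte-like cells with Y-linked UMIs only, the ratios in *PIK3CA Pod-HET* mice were -0.12 (-0.28 to 0.035) for Nphs1 and 0.17 (-0.0023 to 0.34) for Synpo, and in those with Xist UMIs only -1.19 (-1.41 to -0.98) and -0.52 (-0.74 to -0.31).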

Treatment with alpelisib resulted in a gradual reduction in albuminuria (Supplemental Figure 5C) along with inhibition of the AKT/mTOR pathway in glomeruli (Supplemental Figure 5, D and E), increased expression of nephrin and synaptopodin (Supplemental Figure 5, F and G), and a decrease in podocyte size (Supplemental Figure 5H). scRNA-seq analysis of kidney cells from alpelisib-treated *PIK3CA^Pod-HET^* mice revealed that podocyte populations were restored to 11.7% compared with vehicle-treated *PIK3CA^Pod-HET^* mice (Figure 3, A and B). In addition, we observed that alpelisib treatment was associated with the correction of various gene expression anomalies (Supplemental Figure 4, F and G). These results indicate that alpelisib was able to successfully interfere with podocyte fate transition induced by overactivation of the PI3K/AKT pathway.

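In the matched clusters, the log2 ratio of alpelisib over vehicle in *PIK3CA Pod-HET* mice was -1.87 (-2.25 to -1.51) for Wnt4, -1.94 (-2.12 to -1.76) for Col1a2, -1.32 (-1.43 to -1.21) for Col4a3, -0.87 (-0.98 to -0.77) for Col4a4 and -1.57 (-1.96 to -1.19) for Il18. It was 0.17 (0.12 to 0.22) for Mt1, which turned to -0.13 under a limit of 20% mitochondrial UMIs, and 0.59 (0.43 to 0.75) for Mt2. Part of the falls comes with the smaller weight of the podocyte-like cluster among the matched cells. Had each cluster kept its own levels, the new mix alone would have given -0.75 for Wnt4 and -0.79 for Col1a2. It would have given -0.82 for Col4a3, -0.75 for Col4a4 and -0.84 for Il18, which for Col4a4 is most of the fall. For Mt1 and Mt2, which rose, the mix alone gives -0.47 and -0.37. In podocyte-like cells alone, the ratios were -1.60 (-2.11 to -1.13) for Wnt4, -1.03 (-1.22 to -0.85) for Col1a2, -0.72 (-0.85 to -0.60) for Col4a3, -0.37 (-0.50 to -0.24) for Col4a4 and -0.73 (-1.15 to -0.32) for Il18, so that 5 of the 7 genes were lower and Mt1 and Mt2 higher. Among the genes labelled in Supplemental Figure 4, F and G, Tcf21 had a ratio of -1.41 (-1.60 to -1.21) in podocyte-like cells, Tmsb4x -0.47 (-0.50 to -0.45), Vegfa -0.47 (-0.59 to -0.35) and R3hdml -0.49 (-0.66 to -0.32). In *PIK3CA WT* mice, Tcf21 fell too, by 1.07 on the log2 scale. Myh11 and Myl9 rose in the matched clusters, by 0.95 (0.83 to 1.07) and 1.09 (1.01 to 1.17), of which the mix of clusters alone gives 0.72 and 0.68.

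**Figure D4:**
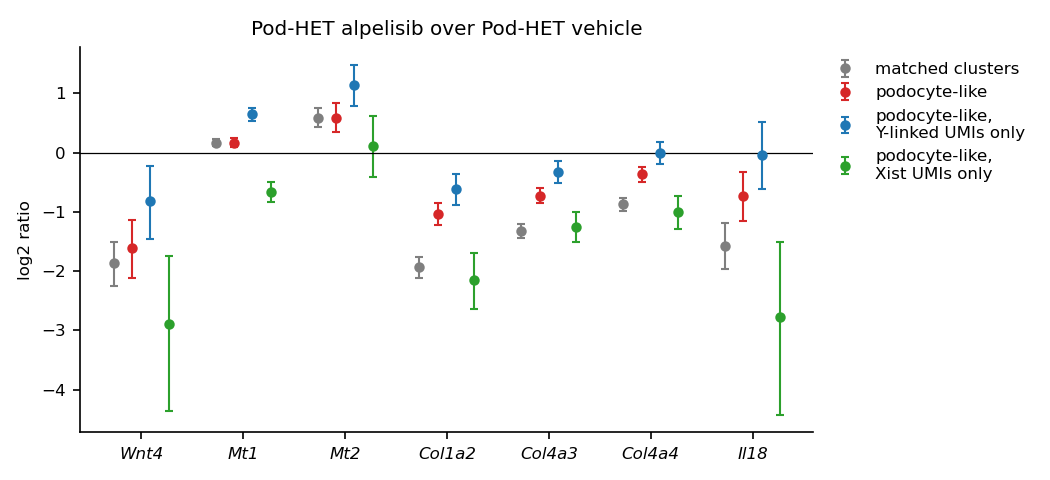
Log2 ratio of alpelisib over vehicle in *PIK3CA Pod-HET* mice for the 7 genes, in the matched clusters, in podocyte-like cells and in podocyte-like cells with UMIs of Y-linked genes only or of Xist only, with 95% intervals from the UMI counts. In cells with Y-linked UMIs only, Wnt4, Col1a2 and Col4a3 are below 0, Il18 and Col4a4 near 0 and Mt1 and Mt2 above 0.

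Cells of the *PIK3CA Pod-HET* alpelisib pool differed by their sex-linked UMIs. In podocyte-like cells with Xist UMIs only (42 cells, 336723 UMIs), EGFP stood at 184 (141 to 236) CPM, against 1978 (1848 to 2115) CPM in those with Y-linked UMIs only (45 cells, 433757 UMIs). With vehicle, both kinds of *PIK3CA Pod-HET* podocyte-like cells held EGFP at like levels, 3081 (2981 to 3183) and 2986 (2872 to 3104) CPM. After thinning to 2000 UMIs, 6 of 42 Xist-only cells (14.3%, 5.43% to 28.5%) and 31 of 45 Y-only cells (68.9%, 53.4% to 81.8%) of that pool had an EGFP UMI, at median depths of 6352 and 7348 UMIs. In endothelial-like cells of the pool, which should lack EGFP, 22.7% and 18.4% had one, at 6160 and 7574 UMIs. R3hdml stood at 17.8 (6.54 to 38.8) CPM in the Xist-only and 604 (533 to 682) CPM in the Y-only podocyte-like cells. With vehicle it already differed, at 324 (292 to 358) and 692 (637 to 749) CPM. In Y-only podocyte-like cells, the log2 ratio of alpelisib over vehicle was -0.82 (-1.46 to -0.23) for Wnt4, -0.62 (-0.88 to -0.37) for Col1a2 and -0.32 (-0.50 to -0.14) for Col4a3, while Mt1 and Mt2 rose, by 0.65 (0.54 to 0.75) and 1.14 (0.79 to 1.49). In Xist-only cells it was -2.89 (-4.36 to -1.74) for Wnt4, -2.15 (-2.64 to -1.69) for Col1a2, -1.25 (-1.51 to -0.996) for Col4a3, -0.66 (-0.83 to -0.49) for Mt1 and 0.11 (-0.41 to 0.62) for Mt2. The split by sex-linked UMIs was made after the data were seen.

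**Figure D5:**
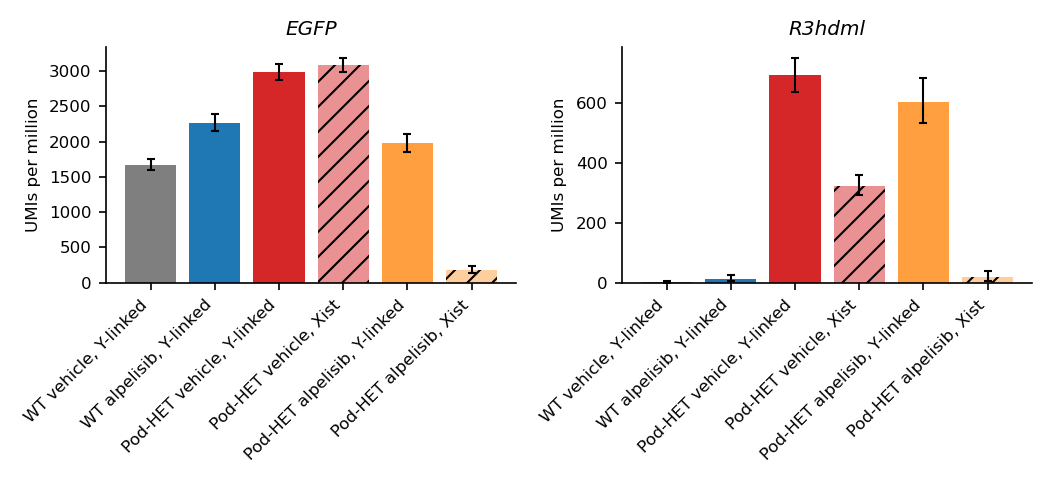
EGFP and R3hdml (CPM, 95% Poisson intervals) in podocyte-like cells of each library, split into cells with UMIs of Y-linked genes only and of Xist only, which the *PIK3CA WT* libraries lack. In the *PIK3CA Pod-HET* alpelisib library, EGFP and R3hdml are far lower in Xist-only than in Y-only cells.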

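Across 10895 genes with at least 10 UMIs in podocyte-like cells, the log2 ratio of alpelisib over vehicle in *PIK3CA Pod-HET* mice was set against that of *PIK3CA Pod-HET* over *PIK3CA WT* with vehicle. The Spearman correlation was -0.52, where genes are not independent replicates. Both ratios hold the *PIK3CA Pod-HET* vehicle library, so a negative value arises with no effect: 200 simulated unchanged libraries gave -0.31 on average (-0.33 to -0.30). With the cells of that library split between the ratios, which removes the shared counts, the correlation was -0.29 in podocyte-like cells (-0.33 to -0.25). It was -0.091 in endothelial-like cells (-0.16 to 0.0028), -0.084 (-0.20 to 0.12) in mural-like cells and -0.10 (-0.12 to -0.061) in loop of Henle-like cells. In distal convoluted tubule-like cells it was -0.099 (-0.13 to -0.047), and in proximal tubule-like cells 0.14 (0.11 to 0.18). Ranges with the library split are the lowest and highest values over repeated random splits. The other libraries were left as they were, so their spread is not covered. Both parts of the split library come from the same pool and preparation, so anything that sets it apart can still give a negative value. Proximal tubule markers in podocyte-like cells, for example, stood at 13845, 3456 and 5626 CPM (*PIK3CA WT* vehicle, *PIK3CA Pod-HET* vehicle and *PIK3CA Pod-HET* alpelisib). With the library in both ratios, the correlation was -0.42 in podocyte-like cells with Y-linked UMIs only, against -0.39 (-0.41 to -0.37) in simulated unchanged libraries. In the matched clusters it was -0.41, no lower than the -0.42 (-0.43 to -0.40) of simulated unchanged libraries. With the library split, the matched clusters gave -0.20 (-0.27 to -0.11). The difference between genotypes under alpelisib, which shares no library with the difference under vehicle, correlated with it at 0.32 in podocyte-like cells, 0.43 in endothelial-like, 0.14 in mural-like, 0.47 in proximal tubule-like, 0.25 in loop of Henle-like and 0.28 in distal convoluted tubule-like cells. Podocyte differentiation genes, higher in *PIK3CA Pod-HET* podocyte-like cells with vehicle, were lower with alpelisib, at a median log2 ratio of -0.40 (-0.45 to -0.33) with 0 of 12 genes higher. In podocyte-like cells with Y-linked UMIs only that median was -0.12 (-0.21 to -0.044), and in those with Xist UMIs only -0.63 (-0.78 to -0.56). From these libraries and from albuminuria, AKT/mTOR signaling, nephrin and synaptopodin and podocyte size in treated mice, the paper concludes that the drug interfered with the change of podocyte fate.

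**Figure D6:**
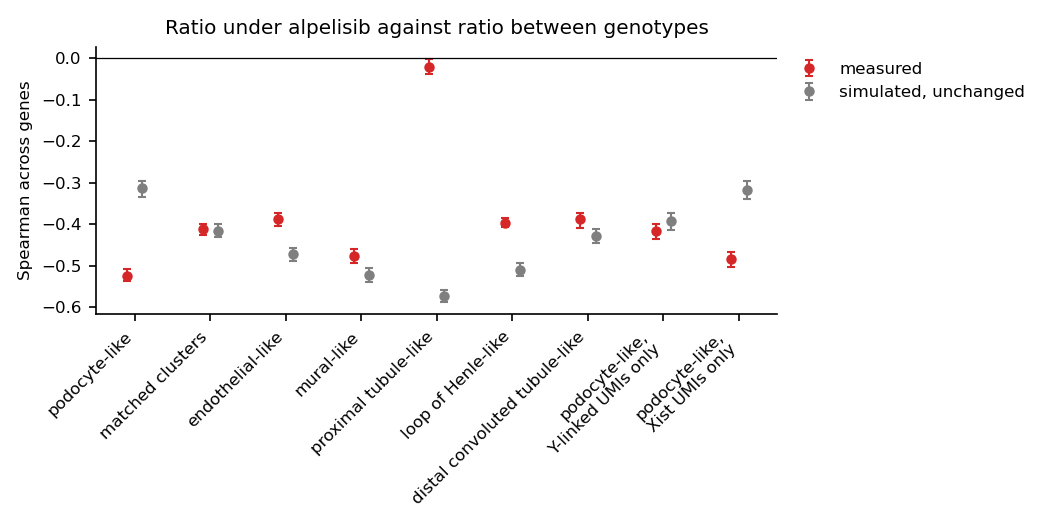
Spearman correlation across genes between the log2 ratio of alpelisib over vehicle in *PIK3CA Pod-HET* mice and the log2 ratio of *PIK3CA Pod-HET* over *PIK3CA WT* with vehicle, by cell class, beside the value from simulated unchanged libraries. The 95% ranges are over redrawn genes for the measured values, which leaves out the spread between cells, and over simulations for the others. The *PIK3CA Pod-HET* vehicle library is in both ratios. Podocyte-like cells and those with Xist UMIs only lie well below the simulated value, and the endothelial-, mural- and tubule-like classes lie above it.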

Then, we administered either the vehicle or alpelisib to the most severe model, *PIK3CA^Pod-HO^* mice, at 10 weeks of age when proteinuria had already been established (Supplemental Figure 6, A and B). The treatment period lasted for 2 consecutive weeks. Throughout the treatment period, we observed a progressive reduction in albuminuria in the alpelisib-treated mice, which was accompanied by a significant improvement in kidney function (Supplemental Figure 6, C–E). At the end of the treatment period, the mice were sacrificed and histological analysis of the kidneys revealed that *PIK3CA^Pod-HO^* mice treated with alpelisib exhibited preserved glomeruli compared with the vehicle-treated group (Supplemental Figure 6, F and G). Podocyte differentiation markers were still expressed at the protein level in the alpelisib-treated group compared with vehicle-treated mice (Supplemental Figure 6H). The activation of the AKT/mTOR pathway was attenuated following alpelisib treatment (Supplemental Figure 6, H–J). Mechanistically, the alpelisib treatment was associated with a decrease in glomerular cell proliferation (Supplemental Figure 6, K and L).

To better assess the improvement and potential reversibility of kidney lesions, we conducted unilateral nephrectomy in both *PIK3CA^Pod-HO^* mice and controls at 8 weeks of age (Figure 4A). The mice were randomly assigned to receive either the vehicle or alpelisib treatment from postoperative day 1 for a duration of 2 weeks (Supplemental Figure 7, A and B). We first observed that uninephrectomized *PIK3CA^WT^* mice, whether treated with the vehicle or alpelisib, did not display any notable phenotype, with no presence of proteinuria or kidney dysfunction (Figure 4, B–K, and Supplemental Figure 7C). In contrast, *PIK3CA^Pod-HO^* mice treated with the vehicle following surgery rapidly developed a significant amount of proteinuria, kidney dysfunction, severe glomerular lesions, increased AKT activity, and decreased expression of podocyte markers (Figure 4, B–K, and Supplemental Figure 7C). However, *PIK3CA^Pod-HO^* mice treated with alpelisib following surgery demonstrated a significantly reduced amount of proteinuria, no kidney dysfunction, preserved glomerular lesions, a higher expression of podocyte markers, and decreased activation of the podocyte AKT/mTOR pathway (Figure 4, B–K, and Supplemental Figure 7C). Interestingly, the trajectory of albuminuria had an opposite effect following uninephrectomy in *PIK3CA^Pod-HO^* mice treated with alpelisib compared with those treated with the vehicle (Figure 4L). Furthermore, a comparison of glomerular lesions before and after surgery indicated that alpelisib treatment was associated with a potential reversal of kidney lesions in *PIK3CA^Pod-HO^* mice (Figure 4M). Based on these findings, we concluded that alpelisib was able to prevent and potentially reverse the disease in a mouse model carrying *PIK3CA* gain-of-function mutation in podocytes.

### Alpelisib improves different mouse models of proliferative glomerulonephritis.

*PIK3CA^Pod^* mouse models developed characteristics resembling collapsing glomerulopathy and extracapillary disorders. In humans, collapsing glomerulopathy can occur as a primary condition or as a secondary manifestation of other diseases such as HIV infection or toxic exposures (20). On the other hand, crescentic glomerulonephritis is the hallmark of severe autoimmune diseases affecting the kidneys such as lupus nephritis (LN) and antineutrophil cytoplasmic antibody (ANCA) vasculitis. Both types of glomerular lesions are associated with significant kidney damage and poor renal survival. To further investigate whether targeting the AKT/mTOR pathway in the context of these disorders is reasonable, we first conducted immunofluorescence experiments in human patient kidneys. These experiments confirmed the activation of the AKT/mTOR pathway in podocytes compared with kidney biopsies from healthy individuals who underwent a biopsy because of a low-rate proteinuria (<1 g/L) or mild hematuria, with normal histological examination and no immunofluorescent deposits (Figure 5, A and B, and Supplemental Figure 8, A and B).

We further investigated the glomerular spatial transcriptomic changes in patients with extracapillary disorders using GeoMx digital spatial profiler technology. Kidney biopsies from 4 patients with highly active LN and 4 healthy controls were selected for analysis (Supplemental Figure 8, B and C). A total of 49 glomeruli were selected as regions of interest (ROIs) (33 ROIs for LN and 16 ROIs for controls). More than 18,000 genes were assayed in these ROIs (Supplemental Figure 8D). The glomerular transcriptomes of LN samples showed distinct and broader clustering patterns compared with those of control samples (Supplemental Figure 8E). Consistent with scRNA-seq analysis in *PIK3CA^Pod-HET^* mice, the gene expression profiles in LN glomeruli indicated a dedifferentiated state and elevated levels of inflammation-related transcripts (Figure 5, C and D). We separately stained p-AKT^Ser473^ in LN samples and classified each ROI based on the level of p-AKT^Ser473^ activity, with 20 ROIs classified as activity-high and 13 ROIs classified as activity-low (Supplemental Figure 8F). The higher p-AKT^Ser473^ activity correlated with gene set enrichment of the WNT pathway and significant upregulation of *Wnt4* (Figure 5, E and F). Indeed, *PIK3CA^Pod-HET^* mutant mice demonstrate similar transcriptomic changes that closely resemble patterns observed in LN patients.

Based on these findings and previous reports on the association between podocytes and their disease pathology (21–24), we investigated whether the inhibition of PIK3CA could be a potential therapeutic approach for collapsing glomerulopathy and extracapillary glomerular nephritis.

We initially examined *Tg26^He^* mice, which serve as a model for collapsing glomerulopathy (25). Typically, these transgenic mice develop proteinuria around 24 days of age, exhibit severe kidney lesions, and die between 2 and 9 months of age (25). We observed activation of the AKT/mTOR pathway in podocytes of 4-week-old *Tg26^He^* mice compared with controls (Supplemental Figure 9, A and B). Since *Tg26^He^* mice are very variable in terms of severity and course of the disease (Supplemental Figure 9C), we decided to employ the experimental model of unilateral nephrectomy, to standardize the variability and accelerate the disease progression. This approach would in addition expedite the development of kidney lesions and allow a direct comparison of paired kidneys before and after surgery. At 4 weeks old, both *Tg26^He^* and *Tg26^WT^* mice underwent uninephrectomy followed by a random assignment to receive either the vehicle (*Tg26^WT^ n =* 16, *Tg26^He^* *n =* 15) or alpelisib (*Tg26^WT^ n =* 18, *Tg26^He^* *n =* 19) treatment for a duration of 4 weeks (Figure 6A). Upon sacrifice, we observed that while the surfaces of the kidneys in uninephrectomized *Tg26^WT^* or *Tg26^He^* mice treated with alpelisib appeared regular and smooth, the surfaces of the kidneys from *Tg26^He^* mice treated with the vehicle exhibited irregularities (Supplemental Figure 9D). Kidney function and albuminuria were significantly improved in *Tg26^He^* mice treated with alpelisib compared with those treated with the vehicle (Figure 6, B–D). Additionally, the kidney-to–body weight ratio showed that kidney hypertrophy caused by uninephrectomy was improved in uninephrectomized *Tg26^He^* mice treated with alpelisib (Supplemental Figure 9E). Histological examination of the kidneys revealed that alpelisib-treated uninephrectomized *Tg26^He^* mice exhibited fewer glomerular lesions (Figure 6, E and F) and maintained the expression of podocyte markers (Figure 6G and Supplemental Figure 9F). Furthermore, the expression of *Col1a*, *Col3a*, and *Lcn2* was reduced in the alpelisib-treated group (Supplemental Figure 9, G–I). Mechanistically, the AKT/mTOR pathway in glomeruli showed significant suppression in mice treated with alpelisib (Figure 6, H and I, and Supplemental Figure 9, J and K). Finally, we compared the kidney function, albuminuria, and glomerular lesion score before and after nephrectomy and observed that the rate of disease progression in mice treated with alpelisib was lower compared with those treated with the vehicle (Figure 6, J–M).

To specifically investigate the role of PI3Kα in podocytes during collapsing glomerulopathy, we employed a genetic approach to remove *PIK3CA* specifically in these cells. To achieve this, we generated *PIK3CA^Podo-KO^* mice by crossing *Podocin*-Cre mice with *PIK3CA^lox/lox^* mice. These mice were subsequently backcrossed with the FVB/NJ strain for 10 generations and bred with *Tg26^He^* mice to obtain *Tg26^He^* *PIK3CA^Podo-KO^* mice. These mice were viable and had no particular phenotype at birth. However, as they aged, we observed that *Tg26^He^* *PIK3CA^Podo-KO^* mice displayed reduced levels of albuminuria, milder glomerular lesions, decreased kidney fibrosis, and improved kidney function compared with control littermate *Tg26^He^* *PIK3CA^Podo-WT^* mice (Figure 7, A–L). Importantly, the deletion of *PIK3CA* in podocytes alone was sufficient to alleviate the severity of collapsing glomerular lesions and improve the kidney function in the *Tg26^He^* mouse model. Next, we attempted to determine whether removing *PIK3CA* in podocytes later in life, when glomerular lesions were already established, could lead to an improvement in kidney lesions. For this purpose, we generated *PIK3CA^iPodo-KO^* mice by backcrossing tamoxifen-inducible *Podocin*-Cre mice with *PIK3CA^lox/lox^* mice on the FVB/NJ strain (10 generations) and crossing them with *Tg26^He^* mice to obtain *Tg26^He^* *PIK3CA^iPodo-KO^*. Cre recombination was induced in 3-week-old *Tg26^He^* *PIK3CA^iPodo-KO^* mice, and the mice were sacrificed at 12 weeks. We observed that these mice exhibited improved glomerular lesion scores and reduced albuminuria compared with the control group (Figure 8, A and B). Similarly, when Cre recombination was induced at 6 weeks of age, kidney lesions were reversed by 12 weeks (Figure 8, A and C). However, when Cre recombination was induced at a later time point, specifically at 8 weeks of age, the progression of the disease was no longer affected, which indicated that reversing the phenotype becomes challenging once the kidney lesions have become too severe (Figure 8, A and D). In this model of collapsing glomerulopathy, we determined that the activation of PI3Kα in podocytes is significantly important and inhibition holds great promise as a potential therapeutic approach.

Next, we investigated the impact of PI3Kα inhibition in extracapillary glomerulonephritis, particularly in lupus mouse models. Our initial approach involved using NZBWF1/J mice, a well-established model that exhibits lupus-like nephritis (26). NZBWF1/J mice gradually develop immune glomerulonephritis characterized by proteinuria and kidney dysfunction starting around 25 weeks of age (26). However, this model is also known for its variability (26). To standardize and expedite the formation of lesions, we employed the uninephrectomy model and performed uninephrectomy on 30 female mice at 24 weeks of age (Supplemental Figure 10A). Notably, the incidence and severity of symptoms are more pronounced in females and we used only females for our study. The mice were then randomly assigned to receive either the vehicle (*n =* 15) or alpelisib treatment (*n =* 15) for a duration of 4 weeks. At the end of the treatment period, the mice were sacrificed and their kidney histology was compared to samples obtained during the uninephrectomy procedure. At the time of uninephrectomy, no discernible differences were observed between the 2 groups in terms of phenotypic characteristics, including proteinuria and the kidney-to–body weight ratio (Supplemental Figure 10, B and C). However, upon sacrifice, mice treated with alpelisib exhibited significant reductions in albuminuria (Figure 9A) and blood urea nitrogen (BUN) levels (Figure 9B). Furthermore, the kidney-to–body weight ratio was notably decreased in uninephrectomized NZBWF1/J mice receiving alpelisib (Figure 9C). From a histological standpoint, the alpelisib-treated mice displayed preserved glomeruli compared with those receiving the vehicle (Figure 9, D and E). While glomerular lesions worsened considerably in the vehicle-treated uninephrectomized NZBWF1/J mice, they remained stable in the alpelisib group (Figure 9E). Additionally, the alpelisib treatment resulted in the attenuation of AKT/mTOR pathway activation within the glomeruli (Figure 9, F and G). The expression of *Col1a*, *Col3a*, and *Tnfa* mRNA was significantly reduced in mice treated with alpelisib (Figure 9, H–J). Moreover, the group of uninephrectomized NZBWF1/J mice treated with alpelisib demonstrated marked improvements in podocyte differentiation markers (Figure 9, F and K, and Supplemental Figure 10D). In NZBWF1/J mice treated with alpelisib, we observed a partial correction of anemia and a significant increase in platelet count (Supplemental Figure 10E). Then, we explored glomerular IgG, IgM, and C3 deposits and unexpectedly observed a significant reduction in deposits in glomeruli mice receiving alpelisib (Figure 9, L–N, and Supplemental Figure 10F). To obtain further insight, we measured the level of circulating double-stranded DNA (dsDNA), which is a marker of systemic lupus erythematosus disease activity, and noticed a significant decrease in NZBWF1/J mice treated with alpelisib (Supplemental Figure 10G). Notably, the spleen size was significantly reduced in both sham and uninephrectomized mice treated with alpelisib (Supplemental Figure 10H). A blood test revealed that alpelisib treatment was associated with a reduction in white blood cell count, particularly lymphocytes and monocytes (Supplemental Figure 10E). Flow cytometry of peripheral blood mononuclear cells (PBMCs) did not indicate any significant changes in the distribution of the lymphocyte population (Supplemental Figure 10I). An examination of the spleen revealed a decrease in both the B and T cell populations in NZBWF1/J mice treated with alpelisib (Supplemental Figure 10I). The B cell population was also significantly impacted in lymph nodes and bone marrow (Supplemental Figure 10I). These findings were unexpected because PI3Kδ is the predominantly expressed isoform in leukocytes (27–30), and it was not anticipated that alpelisib would have an impact on the lymphocyte population. To ascertain whether alpelisib was able to modify the lymphocyte population in WT mice, we conducted a study where we administered either the vehicle or alpelisib daily to 8-week-old FVB/NJ WT mice for 4 consecutive weeks. Afterwards, we examined the lymphocyte population and found no changes in white blood cell count (Supplemental Figure 11A) or in the lymphocyte population in lymph nodes, spleen, or PBMCs of alpelisib-treated mice compared to vehicle-treated mice (Supplemental Figure 11B). These results indicate that alpelisib specifically targeted lymphocytes in NZBWF1/J mice. Next, we measured the serum levels of circulating proinflammatory cytokines in NZBWF1/J mice treated with either the vehicle or alpelisib and observed a reduction in cytokines in alpelisib-treated mice (Supplemental Figure 10J). Collectively, these findings indicate that alpelisib might exert its effects on both podocytes and lymphocytes in NZBWF1/J mice, which results in the attenuation of LN.

To validate the significance of these findings, we conducted a further investigation on the effects of alpelisib in MRL/MpJ-*Fas^lpr^*/J mice (referred to here as *MRL-lpr* mice), which is another model of LN (31). These mice possess homozygous Fas mutations and typically develop an autoimmune disease resembling systemic lupus, which is characterized by lymphadenoproliferation, progressive renal failure, and skin lesions (32). Female *MRL-lpr* mice usually succumb to the disease by 18–20 weeks of age. To begin, we randomly assigned 8-week-old female *MRL-lpr* mice prior to the complete onset of the disease to receive either the vehicle or alpelisib. The administration of alpelisib resulted in a modest but significant increase in life expectancy (Figure 10A). It is important to note that mice were dying from well-characterized skin lesions and voluminous compressive lymph nodes around the neck (33). Furthermore, *MRL-lpr* mice treated with alpelisib exhibited reduced proteinuria compared with those treated with the vehicle (Figure 10B). More strikingly, the comparison of albuminuria before and after treatment introduction showed opposite trajectories. Specifically, *MRL-lpr* mice treated with alpelisib demonstrated an improvement in proteinuria, which suggests potential reversibility of the disease (Figure 10, C and D). At sacrifice, *MRL-lpr* mice treated with alpelisib showed a tendency toward a lower kidney-to–body weight ratio and a significant decrease in spleen weight compared with the vehicle-treated mice (Figure 10, E and F). An examination of the kidneys revealed that alpelisib treatment was associated with fewer glomerular lesions compared with the vehicle-treated mice (Figure 10, G and H) and improved kidney function (Figure 10, I and J). To further demonstrate the potential reversibility of glomerular lesions with alpelisib treatment, we randomly assigned either the vehicle or alpelisib to 12-week-old *MRL-lpr* male and female mice. At this age, kidney lesions are already established. Mice were then treated for 4 consecutive weeks (Supplemental Figure 12A). Alpelisib was again associated with proteinuria reduction (Supplemental Figure 12B). At the histological level, we found that the glomerular lesion score was improved in the alpelisib group, as was *Cola1* and *Cola3* mRNA expression (Figure 10, K–N). Consistently, the glomerular AKT/mTOR pathway was inhibited in the group of alpelisib-treated mice (Figure 10, O–S). The expression of podocyte differentiation markers was increased in alpelisib mice compared with the vehicle (Figure 10, O–S, and Supplemental Figure 12C). Therefore, we explored circulating anti-dsDNA antibodies. At the initiation of the treatment, there were no significant differences between the 2 groups (Supplemental Figure 12D). However, as the treatment progressed, the alpelisib-treated group exhibited a significant reduction in circulating anti-dsDNA antibodies (Figure 10T). Additionally, we observed a significant decrease in spleen weight in the alpelisib-treated group of mice (Supplemental Figure 12E). Consistent with the results obtained in the previous mouse model, blood tests revealed that anemia and platelet count were corrected in *MRL-lpr* mice treated with alpelisib compared with the control group (Supplemental Figure 12F). Furthermore, alpelisib-treated mice demonstrated a decrease in white blood cell count, which was primarily due to reductions in lymphocytes and monocytes (Supplemental Figure 12F). Flow cytometric analysis revealed a significant reduction in B cells, both in their absolute number and percentage, within the spleen of alpelisib-treated *MRL-lpr* mice and a decrease in B cell percentage in PBMCs, bone marrow, and lymph nodes (Supplemental Figure 12G). These changes were associated with reduced serum levels of circulating proinflammatory cytokines in the alpelisib-treated group of mice (Supplemental Figure 12H). Finally, IgG, IgM, and C3 deposits were significantly reduced in glomeruli from *MRL-lpr* mice receiving alpelisib (Supplemental Figure 12, I and J).

We concluded that alpelisib exerts its effects on both podocytes and the immune compartment in *MRL-lpr* and NZBWF1/J mice.

Next, we attempted to determine the relevance of these observations in patients with LN. We obtained PBMCs from 4 patients with active class 4 LN. The treatment regimens for each patient are detailed in Supplemental Figure 13A. CD19^+^ B cells and CD3^+^ T cells were isolated from PBMCs and cultured in vitro (Supplemental Figure 13, B–E). These cells were then stimulated and exposed to either the vehicle or varying doses of alpelisib. Stimulation induced a significant level of S6RP phosphorylation in both CD19^+^ and CD3^+^ cells (Figure 11, A and B, and Supplemental Figure 13E), and it also led to the expression of CD69, an activation marker, in CD3^+^ cells (Figure 11B). Importantly, this response was observed in all patients except for CD19^+^ cells derived from patient LN 1, who received obinutuzumab, which is a humanized anti-CD20 monoclonal antibody, a few weeks prior (Figure 11A and Supplemental Figure 13A). Crucially, the treatment with alpelisib effectively suppressed S6RP phosphorylation in both types of cells and reduced CD69 expression in T cells (Figure 11, A and B). Finally, we observed that the levels of inflammatory cytokines in the supernatant of cultured CD3^+^ cells were decreased with the alpelisib treatment (Figure 11C and Supplemental Figure 14A). These findings suggest that alpelisib treatment affects both activated B and T cells in patients with lupus, which leads to a decrease in their inflammatory markers. These results support the findings observed in mouse models of LN.

## Discussion

In this work, starting from the first description to our knowledge of a patient carrying a somatic gain-of-function mutation of *PIK3CA* in glomerular epithelial cells, we demonstrated the crucial role of this pathway in podocyte proliferation, hypertrophy, and crescentic formation. scRNA-seq revealed that PI3Kα overactivation triggered developmental programs in podocytes and resulted in dedifferentiation and inflammation. Using genetic tools and pharmacological PI3Kα inhibition, we present compelling evidence supporting the targeting of this pathway as a potential treatment approach for proliferative glomerulonephritis. Furthermore, we show for the first time to our knowledge that B and T cells from lupus mouse models and from patients with LN activate the PI3Kα pathway, and treatment with alpelisib reduces the synthesis of proinflammatory cytokines.

The PI3Kα pathway is widely recognized for its ability to regulate cell growth, cell proliferation, and stemness in different cellular settings (34, 35). Notably, the activation of PI3Kα contributes to the maintenance of stemness and influences the destiny of stem cells, particularly through its interaction with the WNT pathway (36–38). Our research findings align with previous studies demonstrating that activation of the WNT pathway in podocytes may promote proliferation, dedifferentiation, and the formation of collapsing glomerulopathy lesions (39). Interestingly, we also observed a certain level of reversibility in glomerular lesions, which has been previously suggested (39, 40), and which is important when we think of the drug application for chronic kidney disease in clinics. These studies highlighted the role of mTORC1 in podocytes in physiological and disease states (41), while this work is the first devoted to PI3Kα.

Targeting podocytes as therapy for kidney disease therapy has been of great interest over recent decades, but has not been achieved (42). Rapamycin, an mTOR pathway inhibitor, has been investigated for treating various kidney diseases, but it has been mainly restricted to kidney transplantation (43–45) and tuberous sclerosis disorders (46) due to its potential nephrotoxicity (13). By acting at a higher level in the pathway, alpelisib, which is a cytostatic drug with an acceptable safety profile in patients with PROS and without described nephrotoxicity, holds promise for treating various proliferative glomerular diseases by directly targeting podocytes.

This study further presents the first evidence to our knowledge of the impact of pharmacological inhibition of PI3Kα on lymphocytes derived from lupus models and patients. In the field of leukocyte biology, the role of PI3Kα is not prominent and its inhibition in lupus, particularly compared with PI3Kδ (27–30), has not been explored until now. Surprisingly, our findings indicate that the use of alpelisib, which is not typically associated with immunosuppression (47–51), produced unexpected results. At least 2 hypotheses can be proposed to explain these discrepancies. Initially, it is possible that we observed an off-target effect of alpelisib in mouse models and ex vivo. However, alpelisib is a potent and selective inhibitor of PI3Kα and the dosages employed in our experiments were extensively investigated and demonstrated to have no impact on other isoforms (12, 47–52). Another explanation could be that in the context of inflammatory disorders like lupus, PI3Kα is upregulated and plays a significant role in cytokine production and the immune response.

In conclusion, our findings highlight that pharmacological inhibition of PI3Kα represents a very promising target for FSGS, LN, and more generally for proliferative glomerulonephritis.

## Methods

### Sex as a biological variant.

In this study, sex was considered a biological variable in 2 LN models: NZBWF1/OlaHsd and *MRL-lpr* mice. These models are known to exhibit a more pronounced incidence and severity of symptoms in females. For the NZBWF1/OlaHsd model, only females were used. In the *MRL-lpr* model, only females were used for the survival experiment. However, in other studies involving *MRL-lpr* mice and in all other mouse models, both male and female mice were included. For human studies, both males and females were included, although the incidence of lupus is higher in females.

### Animal studies.

R26StopFLP110* (stock 012343), *R26StopCAG-EGFP* (stock 006071), *Podocin*-Cre mice (stock 008523), and *Podocin*-iCre mice on the C57BL/6 background (53), *Tg26*/HIV mice (stock 022354) on the FVB/NJ background, *Pik3Ca^lox/lox^* mice (stock 017704), and MRL/MpJ-*Fas^lpr^*/J (stock 000485) were obtained from The Jackson Laboratory. NZBWF1/OlaHsd mice were obtained from Envigo. When required, at least 10 backcrossings were conducted before using mice for experiments. Mice were randomly allocated to each experimental group in a sex-, age-, and body weight–matched manner, except when indicated otherwise. For further details on mouse experiments, please refer to the Supplemental Methods.

### Histopathology and immunohistochemical analysis.

Paraffin-embedded kidney sections (4 μm) were stained with periodic acid–Schiff (PAS), Masson’s trichrome, periodic acid metenamine silver, or hematoxylin and eosin staining for histological analysis. The degree of glomerular lesions was evaluated using the following scoring system: 0 = no lesion, 1 = affecting up to 25% of the glomerulus, 2 = affecting 25%–50% of the glomerulus, 3 = affecting 50%–75% of the glomerulus, and 4 = affecting 75%–100%. At least 50 glomeruli per sample were measured for each analysis. An indirect immunoperoxidase method was used for immunohistochemistry. For further details, please refer to the Supplemental Methods. The images were captured on a Zeiss LSM 700 confocal microscope or Nikon AX confocal microscope. Immunohistochemistry revelation was performed with the appropriate horseradish peroxidase–conjugated (HRP-conjugated) antibodies and images were captured with a Nikon Eclipse E800 microscope. ImageJ software (NIH) was used for analysis. Interactive machine learning for (bio)image analysis (Ilastik, version 1.33post3) was used to select the positive signal area in the glomeruli, where its mean intensity for a target protein was measured.

### Electron microscopy analysis.

Small pieces of renal cortex (1 mm^3^) were fixed in 2.5% glutaraldehyde. For further sample processing, please refer to the Supplemental Methods. The prepared samples were examined in a JEOL 1011 transmission electron microscope with an ORIUS 1000 CCD camera (GATAN), operated with Digital Micrograph software (GATAN) for acquisition.

### Mouse cell preparation and flow cytometry.

Mononuclear cells from peripheral blood, spleen, bone marrow, and lymph nodes of mice treated with either the vehicle or alpelisib were prepared as described previously (54). For further information, please refer to the Supplemental Methods. Flow cytometry was performed using the Sony SP6800 Spectral Cell Analyzer, and data were analyzed with FlowJo software (TreeStar).

### Preparation of single-cell suspensions.

For imaging flow cytometry (Amnis ImageStream) or scRNA-seq analysis, single-cell suspensions were prepared as follows. Euthanized mice were intravenously injected with M-450 Dynabeads (Thermo Fisher Scientific, 14013) and saline. Kidneys were rinsed in PBS and cut into small pieces in RPMI 1640 (Sigma-Aldrich) media on ice. Multi Tissue Dissociation Kit 1 (Miltenyi Biotec) was used for digesting the kidney. To enrich the glomeruli, kidney pieces were first stirred in the digestion buffer for 20 minutes at 37°C. Cells were then filtered (100 μm, Miltenyi Biotec) and centrifuged 5 minutes at 300*g* and 4°C. Cell pellets were resuspended in RPMI 1640 media and rinsed. The cell pellets were again resuspended in digestion buffer and digested with the half protocol 37C_Multi_B to make the single-cell suspension. Kidney cell suspensions were filtered (70 μm, Miltenyi Biotec), centrifuged 5 minutes at 300*g* and 4°C, and resuspended in RPMI 1640 media. Cell pellets were incubated with RBC lysis buffer (Miltenyi Biotec) on ice for 3 minutes, centrifuged at 300*g* for 5 minutes at 4°C, and resuspended in 1 mL PBS with 0.04% BSA. Cell numbers and viability were analyzed under a microscope with a 0.4% trypan blue solution. The protocol was elaborated to minimize the experimental time to achieve the single-cell suspension with the maximum possible cell viability. For further scRNA-seq and ImageStream experimental and analytical procedures, please refer to the Supplemental Methods.

### Human samples.

Human samples were obtained from patients at Hôpital Necker-Enfants Malades. Clinical and biological data that were available at the time of the kidney biopsy or LN flare visit were collected. Classical histological and immunofluorescence analyses were performed with kidney biopsies fixed with formalin, alcohol, and acetic acid, which were subsequently embedded in paraffin. Some of the immunofluorescence studies and ddPCR were performed with OCT-frozen sections. Human PBMCs and LN serum were obtained from flaring patients. PBMCs were isolated from whole blood using a Ficoll-Paque gradient. Serum cytokines were measured with a V-PLEX proinflammatory panel 1 human kit (Meso Scale Discovery).

### STAR-FISH and ddPCR.

STAR-FISH (Specific-To-Alele PCR–FISH) was performed as previously described (14). The T-47D human breast tumor cell line (Sigma-Aldrich) was cultured in DMEM (Sigma-Aldrich) with 10% FCS (Sigma-Aldrich). For ddPCR, 20-μm frozen kidney sections were mounted on PEN-membrane slides (Leica) and rapidly stained with hematoxylin to recognize the kidney structure. Laser capture microdissection was performed using a Leica LMD7000 system. Pools of glomeruli and tubules were collected for each patient. ddPCR (QX200 system, Bio-Rad Laboratories) was performed using the Mutation Detection Assay (FAM + HEX, Bio-Rad Laboratories) to specifically detect the PIK3CA p.H1047R variant in the different pools, as previously described (55).

### Spatial transcriptomics.

GeoMx digital spatial profiling experiments were performed according to the Nanostring GeoMx-NGS DSP instrument manual and as previously reported (56). Mouse anti–pan-cytokeratin (clone AE1/AE3, Novus Biologicals), rabbit anti-CD10 (clone EPR22867-118, Abcam), and mouse anti-CD31 (clone JC/70A, Abcam) were used as morphology markers. For further information, please refer to the Supplemental Methods. Data analysis was performed using GeoMx DSP software v2.5.1.145. The Reactome database v78 (https://reactome.org/about/news/169-version-78-released) was used for pathway analysis.

### Statistics.

Data are expressed as the mean ± SD. Survival curves were analyzed with the log-rank (Mantel-Cox) test. Two-way ANOVA with Tukey’s post hoc test, repeated-measures 2-way ANOVA with Bonferroni’s post hoc test, or the mixed-effects model with Bonferroni’s post hoc test were used to determine the statistical significance between experimental groups. A 2-tailed Student’s *t* test, a 2-tailed Mann-Whitney *U* test, or Wilcoxon’s matched-pairs signed-rank test was used to compare 2-group experiments. One-way ANOVA with Tukey’s post hoc test or Friendman’s test with Dunn’s multiple-comparison test was used to compare 1-group experiments. A *P* value of less than 0.05 was considered significant. The statistical analyses were performed using GraphPad Prism software (v9.4.0).

### Study approval.

All animal procedures were approved by the Ministère de l’Enseignement Supérieur, de la Recherche et de l’Innovation (APAFIS nos. 20439-2018121913526398 and 30133-2020111914293579) and performed in accordance with the guidelines of Université Paris Cité to ensure animal welfare. The human studies were approved by the ethical committee (2021-A02719-32) and written informed consent was obtained from participants.

### Data availability.

The scRNA-seq and spatial transcriptomics data have been deposited in the NCBI Gene Expression Omnibus (GEO) database (GSE263909 for the former and GSE264194 for the latter). All raw data are available in the Supporting Data Values file.

## Author contributions

JY designed and evolved the study, performed most of the experiments, analyzed the data, elaborated figures, and wrote the manuscript. PI analyzed human tissue sections and was involved in the spatial transcriptomic and TEM analyses. NR and PG provided support for scRNA-seq analysis. CH was in charge of mouse experiments, including genotyping, breeding, tamoxifen administration, nephrectomy, and sacrifice. AH identified lupus nephritis patients and was in charge of their follow-up. AS was involved in TEM image acquisition and analysis. JM provided help and support for flow cytometry experiments. NG designed the algorithms for image analysis and quantification. ML, MMM, CM, MZ, and CBF provided help and support for scRNA-seq experiments. MJ and KP performed the STAR-FISH PCR experiment. JD performed the LC-MS analysis. S Baldassari and S Baulac were involved in laser capture microdissection and droplet digital PCR. CB was involved in the follow-up with patient 1. CL was involved in the follow-up with patient 1 and provided input for the manuscript. FT provided input for the manuscript. GC provided the conceptual framework, designed the study, supervised the project, elaborated figures, and wrote the manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
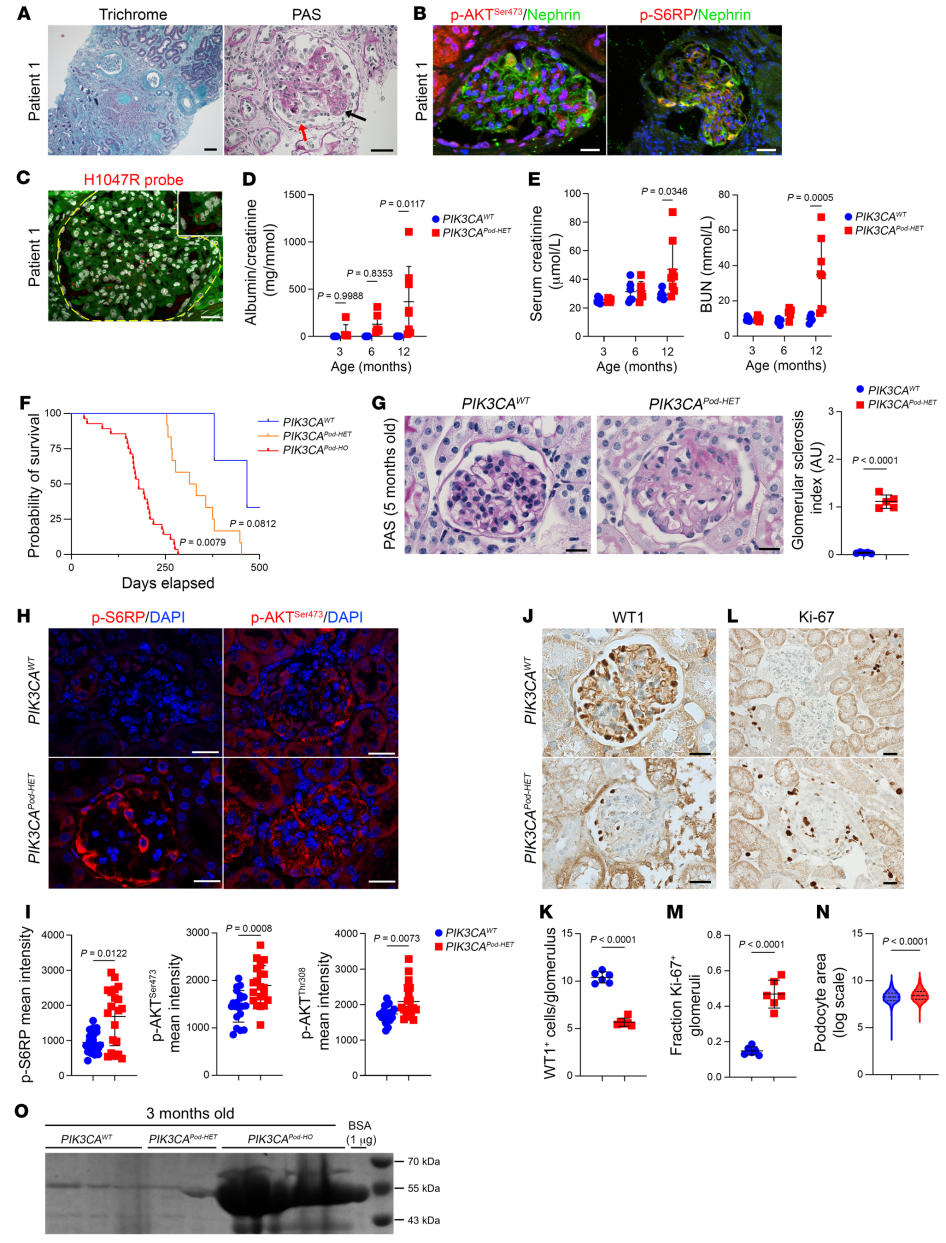
*PIK3CA* gain-of-function mutation in podocytes leads to severe glomerular disease. (**A**–**C**) Patient 1 kidney. (**A**) Masson’s trichrome and PAS staining. Black arrow shows hypercellularity. Red arrow shows hypertrophy and hyperplasia of the overlying podocytes. (**B**) p-AKT^Ser473^ or p-S6RP coimmunofluorescent staining with nephrin. (**C**) In situ *PIK3CA* *H1047R* hybridization. The yellow dashed line outlines the glomerulus. Red dots are mutation-positive points. (**D** and **E**) Urinary albumin/creatinine ratio, serum creatinine, and blood urea nitrogen (BUN) of *PIK3CA^WT^* and *PIK3CA^Pod-HET^* mice with aging. Three-month-old *PIK3CA^WT^*, *n =* 5; 3-month-old *PIK3CA^HET^*, *n =* 6; 6-month-old *PIK3CA^WT^*, *n =* 6; 6-month-old *PIK3CA^HET^*, *n =* 6; 12-month-old *PIK3CA^WT^*, *n =* 6; 12-month-old *PIK3CA^HET^*, *n =* 8. (**F**) Kaplan-Meier curves of *PIK3CA^WT^* (*n =* 27), *PIK3CA^Pod-HET^* (*n =* 12), and *PIK3CA^Pod-HO^* mice (*n =* 28). (**G**–**M**) Five-month-old *PIK3CA^WT^* and *PIK3CA^Pod-HET^* mouse kidneys. (**G**) PAS and glomerular sclerosis (GS) index quantification (*n =* 5 mice per group). (**H**) p-S6RP and p-AKT^Ser473^ immunofluorescent staining. (**I**) Glomerular p-S6RP, p-AKT^Ser473^, and p-AKT^Thr308^ quantification (*n =* 5 mice per group). (**J**–**M**) Representative WT1 or Ki-67 immunostaining and quantification (*n =* 6 mice per group). (**N**) Amnis ImageStream analysis of podocytes of 4-month-old *PIK3CA^WT^* and *PIK3CA^Pod-HET^* mice (*n =* 3 per group). (**O**) Coomassie blue staining of *PIK3CA^WT^*, *PIK3CA^Pod-HET^*, and *PIK3CA^Pod-HO^* mice. Values are the mean ± SD. *P* values calculated using 2-way ANOVA with Tukey’s post hoc test (**D** and **E**), log-rank (Mantel-Cox) test (**F**), 2-tailed Mann-Whitney *U* test (**I**), or 2-tailed Student’s *t* test (**G**, **K**, **M**, and **N**). Scale bars: 100 μm (**A**, trichrome), 40 μm (**A**, PAS), 20 μm (**B**, **C**, and **H**), 25 μm (**G**), and 32.2 μm (**J** and **L**).

**Figure 2:**
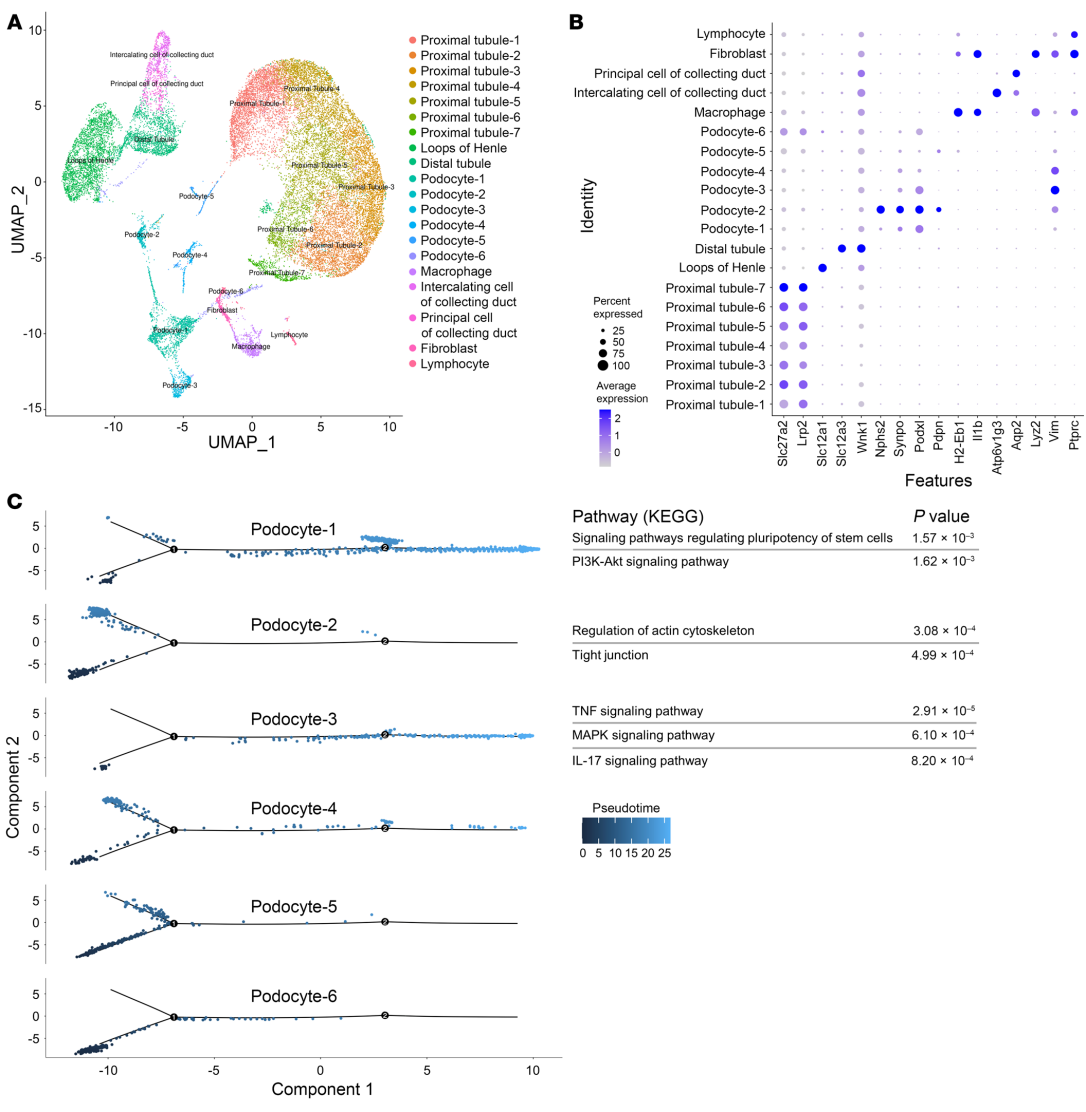
*PIK3CA* gain-of-function mutation in podocytes is associated with changes in cell fate determination. (**A**) Unsupervised clustering resulted in 20 distinct cell types in the UMAP plot. (**B**) Expression of cell-type-specific markers in the annotated clusters. The cell percentage expressing the gene is indicated by the dot’s size, and the average expression of the gene is indicated by the color concentration. (**C**) Cell trajectory map of each podocyte cluster showing the pseudotime. The significant pathways resulting from the KEGG pathway analysis (see Supplemental Table 2) are displayed adjacent to podocyte clusters 1, 2, and 3.

**Figure 3:**
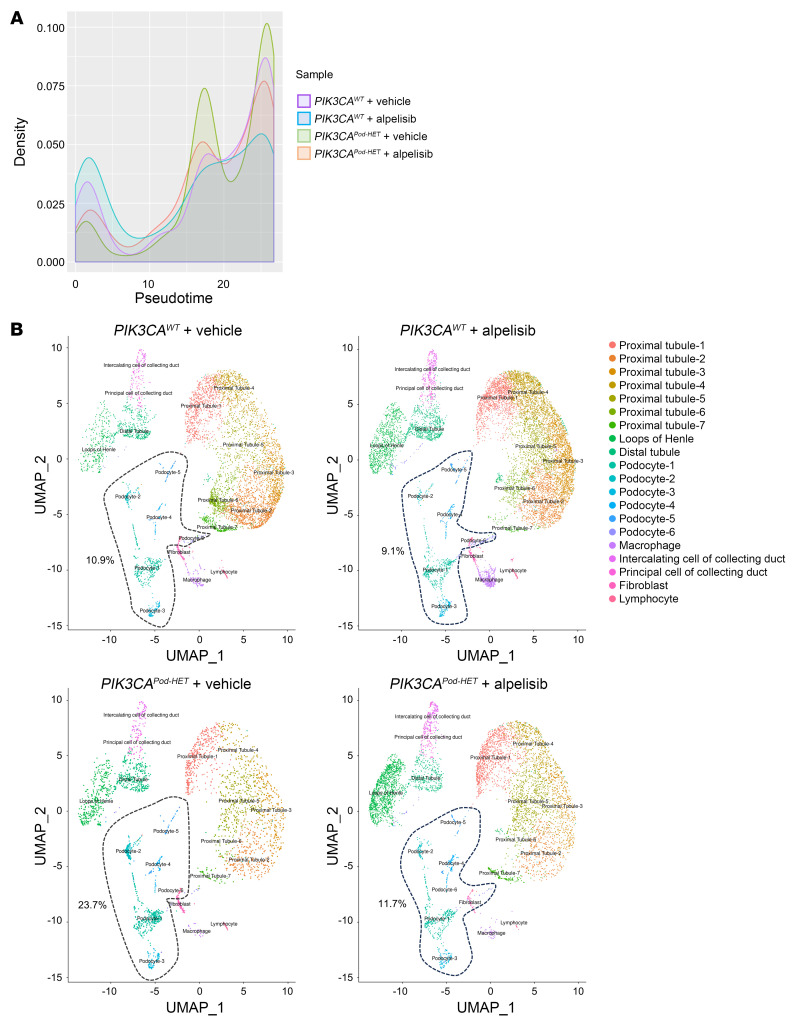
Alpelisib modifies podocyte cell fate determination in *PIK3CA^Pod-HET^* mice. (**A**) Histogram showing the distribution of podocyte clusters 1–6 along pseudotime for each sample. *PIK3CA^Pod-HET^* vehicle-treated mouse podocytes show a distinct distribution. (**B**) UMAP plot per sample showing the populational change for podocyte clusters. Podocyte clusters 1–6 are indicated by dotted lines that encompass their respective percentages of total cells in each sample.

**Figure 4:**
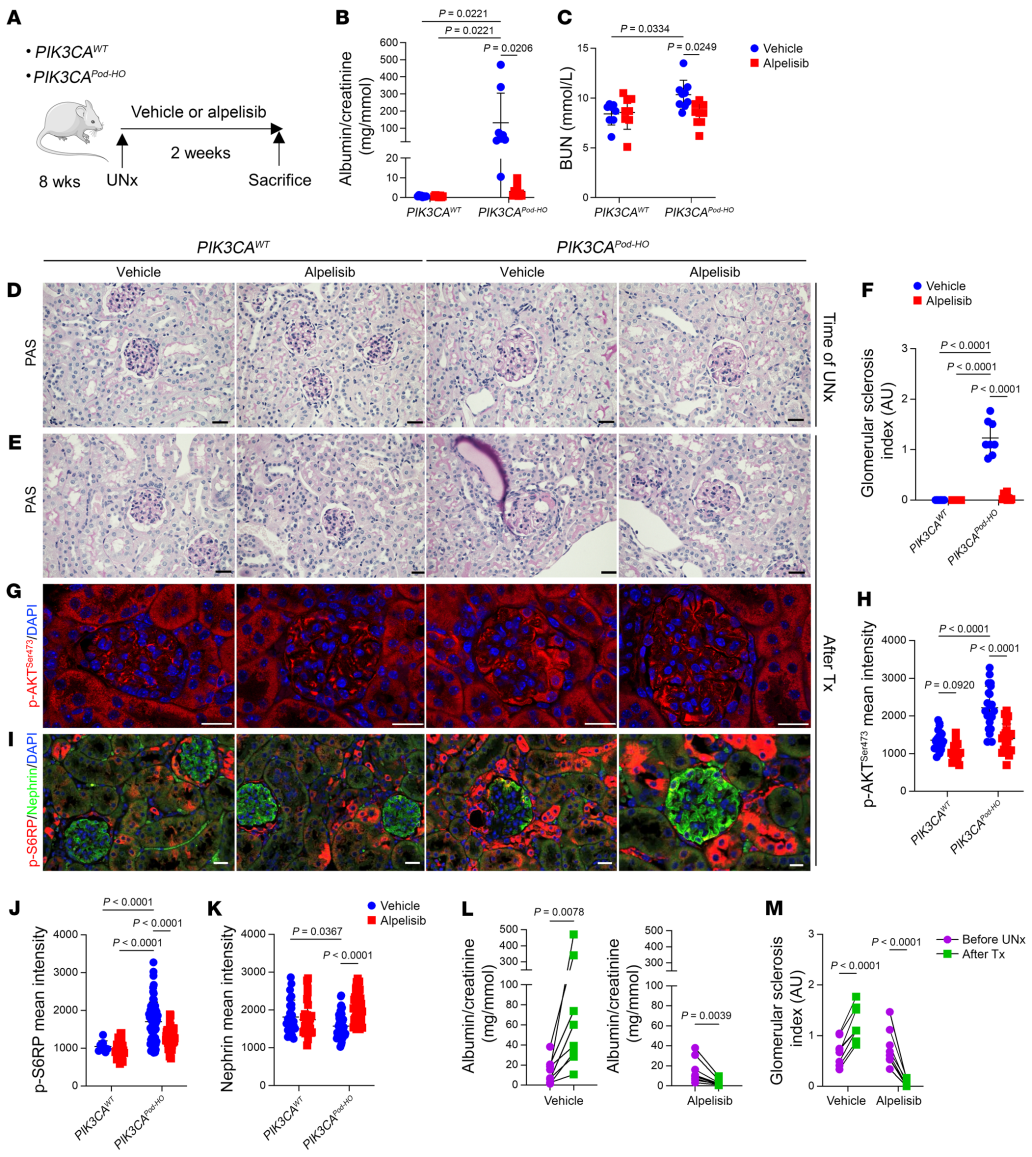
Alpelisib improves kidney lesions in uninephrectomized *PIK3CA^Pod-HO^* mice. (**A**) Experimental protocol design. UNx, uninephrectomy. (**B**–**M**) *n* = 8 for *PIK3CA^WT^*-vehicle, *PIK3CA^WT^*-alpelisib, *PIK3CA^HO^*-vehicle, and *n =* 9 for *PIK3CA^HO^*-alpelisib, unless otherwise stated. (**B** and **C**) Urinary albumin/creatinine ratio and BUN of *PIK3CA^WT^* and *PIK3CA^Pod-HO^* mice at sacrifice (2 weeks of treatment following UNx). (**D**) Representative PAS staining of UNx kidneys from *PIK3CA^WT^* and *PIK3CA^Pod-HO^* mice. (**E**–**K**) Kidneys from *PIK3CA^WT^* and *PIK3CA^Pod-HO^* mice at sacrifice. (**E**) PAS staining and (**F**) glomerular sclerosis (GS) index. (**G**) p-AKT^Ser473^ immunofluorescent staining and (**H**) p-AKT^Ser473^ quantification of glomeruli (*n =* 5 mice per group). Tx, treatment. (**I**) p-S6RP/nephrin coimmunofluorescent staining and their glomerular quantification (**J** and **K**) (*n =* 5 mice per group). (**L**) Trajectory of the albumin/creatinine ratio in the urine, and (**M**) trajectory of GS index of *PIK3CA^Pod-HO^* mice following UNx and treated with either vehicle or alpelisib. Data are represented as mean ± SD from 3 independent experiments (**B**, **C**, **F**, **L**, and **M**) or mean ± SD and representative of 3 independent experiments (**H**, **J**, and **K**). *P* values were calculated using 2-way ANOVA with Tukey’s post hoc test (**B**, **C**, **F**, **H**, **J**, and **K**), Wilcoxon’s matched-pairs signed-rank test (**L**), or 2-way ANOVA with Bonferroni’s multiple-comparison test (**M**). Scale bars: 32.2 μm (**D** and **E**) and 20 μm (**G** and **I**). Some data are identical between **B** and **L**.

**Figure 5:**
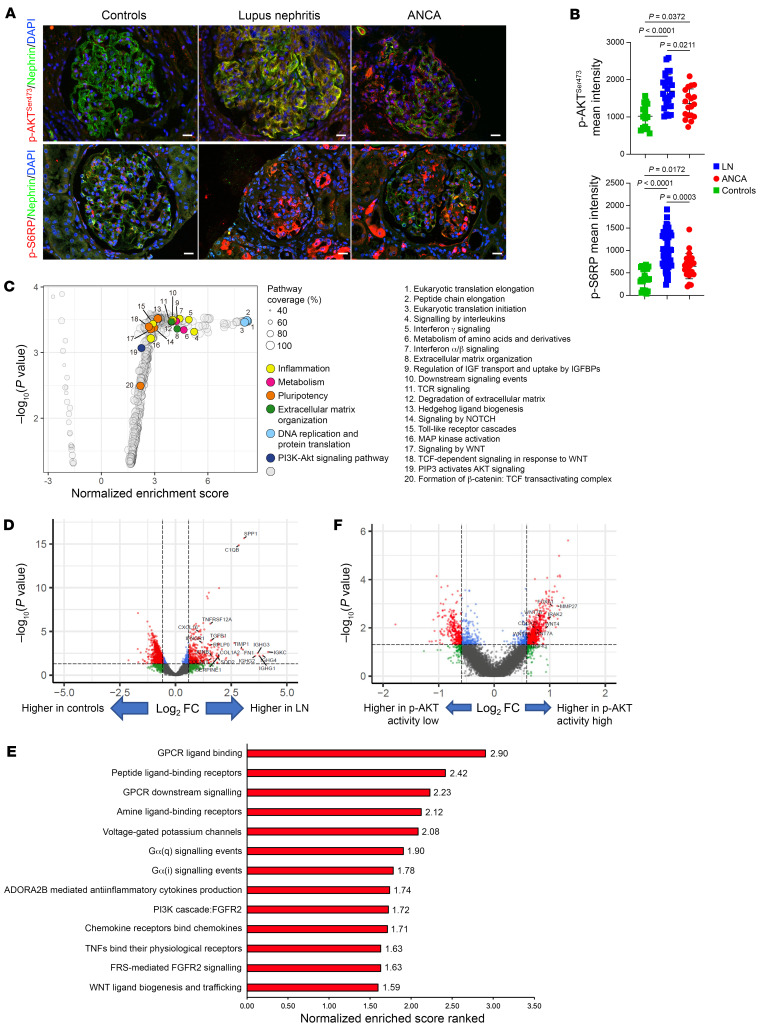
Spatial transcriptomic changes observed in glomeruli from patients with class 4 lupus nephritis. (**A**) Representative coimmunofluorescent staining of nephrin/p-AKT^Ser473^ (frozen section) and nephrin/p-S6RP in kidney biopsies from patients with lupus nephritis (LN), ANCA vasculitis, or controls (*n =* 4 patients per group). (**B**) Glomerular p-AKT^Ser473^ and p-S6RP quantification (*n =* 4 patients per group). (**C**) GSEA mapping from the Reactome database for LN versus controls. Some of the pathways of interest that are enriched in LN samples are highlighted in colored dots as follows: inflammation related in yellow, metabolism related in magenta, pluripotency related in orange, extracellular matrix organization related in green, DNA replication and protein translation related in light blue, and PI3K/AKT signaling pathway related in navy blue. Gray circles indicate “other.” (**D**) Volcano plot between controls and LN samples. Significantly differentially expressed genes are indicated by red dots. FC, fold change. (**E**) Bar plot of the top normalized enrichment score–ranked gene sets (Hallmark, GSEA) with *P* < 0.001 in LN p-AKT activity–high kidneys compared with LN p-AKT activity–low ROIs. (**F**) Volcano plot between the LN p-AKT activity–high and LN p-AKT activity–low ROIs. Significantly differentially expressed genes are indicated by red dots. Data are represented as mean ± SD, and *P* values were calculated using 1-way ANOVA with Tukey’s post hoc test (**B**). Scale bars: 20 μm (**A**).

**Figure 6:**
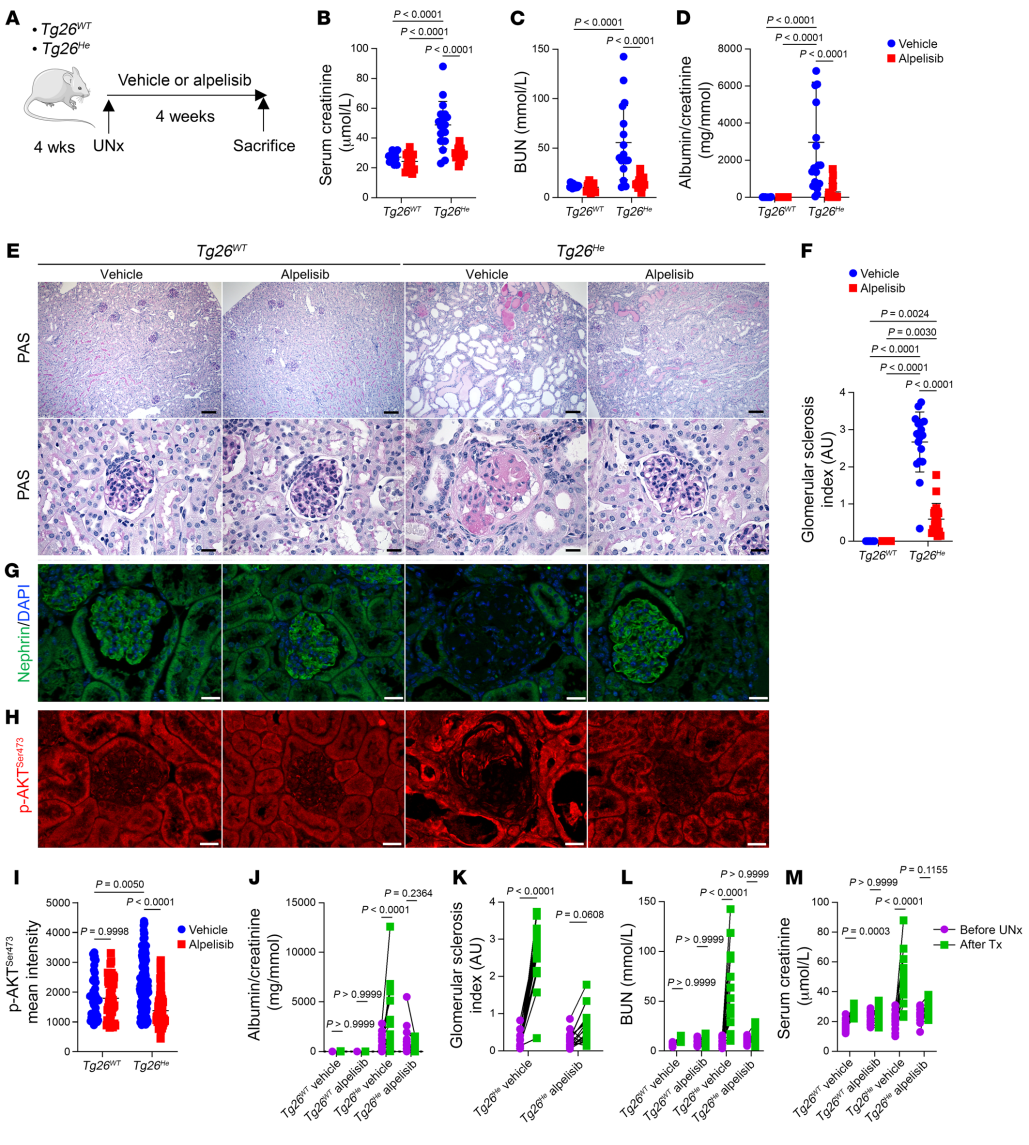
Alpelisib improves kidney lesions in an accelerated mouse model of collapsing glomerulopathy. (**A**) Experimental protocol design. (**B**–**M**) *Tg26^WT^* and *Tg26^He^* mice at the time of sacrifice (*n =* 16 for *Tg26^WT^*-vehicle, *n =* 15 for *Tg26^WT^*-alpelisib, *n =* 18 for *Tg26^He^*-vehicle, *n =* 19 for *Tg26^He^*-alpelisib, unless otherwise stated). (**B**) Serum creatinine. (**C**) BUN. (**D**) Urinary albumin/creatinine ratio. (**E**) Representative PAS staining of kidneys. (**F**) Glomerular sclerosis (GS) index quantification. (**G**) Representative nephrin immunofluorescent staining of kidneys. (**H**) Representative p-AKT^Ser473^ immunofluorescence and its glomerular quantification (**I**) from *Tg26^WT^* and *Tg26^He^* mouse kidneys at sacrifice (*n =* 6 mice per group). (**J**) The urinary albumin/creatinine ratio trajectory of *Tg26^WT^* and *Tg26^He^* mice following uninephrectomy (UNx) and treatment (Tx). (**K**) GS index trajectory between UNx and sacrifice kidneys of *Tg26^He^* mice. (**L**) BUN. (**M**) Serum creatinine level trajectory of *Tg26^WT^* and *Tg26^He^* mice following UNx and Tx. Data are represented as mean ± SD and are from 6 independent experiments (**B**–**F** and **J**–**M**), or are mean ± SD and representative of 3 independent experiments (**H** and **I**). *P* values calculated using 2-way ANOVA with Tukey’s post hoc test (**B**–**D**, **F**, and **I**) or 2-way ANOVA with Bonferroni’s multiple-comparison test (**J**–**M**). Scale bars: 130 μm (**E**, upper), 32.2 μm (**E**, lower), and 20 μm (**G** and **H**). Note: some data are shared between **B** and **M**, **C** and **L**, **D** and **J**, and **G** and **K**.

**Figure 7:**
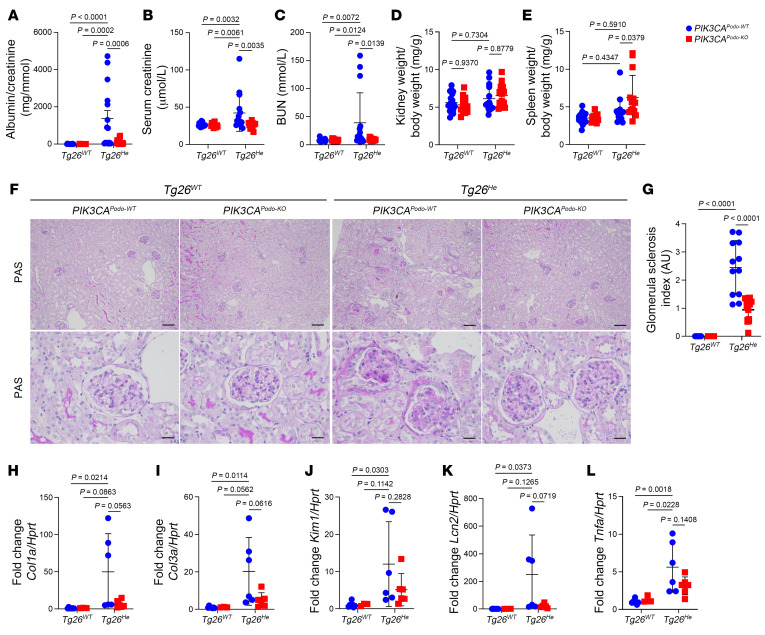
*PIK3CA* deletion in podocytes improves kidney lesions in an accelerated mouse model of collapsing glomerulopathy. (**A**–**G**) Fifteen-week-old *Tg26^WT^* *PIK3CA^Podo-WT^* (*n =* 18), *Tg26^WT^* *PIK3CA^Podo-KO^* (*n =* 14), *Tg26^He^* *PIK3CA^Podo-WT^* (*n =* 15), and *Tg26^He^* *PIK3CA^Podo-KO^* mice (*n =* 15). (**A**) Urinary albumin/creatinine ratio. (**B**) Serum creatinine level. (**C**) BUN level. (**D**) Kidney-to–body weight ratio. (**E**) Spleen-to–body weight ratio. (**F**) Representative PAS staining of kidneys. (**G**) Glomerular sclerosis (GS) index quantification. (**H**) *Col1a*, (**I**) *Col3a*, (**J**) *Kim1*, (**K**) *Lcn2*, and (**L**) *Tnfa* quantification of qRT-PCR analysis in the kidney cortex from 15-week-old *Tg26^WT^* *PIK3CA^Podo-WT^* (*n =* 7), *Tg26^WT^* *PIK3CA^Podo-KO^* (*n =* 3), *Tg26^He^* *PIK3CA^Podo-WT^* (*n =* 6), and *Tg26^He^* *PIK3CA^Podo-KO^* mice (*n =* 6). Data are represented as mean ± SD from at least 3 independent experiments (**A**–**E** and **G**–**L**). *P* values calculated using 2-way ANOVA with Tukey’s post hoc test (**A**–**E** and **G**–**L**). Scale bars: 130 μm (**F**, upper) and 32.2 μm (**F**, lower).

**Figure 8:**
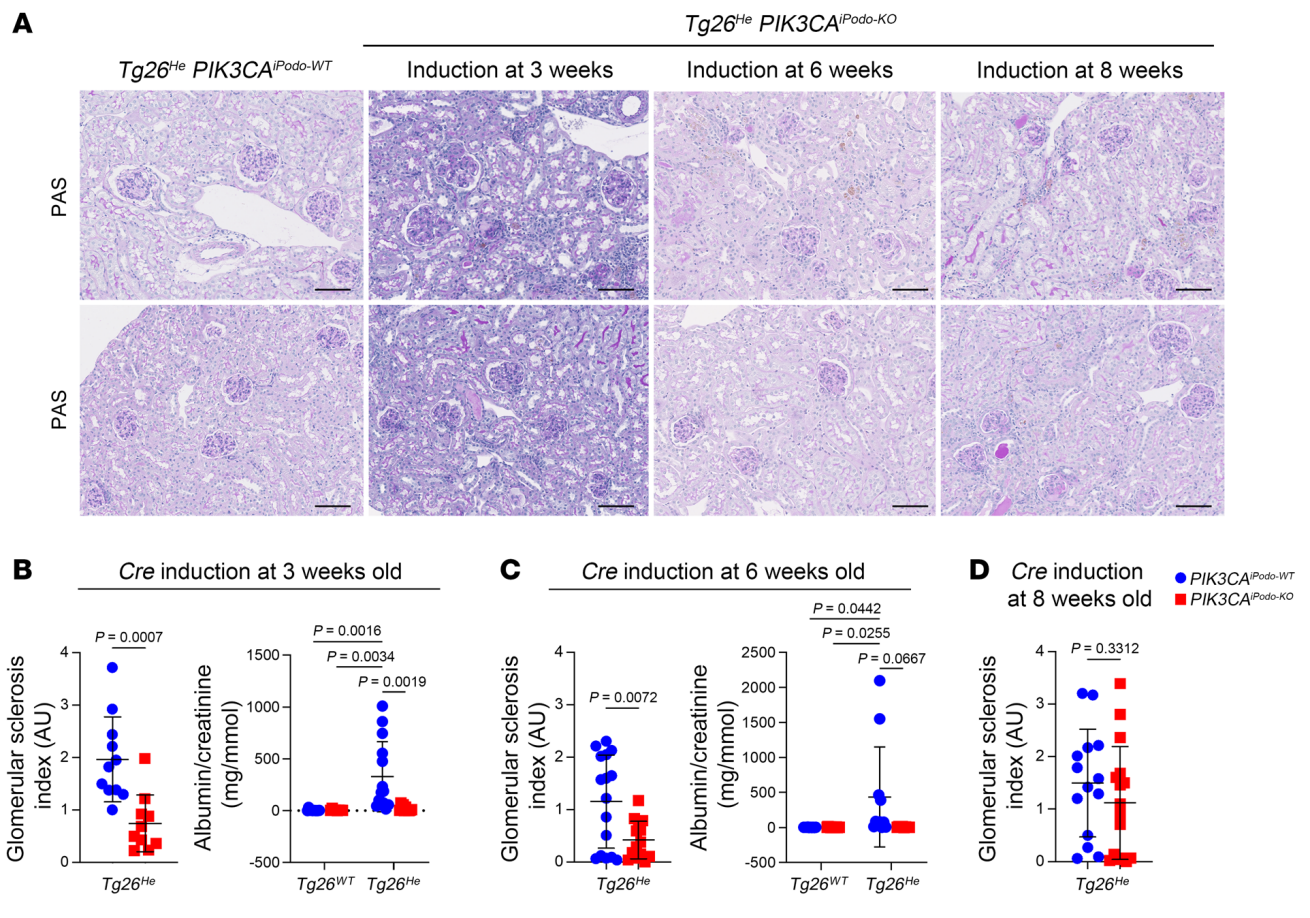
*PIK3CA* deletion in podocytes up to the age of 6 weeks is able to reverse kidney lesions in *Tg26* mice. (**A**) Representative PAS staining of the kidneys at 12 weeks from *Tg26^He^* with either *PIK3CA^iPodo-WT^* or *PIK3CA^iPodo-KO^* mice, which were induced with tamoxifen at different time points (3-week-old *Tg26^WT^* *PIK3CA^iPodo-WT^*, *n =* 10; 3-week-old *Tg26^WT^* *PIK3CA^iPodo-KO^*, *n =* 8; 3-week-old *Tg26^He^* *PIK3CA^iPodo-WT^*, *n =* 14; 3-week-old *Tg26^He^* *PIK3CA^iPodo-KO^*, *n =* 11; 6-week-old *Tg26^WT^* *PIK3CA^iPodo-WT^*, *n =* 10; 6-week-old *Tg26^WT^* *PIK3CA^iPodo-KO^*, *n =* 14; 6-week-old *Tg26^He^* *PIK3CA^iPodo-WT^*, *n =* 16; 6-week-old *Tg26^He^* *PIK3CA^iPodo-KO^*, *n =* 14; 8-week-old *Tg26^WT^* *PIK3CA^iPodo-WT^*, *n =* 10; 8-week-old *Tg26^WT^* *PIK3CA^iPodo-KO^*, *n =* 11; 8-week-old *Tg26^He^* *PIK3CA^iPodo-WT^*, *n =* 14; 8-week-old *Tg26^He^* *PIK3CA^iPodo-KO^*, *n =* 16). (**B**–**D**) Glomerular sclerosis (GS) index quantification, and the urinary albumin/creatinine ratio of mice that were induced at indicated time points. Data are represented as mean ± SD from at least 3 independent experiments (**B**–**D**). *P* values calculated using 2-way ANOVA with Tukey’s post hoc test (**B**, right; **C**, right) or 2-tailed Student’s *t* test (**B**, left; **C**, left; and **D**). Scale bars: 100 μm (**A**).

**Figure 9:**
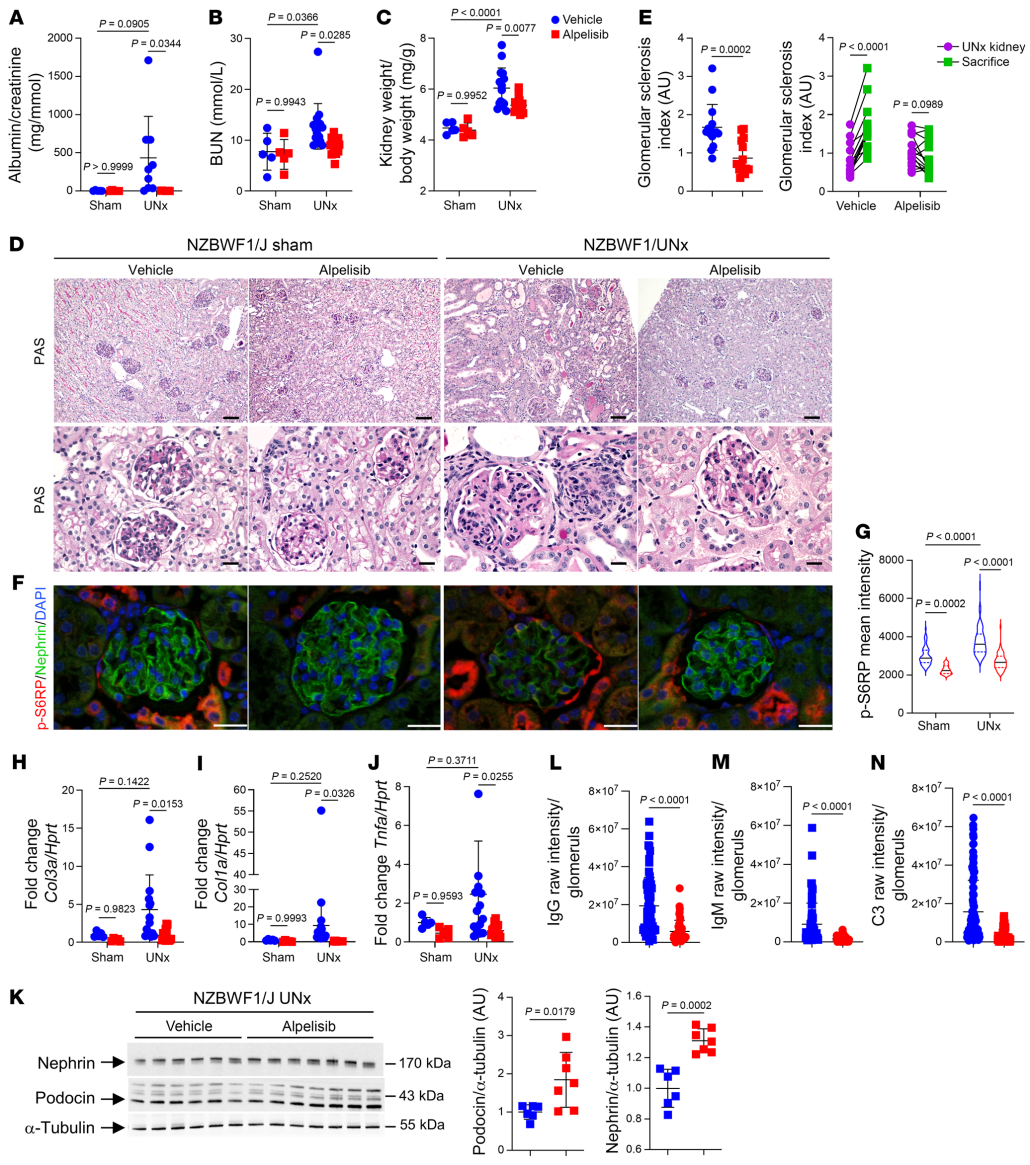
Alpelisib improves kidney lesions in NZBWF1/J lupus nephritis models. (**A**–**J**) NZBWF1/J mice at sacrifice unless otherwise stated (sham-vehicle and sham-alpelisib, *n =* 5; UNx-vehicle and UNx-alpelisib, *n =* 15). (**A**) Urinary albumin/creatinine ratio. (**B**) BUN. (**C**) Kidney-to–body weight ratio. (**D**) Representative PAS staining. (**E**) Left: Glomerular sclerosis (GS) index quantification at sacrifice. Right: GS trajectory between uninephrectomy (UNx) and sacrifice of the same mouse. GS at sacrifice shared. (**F**) Representative p-S6RP/nephrin coimmunofluorescent staining and (**G**) quantification (*n =* 6 per group). (**H**) *Col3a*, (**I**) *Col1a*, and (**J**) *Tnfa* quantification by qRT-PCR in kidney cortex. (**K**) Western blot and quantification of nephrin, podocin, and α-tubulin in kidney cortex (UNx-vehicle, *n =* 6; UNx-alpelisib, *n =* 7). (**L**) IgG, (**M**) IgM, and (**N**) C3 raw intensity per glomerulus quantification of the immunofluorescent staining (UNx-vehicle, *n =* 6; UNx-alpelisib, *n =* 7). Data represented as mean ± SD from 3 independent experiments (**A**–**C**, **E**, and **G**–**N**). *P* values calculated using 2-way ANOVA with Tukey’s post hoc test (**A**–**C** and **G**–**J**), 2-way ANOVA with Bonferroni’s multiple-comparisons test (**E**, right), 2-tailed Student’s *t* test (**E**, left and **K**), or 2-tailed Mann-Whitney *U* test (**L**–**N**). Scale bars: 130 μm (**D**, upper), 32.2μm (**D**, lower), and 20 μm (**F**).

**Figure 10:**
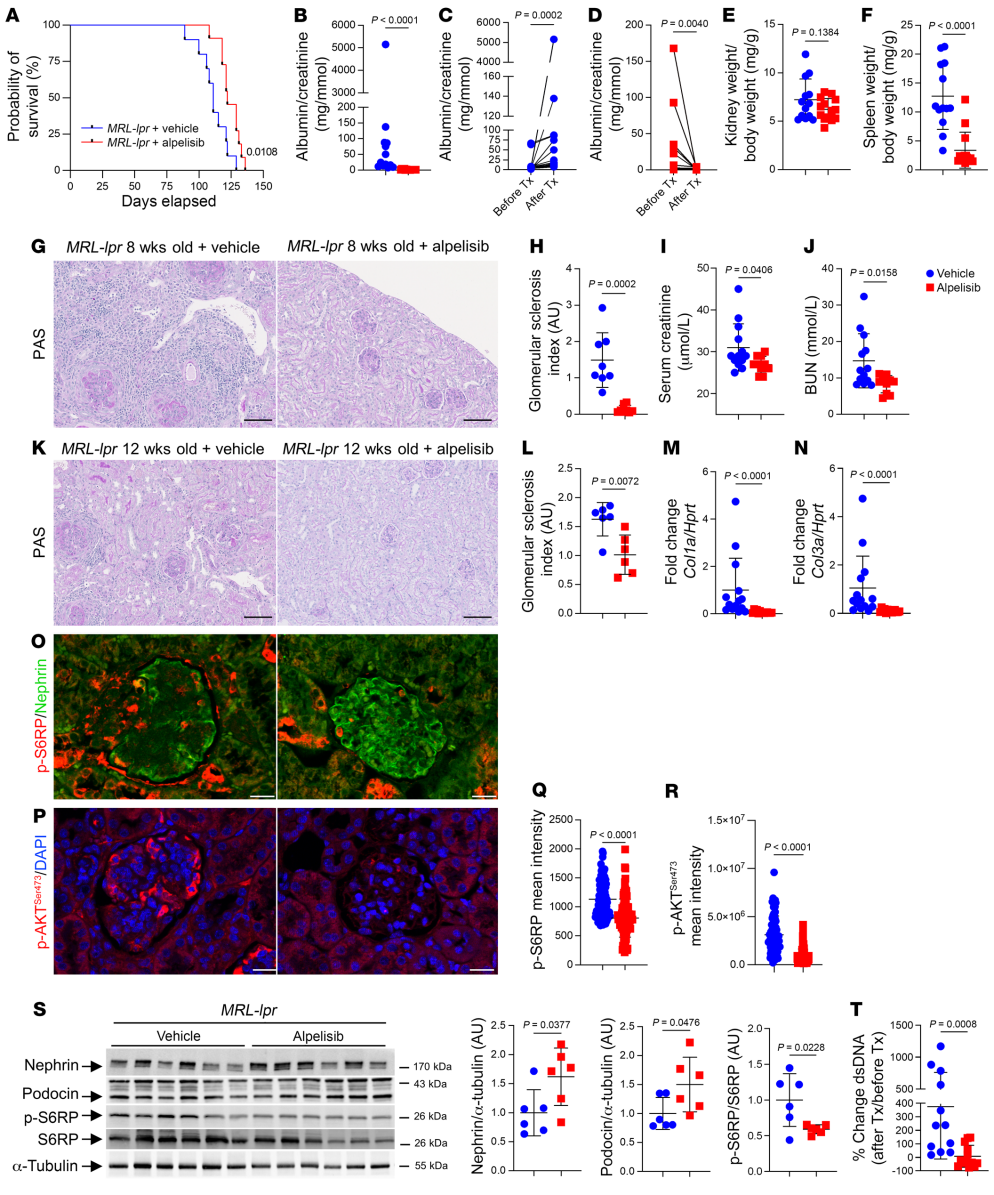
Alpelisib improves kidney lesions in *MRL-lpr* lupus nephritis models. (**A**–**J**) *MRL-lpr* mouse survival experiment (vehicle, *n =* 13, alpelisib, *n =* 14, unless otherwise stated). (**A**) Kaplan-Meier curves.(**B**) Urinary albumin/creatinine ratio at sacrifice. (**C** and **D**) Trajectory of urinary albumin/creatinine ratio (after treatment [Tx] are identical to **B**). (**E**) Kidney-to–body weight ratio. (**F**) Spleen-to–body weight ratio. (**G**) Representative PAS staining. (**H**) Glomerular sclerosis (GS) index quantification (*n =* 8 per group). (**I**) Serum creatinine. (**J**) BUN at sacrifice. (**K**–**T**) *MRL-lpr* treated either with vehicle or alpelisib from 12 until 16 weeks old (*n =* 6 per group except otherwise stated). (**K**) Representative PAS staining. (**L**) GS index quantification. (**M**) *Col1a* and (**N**) *Col3a* quantification by qRT-PCR in kidney cortex (*n =* 14 per group). (**O**) Representative p-S6RP/nephrin, (**P**) p-AKT^Ser473^ immunofluorescent staining, and (**Q** and **R**) their quantification. (**S**) Western blot and quantification of nephrin, podocin, p-S6RP, S6RP, and α-tubulin in kidney cortex. (**T**) Serum dsDNA titer change ratio (after Tx vs. before Tx) (vehicle, *n =* 12; alpelisib, *n =* 13). Data represented as mean ± SD from 3 independent experiments (**B**, **E**, **F**, **H**–**J**, **L**–**N**, and **Q**–**T**). *P* values calculated using log-rank (Mantel-Cox) test (**A**), 2-tailed Student’s *t* test (**E**, **F**, **I**, **J**, **L**, and **S**), Wilcoxon’s matched-pairs signed-rank test (**C** and **D**), or 2-tailed Mann-Whitney *U* test (**B**, **H**, **M**, **N**, **Q**, **R**, and **T**). Scale bars: 100 μm (**G** and **K**) and 20 μm (**O** and **P**).

**Figure 11:**
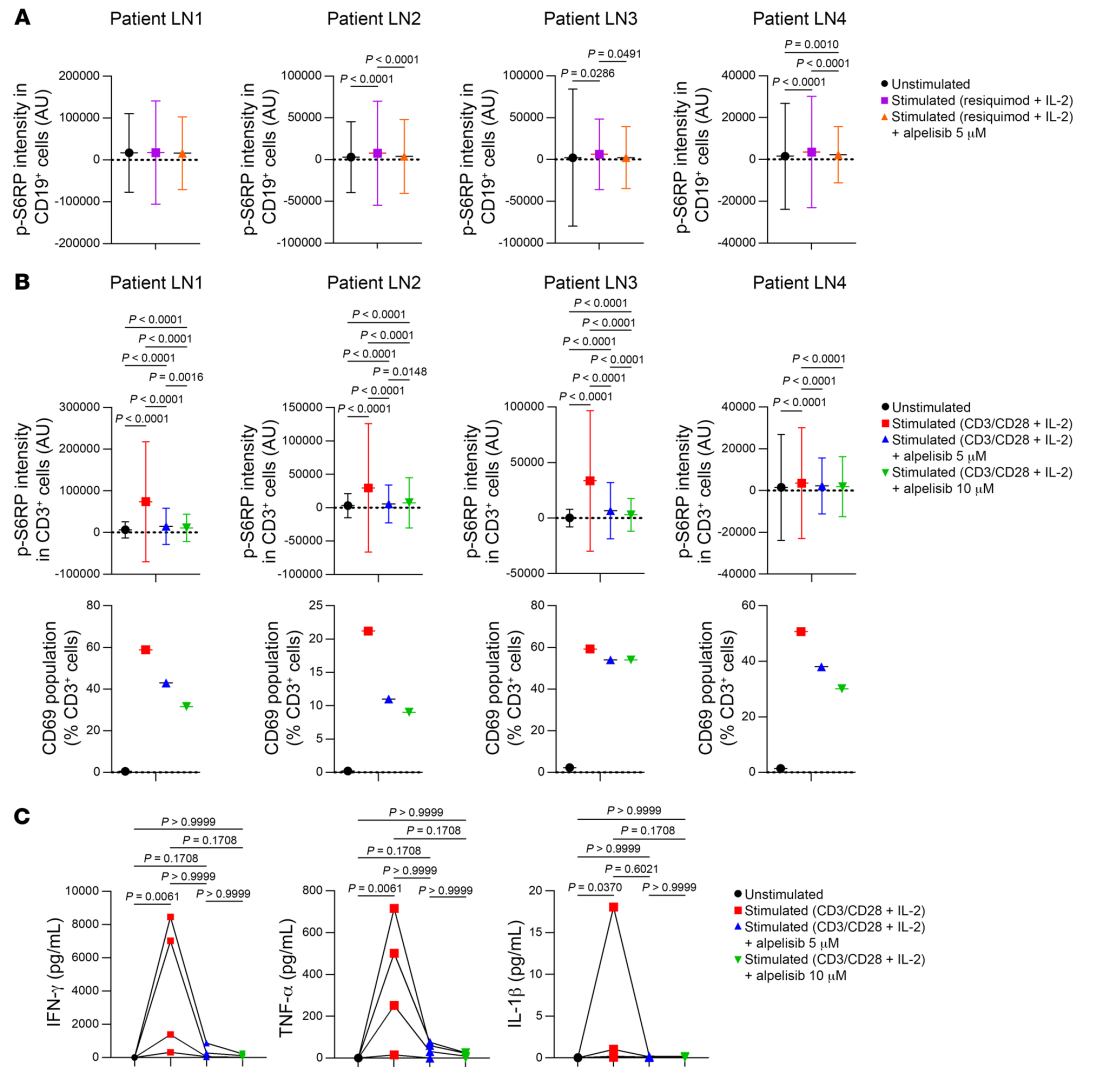
Alpelisib impaired, in vitro, activation of B and T cells from lupus patients. (**A**) p-S6RP intensity on day 1 in CD19^+^ B cells from 4 patients with active lupus nephritis (LN1–4) following stimulation and treated with vehicle or 5 μM alpelisib. LN1 unstimulated (*n =* 687 cells), LN1 stimulated (*n =* 1031 cells), LN1 stimulated + alpelisib (*n =* 668 cells), LN2 unstimulated (*n =* 6059 cells), LN2 stimulated (*n =* 7289 cells), LN2 stimulated + alpelisib (*n =* 7533 cells), LN3 unstimulated (*n =* 2623 cells), LN3 stimulated (*n =* 2442 cells), LN3 stimulated + alpelisib (*n =* 2161 cells), LN4 unstimulated (*n =* 12,542 cells), LN4 stimulated (*n =* 9224 cells), LN4 stimulated + alpelisib (*n =* 29,800 cells). (**B**) p-S6RP intensity and CD69^+^ population on day 1 among CD3^+^ T cells from LN1–4 following stimulation and treated with vehicle or alpelisib. LN1 unstimulated (*n =* 14,521 cells), LN1 stimulated (*n =* 5047 cells), LN1 stimulated + 5 μM alpelisib (*n =* 6589 cells), LN1 stimulated + 10 μM alpelisib (*n =* 7834 cells), LN2 unstimulated (*n =* 18,284 cells), LN2 stimulated (*n =* 8106 cells), LN2 stimulated + 5 μM alpelisib (*n =* 10,208 cells), LN2 stimulated + 10 μM alpelisib (*n =* 13,758 cells), LN3 unstimulated (*n =* 9066 cells), LN3 stimulated (*n =* 6176 cells), LN3 stimulated + 5 μM alpelisib (*n =* 6707 cells), LN3 stimulated + 10 μM alpelisib (*n =* 6570 cells), LN4 unstimulated (*n =* 12,542 cells), LN4 stimulated (*n =* 9224 cells), LN4 stimulated + 5 μM alpelisib (*n =* 29,800 cells), LN4 stimulated + 10 μM alpelisib (*n =* 27,863 cells). (**C**) Cytokine measurements on day 7 in supernatant from nonstimulated or stimulated CD3^+^ T cells, treated with the vehicle or 5 μM or 10 μM alpelisib. Patients LN1–4 are included in the analysis. IFN-γ, TNF-α, and IL-1β are shown here. Data presented as mean ± SD. *P* values calculated using 1-way ANOVA with Tukey’s post hoc test (**A** and **B**) or Friedman’s test with Dunn’s multiple-comparisons test (**C**).

# Supplementary material for: PIK3CA inhibition in models of proliferative glomerulonephritis and lupus nephritis
**Source:** J Clin Invest. 2024 Jun 6;134(15):e176402. doi: 10.1172/JCI176402
**Supplement:** Supplemental data

## **SUPPLEMENTAL MATERIALS**

### **PIK3CA inhibition in models of proliferative glomerulonephritis and lupus nephritis**

Junna Yamaguchi (MD, PhD)<sup>1,2,3</sup>, Pierre Isnard (MD, PhD)<sup>1,3,4</sup>, Noémie Robil (PhD)<sup>5</sup>, Pierre de la Grange (PhD)<sup>5</sup>, Clément Huguin (BSc)<sup>1,2,3</sup>, Alain Schmitt (BSc)<sup>6</sup>, Aurélie Humel (MD)<sup>7</sup>, Jérôme Megret (PhD)<sup>8</sup>, Nicolas Goudin (PhD)<sup>8</sup>, Marine Luka (PhD)<sup>9,10</sup>, Mickael Menager (PhD)<sup>9,10</sup>, Cécile Masson (PhD)<sup>11</sup>, Mohammed Zarhrate (BSc)<sup>12</sup>, Christine Bôle-Feysot (PhD)<sup>12</sup>, Michalina Janiszewska (MD, PhD)<sup>13</sup>, Kornelia Polyak (MD, PhD)<sup>14,15</sup>, Julien Dairou (PhD)<sup>1,16</sup>, Sara Baldassari (PhD)<sup>17</sup>, Stéphanie Baulac (PhD)<sup>17</sup>, Christine Broissand (PhD)<sup>18</sup>, Christophe Legendre (MD, PhD)<sup>1,3,7</sup>, Fabiola Terzi (MD, PhD)<sup>3</sup>, Guillaume Canaud (MD, PhD)<sup>1,2,3</sup>

#### **List of Supplemental Materials**

Supplemental Methods

Supplemental references

Supplemental Figures 1-14

Supplemental Tables 1-2

## **Supplemental methods**

### ***Animal studies***

For the uninephrectomy experiments, the right kidneys were removed under anesthesia. For the medical treatment of mice, 50 mg kg<sup>-1</sup> alpelisib (MedChem Tronica) in 1% carboxymethylcellulose (Sigma Aldrich) + 0.5% Tween (Sigma Aldrich) or vehicle (1% carboxymethylcellulose + 0.5% Tween) was administered by oral gavage daily for the indicated time. In addition, blood and urine were obtained at the indicated times. At euthanasia, blood, urine, and kidneys were harvested. In some experiments, the spleen, heart, and bone marrow (BM) in femurs and tibias were also harvested. Tissues were fixed in 4% paraformaldehyde and embedded in paraffin for immunohistochemical analysis, snap-frozen in the Optimal Cutting Temperature (OCT), stored at -80 °C for mRNA or protein analysis, or fixed in 2.5% glutaraldehyde solution for electron microscopy analysis.

### ***Mouse blood and urine measurements***

Mouse blood counts were analyzed using a hematology analyzer (ProCyt Dx; IDEXX Laboratories). Mouse serum creatinine, blood urea nitrogen, urinary albumin, and urinary creatinine were evaluated using an AU5800 (Beckman Coulter) autoanalyzer. Serum anti-dsDNA measurement was performed according to the manufacturer's instructions using mouse anti-dsDNA ELISA kit (LBIS), and its absorbance was measured using an Infinite M Nano (TECAN). Serum cytokine measurements were performed according to the manufacturer's instructions using the V-PLEX<sup>®</sup> proinflammatory panel 1 mouse kit (Meso Scale Discovery, MSD).

### ***Histopathology and immunohistochemistry analysis***

For paraffin embedded sections, after deparaffinization, antigen retrieval was performed with citrate buffer (pH6) or Tris-EDTA buffer (pH9 or pH6) using a microwave, pressure cooker, or high temperature (95 °C). The endogenous peroxidase activity was quenched using 3% hydrogen peroxide; nonspecific protein binding was blocked using 2.5% normal horse serum (Vector Laboratories), and the endogenous biotin activity was quenched using the Avidin/Biotin Blocking Kit (Vector Laboratories). When using mouse primary antibodies on mouse tissue, Klear mouse blocking reagent (Diagomics) was used to block endogenous mouse immunoglobulins. After blocking, the tissue sections were incubated with the primary antibodies overnight at 4 °C. The following primary antibodies were used: rabbit anti-Ki-67 antibody (SP6; Thermo Fisher Scientific),

rabbit anti-P-S6RP antibody (D68F8; Cell Signaling Technology), mouse anti-P-AKT (Ser<sup>473</sup>) antibody (587F11; Cell Signaling Technology), rabbit anti-P-AKT (Thr<sup>308</sup>) antibody (C31E5E; Cell Signaling Technology), mouse anti-S6RP antibody (54E2; Cell Signaling Technology), chicken anti-GFP antibody (ab13970; Abcam), guinea pig anti-Nephrin antibody (GP-N2; Progen), rabbit anti-Podocin antibody (P0372; Sigma Aldrich), mouse anti-Nestin antibody (4D11, Novus Biologicals), mouse anti-synaptopodin antibody (G1D4, Progen), rat anti-CD44 antibody (IM7, BD Biosciences), and mouse anti-WT1 antibody (6F-H2; DAKO). The corresponding secondary antibodies, including anti-mouse IgG (Thermo Fisher Scientific), anti-rabbit IgG (Thermo Fisher Scientific), anti-guinea pig IgG (Thermo Fisher Scientific), anti-chicken IgG (Abcam), biotinylated anti-rabbit IgG (Vector Laboratories), and biotinylated anti-mouse IgG (Vector Laboratories) were applied. For the Avidin/Biotin detection, an R.T.U. Vectastain Kit (Vector Laboratories) or streptavidin (Thermo Fisher Scientific) was used. The immunoreactive antigen sites were detected with hydrogen peroxide and diaminobenzidine. For alkaline phosphatase detection, alkaline phosphatase conjugate streptavidin (Thermo Fisher Scientific) and BCIP/NBT Substrate Kit (Vector Laboratories) were used. For frozen immunofluorescent staining, frozen tissue sections (4 µm) were briefly air dried and fixed in 50% methanol/50% acetone. Then, sections were blocked with 2.5% normal horse serum and incubated overnight at 4 °C with the following primary antibodies: guinea pig anti-Nephrin (GP-N2; Progen), rabbit anti-Ki-67 (SP6; Thermo Fisher Scientific), chicken anti-GFP antibody (ab13970; Abcam), rat anti-PDGFRβ (APB5, eBioscience™), rat anti-CD3 (17A2, eBioscience™), or rat anti-F4/80 (A3-1, Bio-Rad Laboratories), or mouse anti-P-AKT (Ser<sup>473</sup>) antibody (587F11; Cell Signaling Technology). The sections were then incubated at room temperature for 40 min with the following secondary antibodies: fluorescein isothiocyanate-conjugated (FITC) anti-mouse IgG (Sigma Aldrich), FITC anti-mouse IgM (BD Biosciences), FITC anti-mouse C3 (Abcam) or the corresponding secondary antibodies for the primary antibodies including anti-mouse IgG (Thermo Fisher Scientific), anti-rabbit IgG (Thermo Fisher Scientific), anti-guinea pig IgG (Thermo Fisher Scientific), biotinylated anti-rabbit IgG (Vector Laboratories), and anti-chicken IgG.

### ***Electron microscopy analysis***

The fixed samples were washed 3 times in PBS. Samples were postfixed in 1% osmium tetroxide 0.1M (Electron Microscopy Science, UK) in 0.1 M Phosphate Buffer (PB) (pH 7.4). Samples were washed 3 times in H<sub>2</sub>O. Samples were dehydrated in alcohol grades :70% Ethanol 10 min, 90% Ethanol 10min, 100% Ethanol 3x15min, 100% Propylene oxide (Electron Microscopy Science, UK) 2X5min. Epikote 812 was prepared with

these proportions: 12.5 mL Embed 812, 7.5 mL Araldite 502, 27 mL DDSA, 1.3 mL DMP30 (kit (Electron Microscopy Science, UK). Resin infiltration was performed as following: mix 1:1 Epikote 812 : propylene oxide 30 min followed by mix 1:2 Epikote 812 : propylene oxide overnight room temperature. Samples were washed in 100% Epikote 812 then embedded in 4mm gelatine capsules in 100% Epikote 812, and Polymerised in 60°C oven for 24hours. Ultrathin sections were cut at 90 nm with a Leica UFC7 ultramicrotom (Leica Microsystems GmbH, Germany) and deposited on Gilder grids 200 mesh (Electron Microscopy Science, UK), They were counterstained with uranyl acetate 7% (LFG, France) and Reynold's lead citrate (LFG, France).

### ***cDNA synthesis and quantitative RT-PCR analysis***

Total RNA in the kidney cortex was extracted using NucleoSpin RNA (Macherey Nagel). Complementary DNA was reverse-transcribed using a TaqMan high-capacity cDNA RT kit (Thermo Fisher Scientific). qPCR was performed with iTaq universal SYBR Green Supermix (Bio-Rad Laboratories) using a CFX Connect real-time system (Bio-Rad Laboratories). The expression levels were analyzed using the delta-delta Ct method. *Hypoxanthine phosphoribosyltransferase (Hprt)* was used as the normalization control.

### ***Western blotting***

Protein extracts in RIPA buffer from the kidney cortex were separated by SDS–PAGE, transferred onto the membrane and incubated with antibodies, and followed by the appropriate peroxidase-conjugated secondary antibody incubation. The following primary antibodies were used: rabbit anti–P-S6RP antibody (D68F8; Cell Signaling Technology), rabbit anti–P-AKT (Ser<sup>473</sup>) antibody (D9E; Cell Signaling Technology), rabbit anti–P-AKT (Thr<sup>308</sup>) antibody (C31E5E; Cell Signaling Technology), mouse anti-S6RP antibody (54E2; Cell Signaling Technology), mouse anti-Akt (pan) antibody (40D4, Cell Signaling Technology), chicken anti-GFP antibody (ab13970; Abcam), mouse anti-alpha-tubulin antibody (B-5-1-2; Sigma Aldrich), rabbit anti-Nephrin antibody (29070; IBL), and rabbit anti-Podocin antibody (P0372; Sigma Aldrich). The chemiluminescence was acquired using ChemiDoc MP (Bio-Rad Laboratories) and densitometry was performed using Image Lab software (Bio-Rad Laboratories, version 6.0.1).

### ***Flow cytometry***

For lymphocyte, granulocyte and monocyte lineage analysis, anti-CD3a antibody (500A2; Becton Dickinson), anti-CD4 antibody (L3T4; Becton Dickinson), anti-CD8a antibody (63-6.72; Becton Dickinson), anti-B220

antibody (RA3-6B2; Becton Dickinson), anti-CD11b antibody (M1/70; Becton Dickinson), anti-Ly6G antibody (RB6-8C5; Becton Dickinson), and CD16/CD32 (2.4G2; Becton Dickinson) were used. Cells were resuspended in 0.2 to 1 mL of PBS +2%FCS + 2  $\mu$ L of 7-aminoactinomycin D (7-AAD, Thermo Fischer Scientific).

### ***Imaging flow cytometry (Amnis ImageStream)***

Following the single-cell suspension procedure, flow cytometry cell preparation was conducted by essentially following the Flow Cytometry Protocol by Cell Signaling Technology. Briefly, cell samples were fixed with 4% PFA for 15 min, permeabilized with methanol on ice, and resuspended in PBS after several washes. The samples were labeled with rabbit anti-P-S6RP-AF647 antibody (D68F8; Cell Signaling Technology) and/or rabbit anti-P-Akt<sup>Thr308</sup>-PE antibody (D25E6; Cell Signaling Technology). Rabbit IgG isotype controls (AF647 and PE; Cell Signaling Technology) were used. Resuspended cells were run on an ImageStream ISX mkII (Amnis) that combines flow cytometry with detailed cell imaging. Magnification (40 $\times$ ) was used for all acquisitions. Data were acquired with INSPIRE software (Amnis) and analyzed with IDEAS software (v.6.2, Amnis).

### ***Single-cell RNA-seq barcoding and cDNA synthesis***

The scRNA-seq libraries were generated using a Chromium Single Cell 3' Library & Gel Bead Kit v.3 (10x Genomics) according to the manufacturer's protocol. Briefly, suspended single-cells were counted, diluted at 1,000 cells/ $\mu$ L in PBS + 0.04% BSA, and 20,000 cells were loaded in the 10x Chromium Controller to generate single-cell gel-beads in an emulsion. After reverse transcription, the gel-beads in the emulsion were disrupted. Then, barcoded complementary DNA was isolated and amplified by PCR. Following fragmentation, end repair and A-tailing, sample indexes were added during index PCR. An equimolar pool of the 4 individual 10X Genomics Single Cell Expression 3' V3 libraries was prepared by the Imagine Genomic Core Facility and sequenced on an S2 FlowCell using the NovaSeq6000, Illumina (sequencing mode Paired-End 100+100 bases + indexes). A total of 2 billion reads were targeted for this pool of 4 libraries (500 million reads per library).

### ***Single-cell RNA-seq pre-processing***

Sequencing data quality analysis was performed using FastQC v0.11.2 on 4 samples. For read alignment and quantification of unique molecular identifiers (UMI), CellRanger software v3.0.2 was used on Mus Musculus genome mm10 with default parameters and gene annotation from Ensembl 100 (plus eGFP and tdTomato). The 4 expression matrices containing the UMI counts were merged, and only the genes with UMI  $\geq 1$  in at least one cell were kept. The following filters were applied to generate a global matrix used in further analysis: cells with UMI  $\geq 2000$ , number of detected genes  $\geq 600$ , and cells with UMI in mitochondrial genes  $\leq 60\%$ . For the normalization of UMIs, Seurat 3.1.1 was used(1) and a global-scaling normalization method was applied with a scale factor of 10,000 and log-transformation of data. This was followed by a scaling linear transformation step to avoid highly-expressed genes with a higher weight in downstream analysis.

### ***Clustering and marker genes***

PCA was performed on the scaled data with a Jackstraw plot to choose how many PCs to retain as an input for the Seurat clustering step. The clustering step was performed using default parameters, the Louvain algorithm as the clustering method, and 15 PC and a resolution parameter defining the cluster granularity set to 0.5. Marker genes defining each cluster were found via differential expression testing with a Wilcoxon rank sum test and a log fold change threshold of 1.

### ***Trajectory analysis***

The Monocle single-cell trajectory was constructed using M3Drop(2) and Monocle 2.10.1(3). Input genes for the Monocle trajectory construction were selected using an unsupervised approach via the M3Drop result, which identifies differentially expressed genes based on a Michaelis-Menten function for the relationship between mean expression and dropout rate with the relevant genes being the ones shifting above a fitted curve. The default Monocle workflow was then performed to generate the trajectories.

### ***Enrichment analysis***

An analysis for enriched KEGG pathways and Gene Ontology (GO) terms was performed using the WebGestaltR package(3) on databases from the Mus Musculus organism. GO terms and pathways were considered enriched if fold enrichment was  $\geq 2.0$ , the uncorrected p-value was  $\leq 0.05$  and a minimum number of regulated genes in pathway/term  $\geq 2.0$  was achieved.

### ***LC-MS analysis of alpelisib***

Each tissue type was homogenized in 100% cold methanol with a tissue-to-solvent ratio of 1-mg tissue to 5- $\mu$ l methanol. After sonication for 20 s, the tissue extract was centrifuged at 13,000  $\times$  g for 30 min and then injected onto a Phenomenex Kinetex XB-C18 HPLC column (100 mm by 2.1 mm) at 45 °C. Alpelisib was analyzed by reverse-phase HPLC (Shimadzu LC-MS system 8040 interfaced with LabSolutions software). Twenty micrograms of tissue extracts were injected onto a column, and the mobile phase used for the separation consisted of two eluents as follows: Solvent A was 0.1% formic acid in ddH<sub>2</sub>O, and solvent B was acetonitrile with 0.1% of formic acid. The compounds were separated using the following discontinuous gradient at a flow rate of 0.6 ml/min: the initial concentration of 20% in solvent B increased to 70% over 6 min, and this was followed by a decrease to 20% over the next minute and the initial conditions were then maintained for 14 min. The alpelisib was monitored spectrophotometrically by absorbance (photodiode detector) from 205 to 600 nm and by tandem mass detection. The mass measurement was implemented in positive ion mode using multiple reaction monitoring (MRM) with an electrospray ionization source. Three MRM transitions for alpelisib are used as follows: 442.1 > 328.0, 442.1 > 288.0, and 442.1 > 115.1. Quantification was conducted by integration of the peak absorbance area using a calibration curve established with various known concentrations of alpelisib.

### ***Spatial transcriptomics***

Briefly, 4  $\mu$ m of AFA-fixed paraffin-embedded human samples were baked overnight at 37 °C and 1 hour at 65 °C, and then they were processed on a Leica automation platform with a protocol including three major steps as follows: 1) slide baking, 2) antigen retrieval for 20min at 100 °C, and 3) 1.0ug/ml proteinase K treatment for 15min. After taking the slide off of the Leica, they were incubated with a GeoMx WTA assay probe cocktail overnight. The following day, the slides were washed and applied with morphology marker incubation before loading onto the GeoMx machine. On the GeoMx machine, slides were fluorescently scanned and finished ROI selection. Barcodes were collected and subsequent barcoding readings were performed on an Illumina NGS platform. Individual counts were normalized against the 75th percentile of the signal from their own ROI (Q3 Normalization).

### ***Human PBMC flow cytometry experiment and supernatant cytokine measurement***

PBMC were sorted for CD3<sup>+</sup> T cells and CD19<sup>+</sup> B cells with anti-CD3 (clone UCHT1, Sony Biotechnology), anti-CD19 (clone HIB19, Sony Biotechnology), and 7-AAD using BD FACS Aria II SORP. CD3<sup>+</sup> T cells or CD19<sup>+</sup> B cells were incubated in RPMI 1640 media (Thermo Fischer Scientific) containing 10% FBS, 2mM glutamine, 100 U/ml penicillin and streptomycin (Thermo Fischer Scientific). To stimulate T cells, Dynabeads™ Human T-Activator CD3/CD28 (Thermo Fischer Scientific, ref. 11161D) and 1000 U/mL recombinant human interleukin-2 (IL-2) (Proteintech, ref. 200-02) were used. To stimulate B cells, 2.5 ug/ml resiquimod (Sigma Aldrich, ref. SML0196) and 1000 U/mL recombinant human IL-2 were used. For in vitro experiments, alpelisib was dissolved in DMSO (5mM) as a stock solution and T cells or B cells were pre-treated with the indicated concentration of alpelisib for 30 min before starting the stimulation or left unstimulated. CD19<sup>+</sup> B cells were collected 16hr after stimulation and treatment, while CD3<sup>+</sup> T cells were collected either 16hr or 7 days after stimulation and treatment. Upon cell collection, the supernatants were also collected. Cells were fixed and permeabilized using BD Cytofix (BD Biosciences, ref. 554655) and Perm Buffer III (BD Biosciences, ref. 558050), followed by intracellular staining with P-S6RP (clone D68F8, Cell Signaling Technologies). CD69 (clone FN50, Sony Biotechnology) was used as activation marker. The flow cytometry analysis was performed with a Sony ID7000™ spectral cell analyzer. Data were analyzed with FlowJo software (TreeStar). Supernatant cytokines were analyzed with a V-PLEX® proinflammatory panel 1 human kit (Meso Scale Discovery, MSD).

## Supplemental references

1. Butler A, Hoffman P, Smibert P, Papalexi E, and Satija R. Integrating single-cell transcriptomic data across different conditions, technologies, and species. *Nature biotechnology*. 2018;36(5):411-20.
2. Andrews TS, and Hemberg M. M3Drop: dropout-based feature selection for scRNASeq. *Bioinformatics*. 2019;35(16):2865-7.
3. Qiu X, Mao Q, Tang Y, Wang L, Chawla R, Pliner HA, et al. Reversed graph embedding resolves complex single-cell trajectories. *Nature methods*. 2017;14(10):979-82.

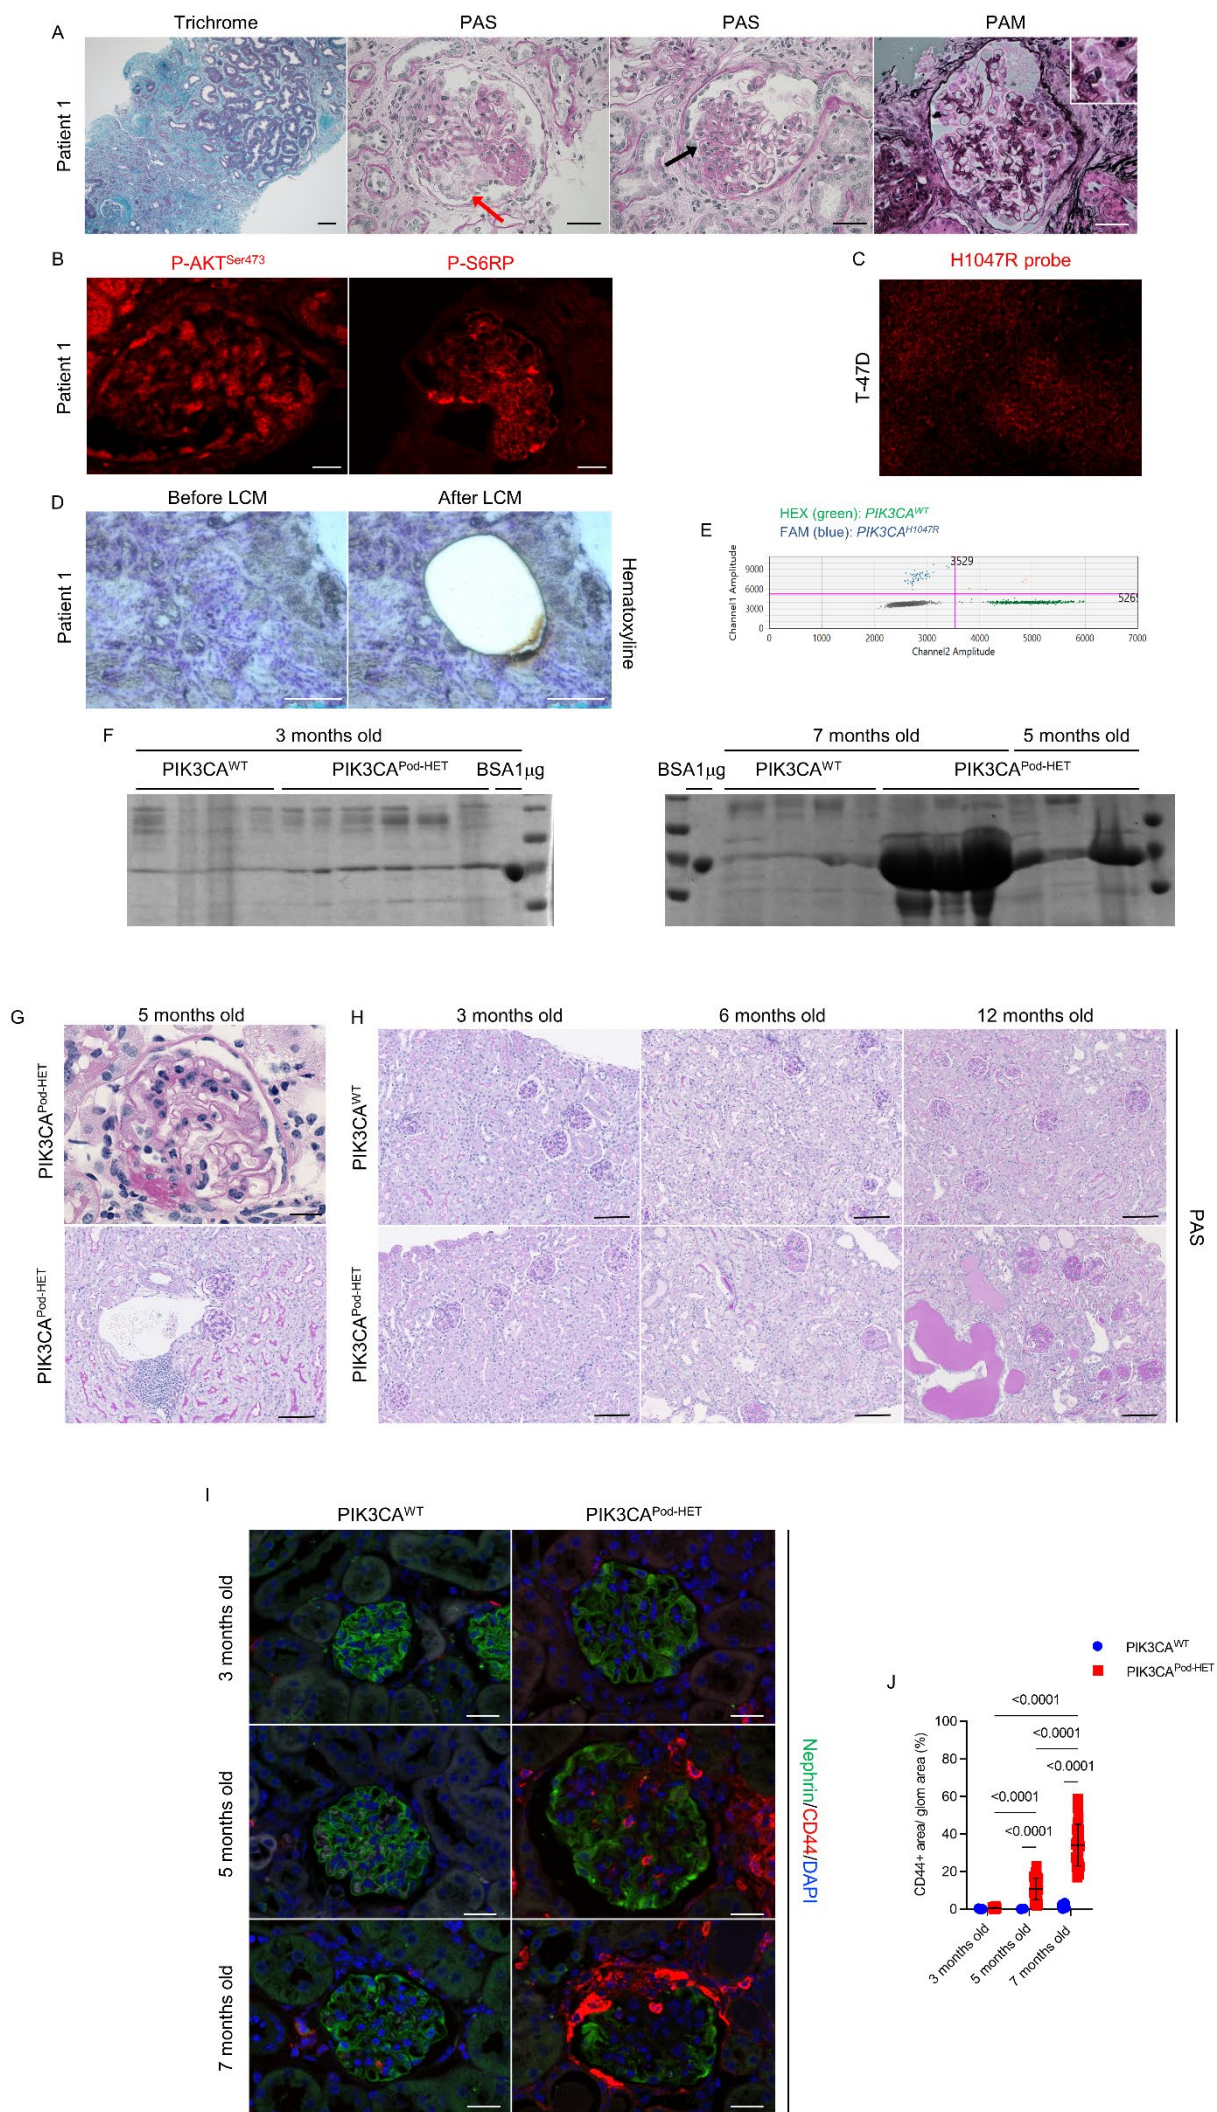

**Supplemental Figure 1: *PIK3CA* gain-of-function mutation in podocytes leads to severe glomerular disease. (A)**

Trichrome, PAS, and silver staining (PAM) of the kidney biopsy of patient 1. Scale bar 100  $\mu\text{m}$  for Trichrome and 40  $\mu\text{m}$  for PAS and PAM. Black arrow showing hypercellularity, and red arrow showing hypertrophy and hyperplasia of the overlying podocytes. (B) P-AKT<sup>Ser473</sup> and P-S6RP immunofluorescence staining of the kidney biopsy of patient 1. Scale bar 20  $\mu\text{m}$ . (C) *In situ* *H1047* hybridization of the kidney biopsy of T-47D. (D) Hematoxylin staining for glomeruli laser capture microdissection of the kidney biopsy from patient 1. Left: before cutting and right: after cutting. Scale bar 100  $\mu\text{m}$ . (E) Droplet digital PCR result of the glomeruli from the kidney biopsy of patient 1. Channel 1: *H1047R* Mutant probe and Channel 2: *Wild Type* (WT) probe. (F) Representative Coomassie blue staining of 3-, 5-, and 7-month-old *PIK3CA*<sup>WT</sup> and *PIK3CA*<sup>Pod-HET</sup> mice. Bovine serum albumin (BSA) is shown as a positive control. (G) Another PAS staining of 5 months old *PIK3CA*<sup>Pod-HET</sup> mice. Scale bar 25  $\mu\text{m}$  for upper panel, 100  $\mu\text{m}$  for lower panel. (H) Representative PAS staining of 3-, 6-, and 12-month-old *PIK3CA*<sup>WT</sup> and *PIK3CA*<sup>Pod-HET</sup> mice. Scale bar 100  $\mu\text{m}$ . (I) Representative immunofluorescence staining of Nephritin and CD44 in kidneys from *PIK3CA*<sup>WT</sup> and *PIK3CA*<sup>Pod-HET</sup> mice, at 3-, 5- and 7-months old. Scale bar 20  $\mu\text{m}$ . (J). CD44+/ glomerulus area (%) quantification (3-m.o.-*PIK3CA*<sup>WT</sup>, n=4, 3-m.o.-*PIK3CA*<sup>Pod-HET</sup>, n=5, 5-m.o.-*PIK3CA*<sup>WT</sup>, n=5, 5-m.o.-*PIK3CA*<sup>Pod-HET</sup>, n=5, 7-m.o.-*PIK3CA*<sup>WT</sup>, n=4, 7-m.o.-*PIK3CA*<sup>Pod-HET</sup>, n=5). Data are means  $\pm$  SD. P values are calculated using two-way ANOVA with Tukey's post hoc test.

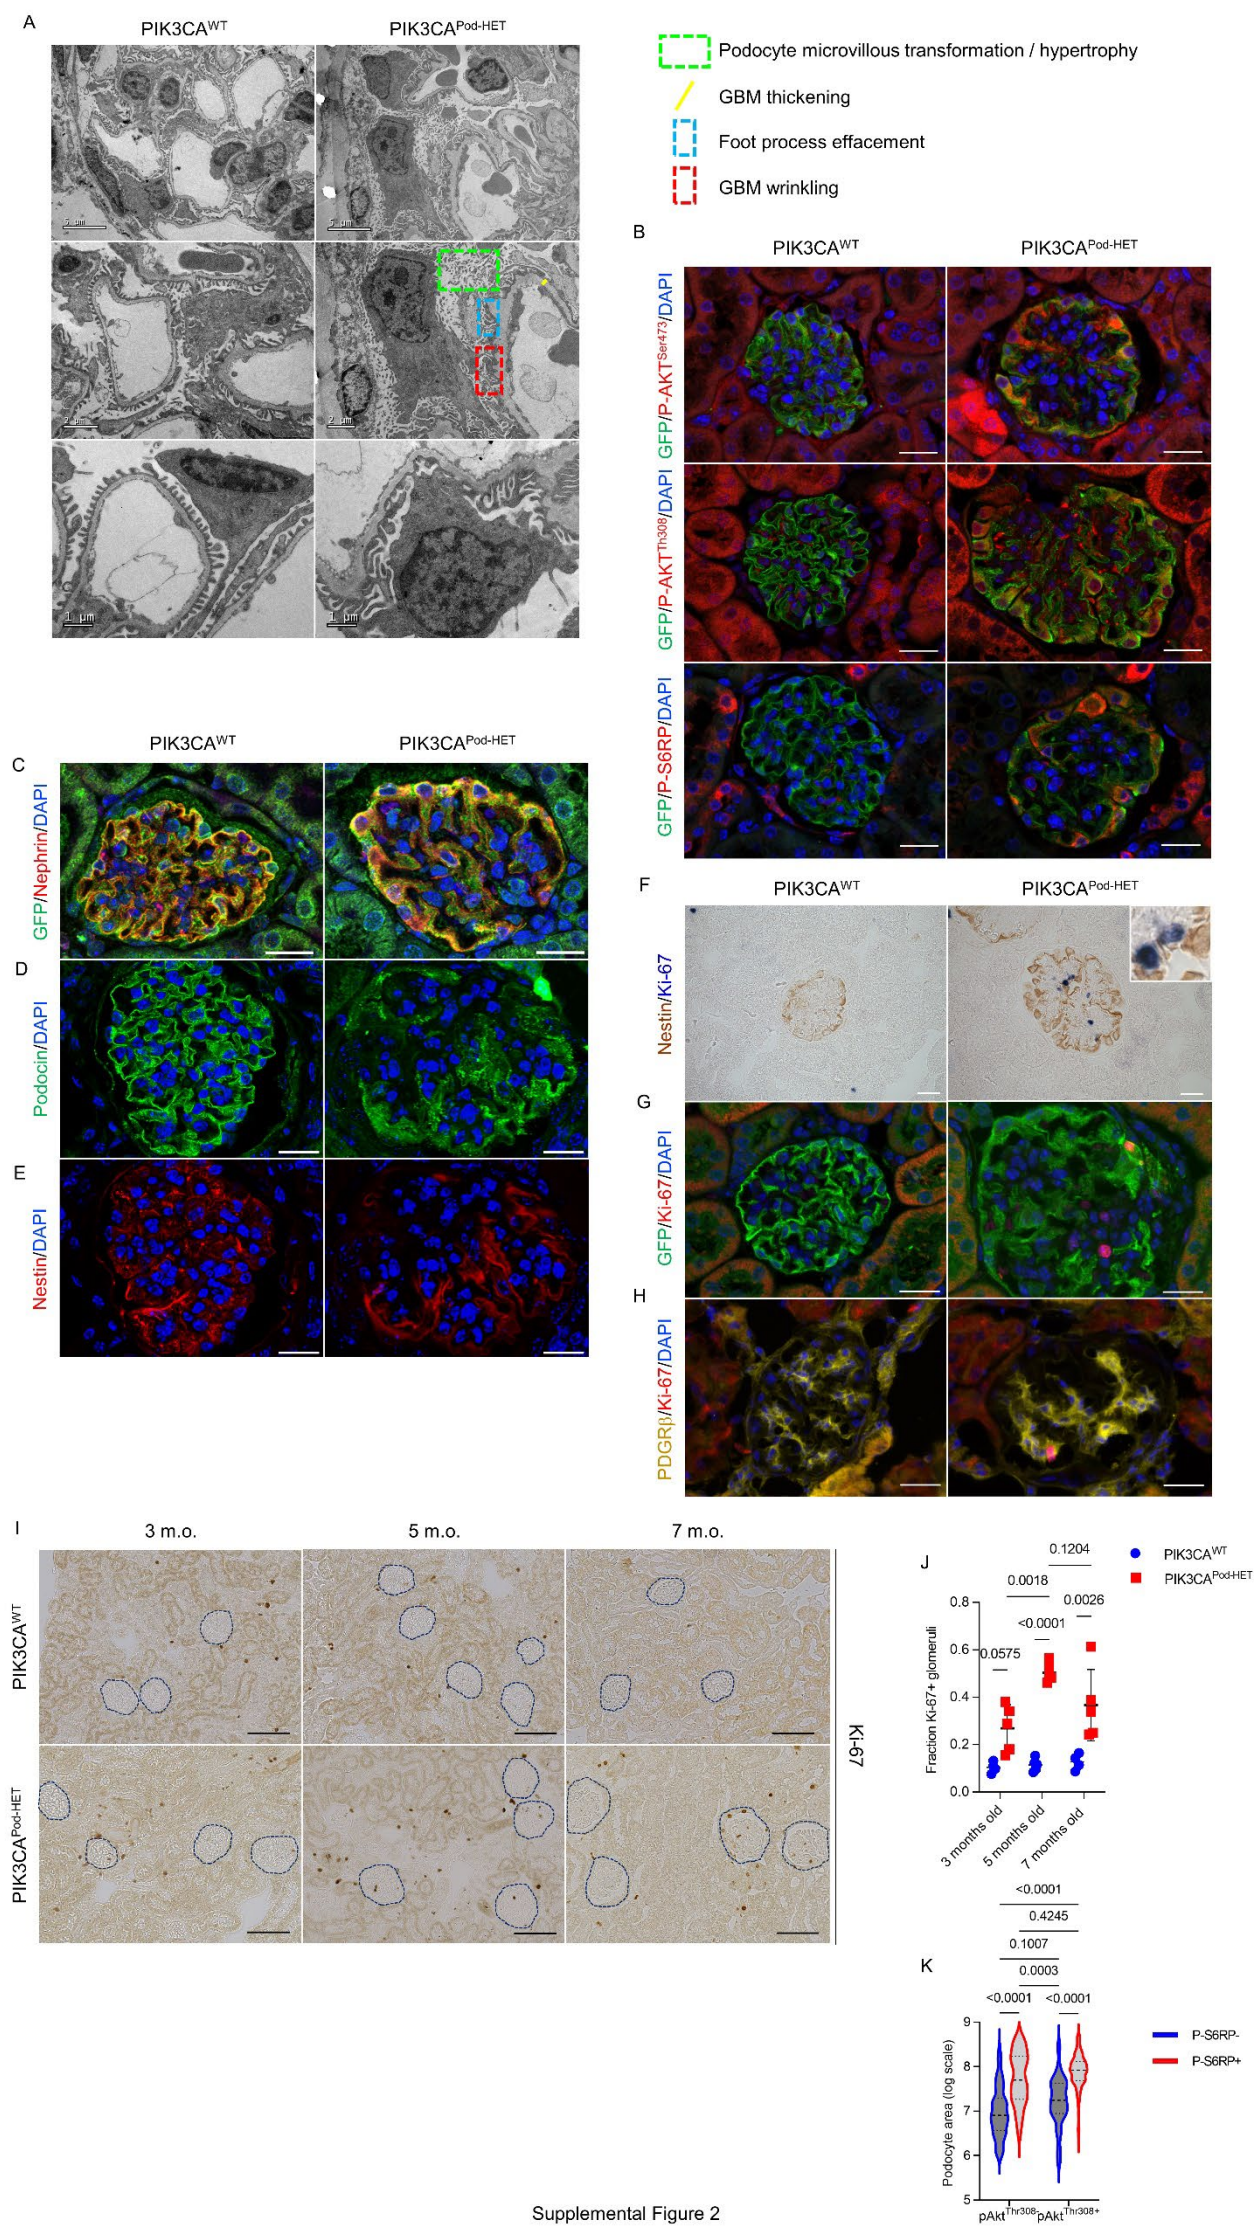

**Supplemental Figure 2: *PIK3CA*<sup>Pod-HET</sup> mice characterization.** (A) Representative images of transmission electron microscopy of kidneys from *PIK3CA*<sup>WT</sup> and *PIK3CA*<sup>Pod-HET</sup> mice at 5 months old. (B) Representative coimmunofluorescence staining of P-AKT<sup>Ser473</sup>, P-AKT<sup>Thr308</sup>, P-S6RP and GFP in kidneys from 5-month-old *PIK3CA*<sup>WT</sup> and *PIK3CA*<sup>Pod-HET</sup> mice. Scale bar 20  $\mu$ m. (C) Representative coimmunofluorescence staining of GFP and Nephlin in kidneys from *PIK3CA*<sup>WT</sup> and *PIK3CA*<sup>Pod-HET</sup> mice. Scale bar 20  $\mu$ m. (D) and (E) Representative coimmunofluorescence staining of Podocin and Nestin in kidneys from 5-month-old *PIK3CA*<sup>WT</sup> and *PIK3CA*<sup>Pod-HET</sup> mice. Scale bar 20  $\mu$ m. (F-G) Representative coimmunostaining of Nestin and Ki-67 (F), GFP and Ki-67 (G), PDGFR $\beta$  and Ki-67 (H) in kidneys from 5-month-old *PIK3CA*<sup>WT</sup> and *PIK3CA*<sup>Pod-HET</sup> mice. Scale bar 20  $\mu$ m. (I) Representative Ki-67 immunostaining of kidneys from *PIK3CA*<sup>WT</sup> and *PIK3CA*<sup>Pod-HET</sup> mice at the age of 3, 5 and 7 months. Scale bar 100  $\mu$ m. and (J) Quantification of fraction Ki-67+ glomeruli from *PIK3CA*<sup>WT</sup> and *PIK3CA*<sup>Pod-HET</sup> mice (3-m.o.-*PIK3CA*<sup>WT</sup>, n=4, 3-m.o.- *PIK3CA*<sup>Pod-HET</sup>, n=5, 5-m.o.-*PIK3CA*<sup>WT</sup>, n=5, 5-m.o.-*PIK3CA*<sup>Pod-HET</sup>, n=5, 7-m.o.-*PIK3CA*<sup>WT</sup>, n=4, 7-m.o.-*PIK3CA*<sup>Pod-HET</sup>, n=5). (K) Amnis ImageStream analysis of isolated podocytes from 4-month-old *PIK3CA*<sup>WT</sup> and *PIK3CA*<sup>Pod-HET</sup> mice (n=2 mice per group). GFP+ podocytes were labelled with P-AKT<sup>Thr308</sup> and P-S6RP. Data are means  $\pm$  SD. P values are calculated using two-way ANOVA with Tukey's post hoc test (J, K).

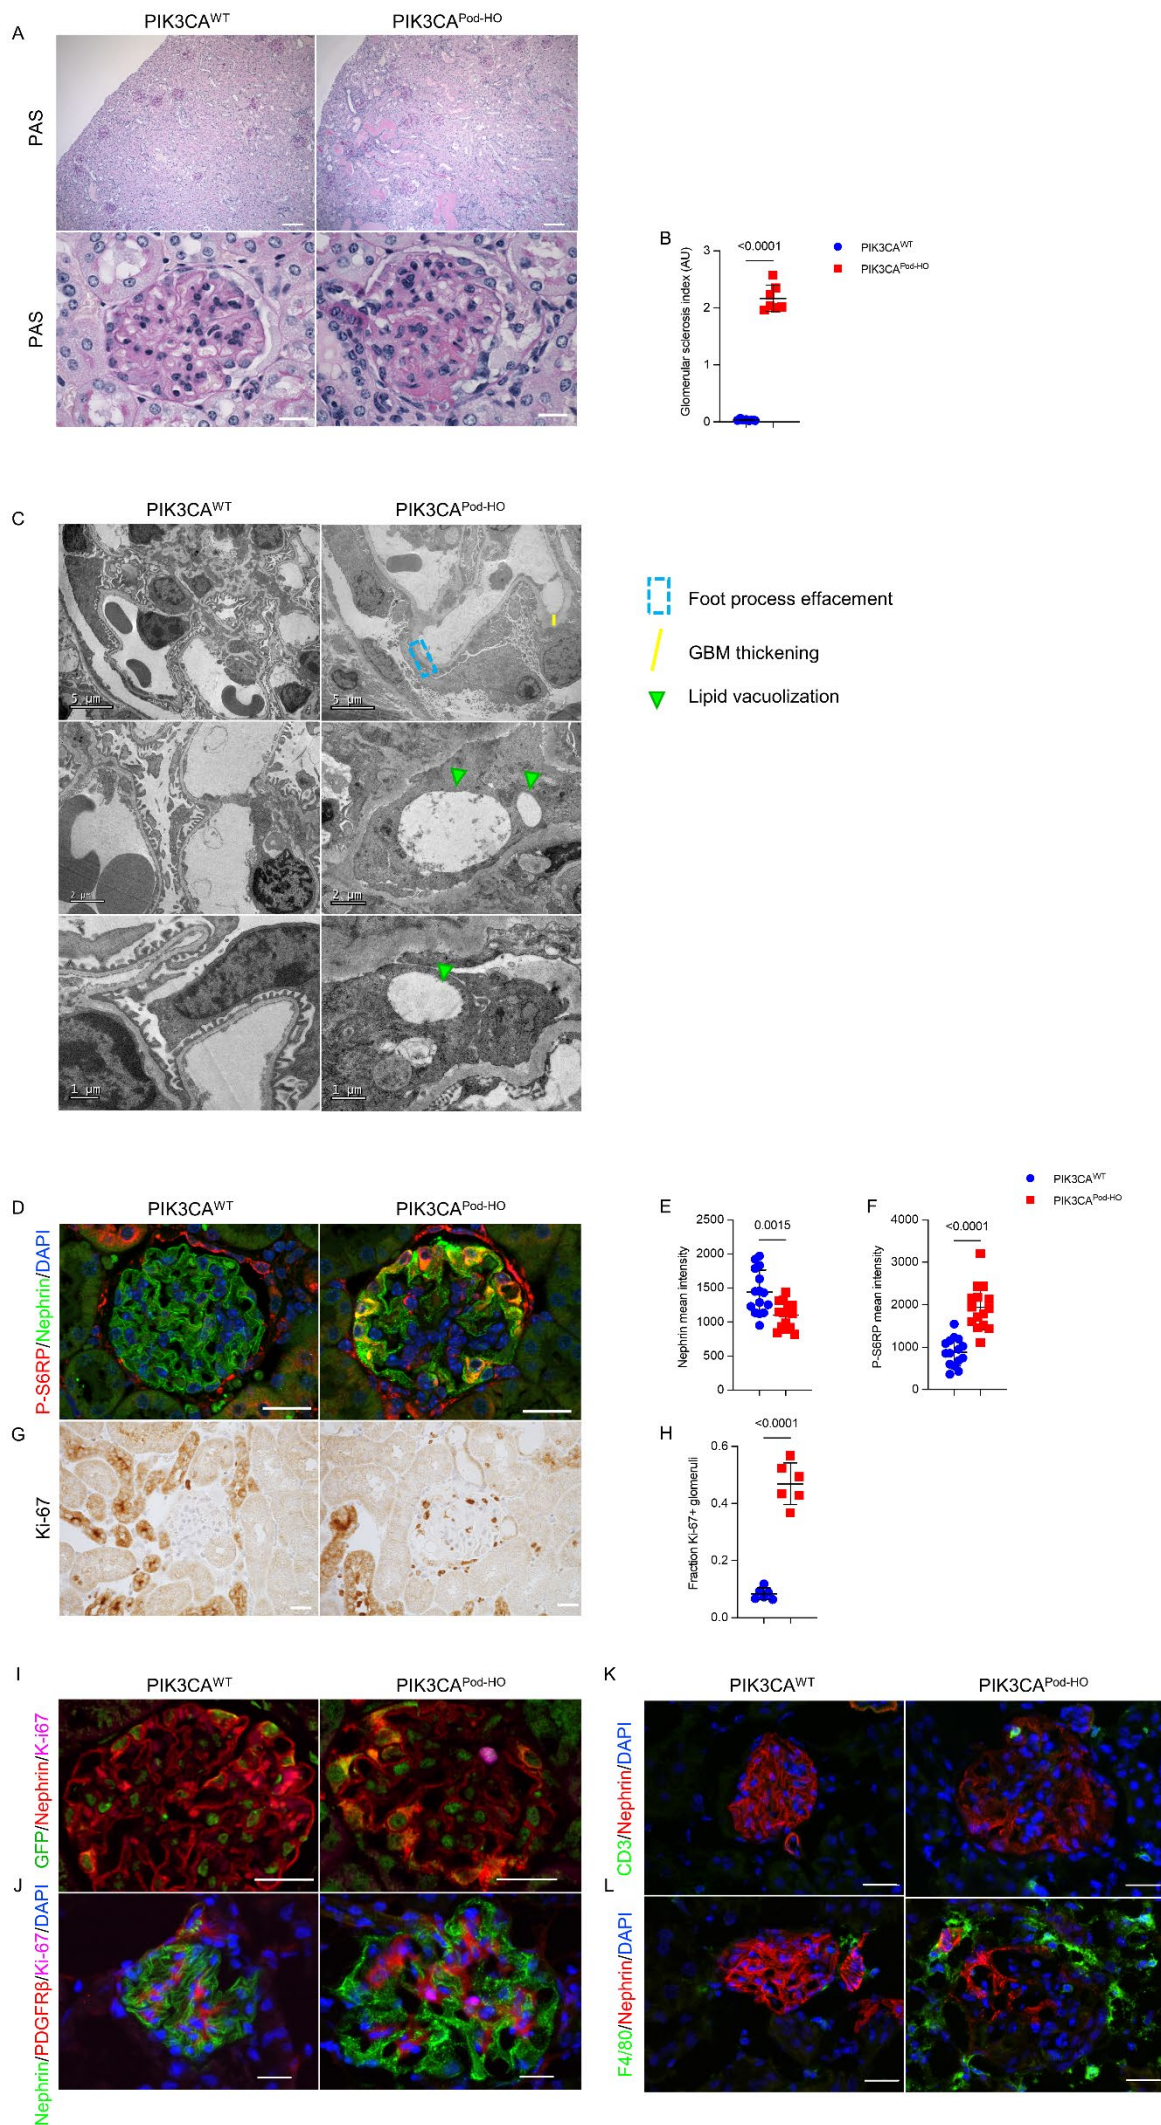

Supplemental Figure 3

**Supplemental Figure 3: *PIK3CA*<sup>Pod-HO</sup> mice characterization.** (A) Representative PAS staining and (B) GS index quantification from 3-month-old *PIK3CA*<sup>WT</sup> and *PIK3CA*<sup>Pod-HO</sup> mice kidneys (n=6 per group). (C) Representative images of transmission electron microscopy of kidneys from *PIK3CA*<sup>WT</sup> and *PIK3CA*<sup>Pod-HO</sup> mice at 4 months old. (D-L) 3-month-old *PIK3CA*<sup>WT</sup> and *PIK3CA*<sup>Pod-HO</sup> mice kidneys (n=6 per group). (D) P-S6RP and Nephlin coimmunofluorescence staining, and quantification in glomeruli (E, F). (G) Ki-67 immunostaining and (H) quantification. (I-L) Coimmunofluorescence stainings in kidneys from 2-month-old *PIK3CA*<sup>WT</sup> and *PIK3CA*<sup>Pod-HO</sup> mice. (I) Representative coimmunofluorescence staining of GFP, Nephlin and Ki-67, (J) Representative coimmunofluorescence staining of Nephlin, PDGFR $\beta$  and Ki-67, (K) Representative coimmunofluorescence staining of CD3 and Nephlin, (L) Representative coimmunofluorescence staining of F4/80 and Nephlin. Values are means  $\pm$  SD. *P* values calculated using two-tailed Mann-Whitney U test (E, F); or two-tailed *t* test (B, H). Scale bars: 130  $\mu$ m (A upper), 32  $\mu$ m (A lower), 20  $\mu$ m (D, I-L), 32.2  $\mu$ m (G).

A

- PIK3CA<sup>WT</sup>
- PIK3CA<sup>Pod-HET</sup>

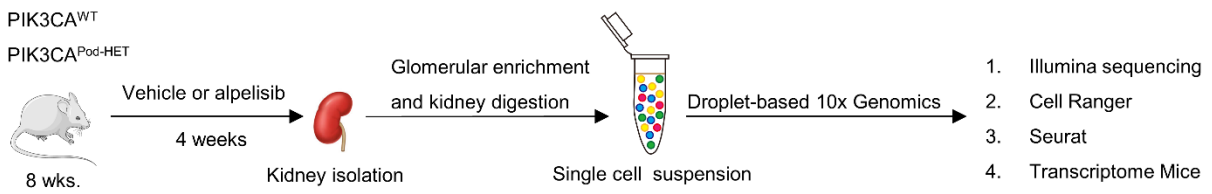

B

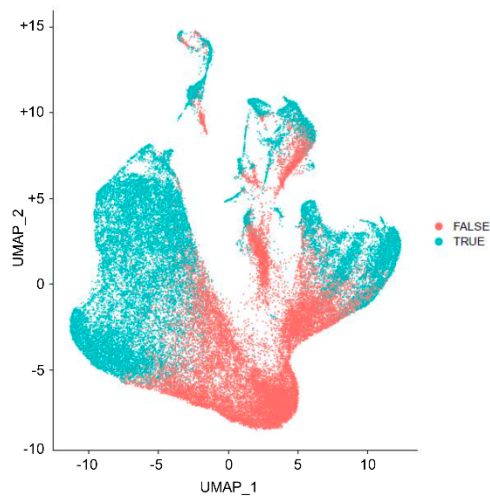

C

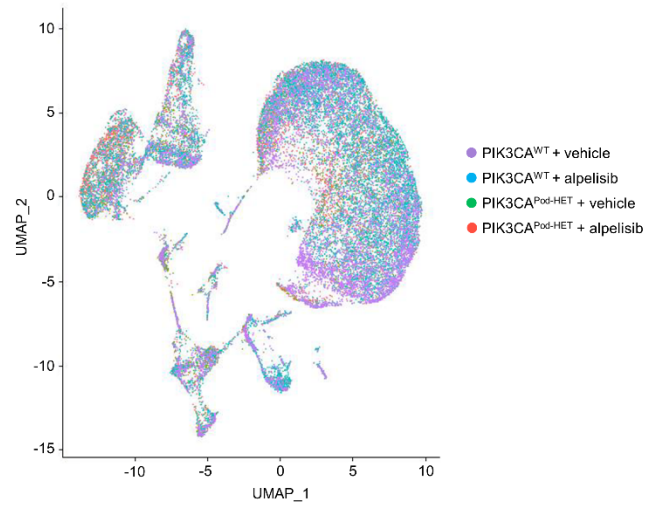

D

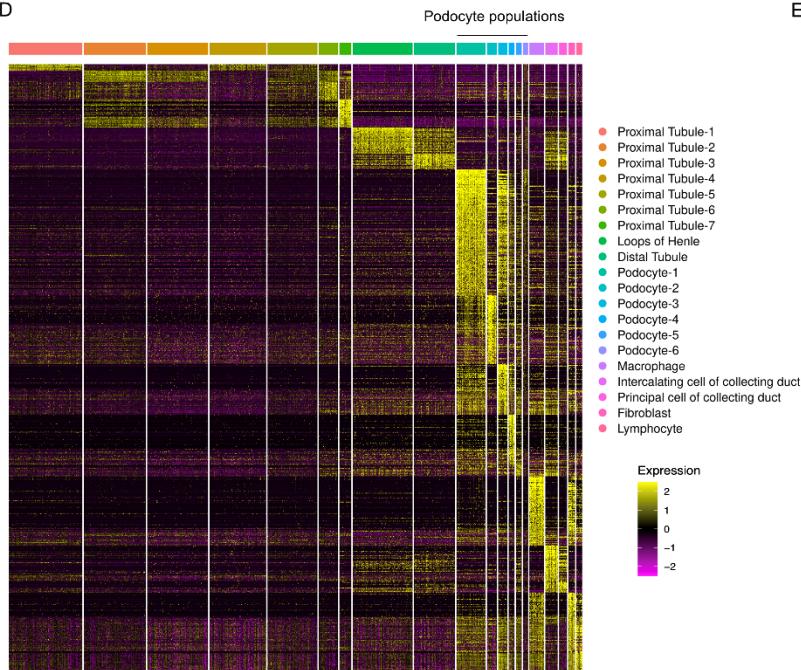

E

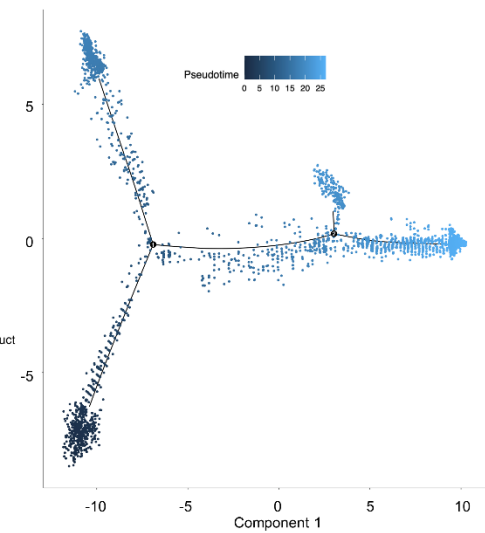

F

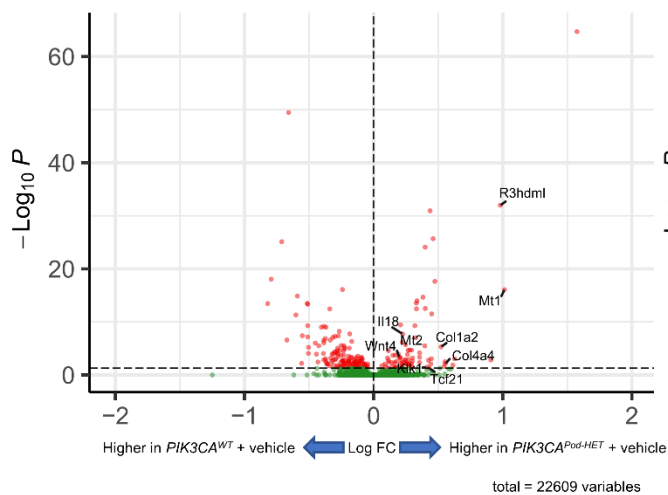

G

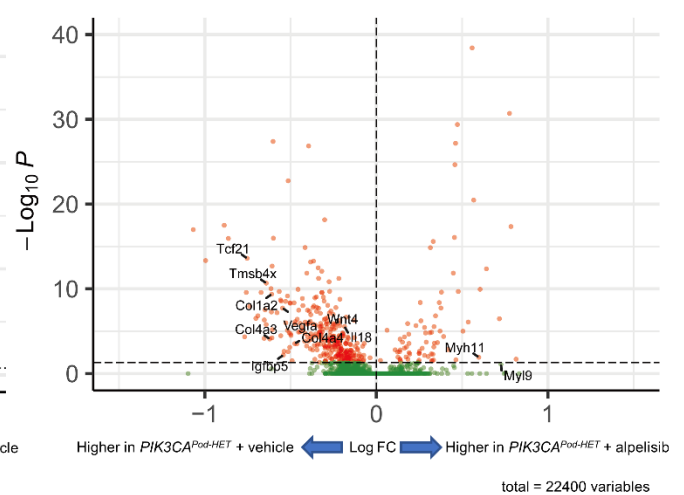

Supplemental Figure 4

**Supplemental Figure 4: *PIK3CA* gain-of-function mutation in podocytes is associated with changes in cell fate determination.** (A) Schematic of single-cell RNA sequencing. Eight-week-old *PIK3CA*<sup>WT</sup> and *PIK3CA*<sup>Pod-HET</sup> mice were treated for 4 weeks with either the vehicle or alpelisib (n=2 mice per group). (B) UMAP plot showing all cells from glomerular enriched kidneys before filtering from 8 mice. Cells with unique molecular identifiers (UMIs) over 2000, with genes over 600, and a mitochondrial gene expression percentage (MT%) less than 60 were chosen as filtering criteria. The cells that passed this filtering criteria are colored in green (TRUE), and those did not pass the criteria are colored in red (FALSE). (C) UMAP plot showing all of the cell distributions after filtering. No batch effect was observed. (D) Heatmap of strongly expressed genes in each cluster. Each column represents a cell and each row represents a gene. The color scheme is based on the expression level of the gene. (E) Cell trajectory map of podocyte clusters (1-6) showing the pseudo-time. (F) Volcano plots showing the differentially expressed genes between two samples (*PIK3CA*<sup>Pod-WT</sup>-vehicle vs. *PIK3CA*<sup>Pod-HET</sup>-vehicle). Red dots are the genes that are differentially expressed (-log<sub>10</sub> adjusted *p*-value > 1.3). (G) Volcano plots showing the differentially expressed genes between two samples (*PIK3CA*<sup>Pod-HET</sup>-vehicle vs. *PIK3CA*<sup>Pod-HET</sup>-alpelisib). Red dots are the genes that are differentially expressed (-log<sub>10</sub> adjusted *p*-value > 1.3).

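The sex of the pooled mice was read from Xist (ENSMUSG00000086503, X chromosome), expressed in female cells, and from the Y-linked genes Ddx3y, Uty, Eif2s3y and Kdm5d. In the *PIK3CA WT* vehicle library, 4217 cells had Y-linked UMIs only, 1 had Xist UMIs only, 6 had both and 1918 had neither. The *PIK3CA WT* alpelisib library held 6318, 2, 5 and 4839 such cells. In the *PIK3CA Pod-HET* vehicle library the numbers were 1343, 915, 92 and 730, and in the *PIK3CA Pod-HET* alpelisib library 2238, 1858, 238 and 1788. Among cells with UMIs of 1 kind, Xist-only cells made up 40.5% (38.5% to 42.6%) and 45.4% (43.8% to 46.9%) of the *PIK3CA Pod-HET* libraries. Over all cells, Xist had 297 and 324 CPM in these libraries and 7 UMIs in each *PIK3CA WT* library. R3hdml, which the paper labels in Supplemental Figure 4F, divided the libraries the same way in podocyte-like cells, with 1.59 and 13.5 CPM in *PIK3CA WT* and 488 and 347 CPM in *PIK3CA Pod-HET* mice with vehicle and with alpelisib. EGFP did not divide them so, with 1948 and 2178 CPM in *PIK3CA WT* and 2972 and 1204 CPM in *PIK3CA Pod-HET* mice. Sex and genotype therefore overlap in these pools, and differences between genotypes were also computed within Y-only cells.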

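Cluster sizes were compared between the libraries. A proximal tubule-like cluster of 580 cells, led by Cyp4a14, Xist and Cyp4a10, took 0.163% of the *PIK3CA WT* vehicle, 0.215% of the *PIK3CA WT* alpelisib, 5.32% of the *PIK3CA Pod-HET* vehicle and 6.24% of the *PIK3CA Pod-HET* alpelisib library. Of its cells, 94.1% came from the *PIK3CA Pod-HET* libraries, and 494 of these 546 cells (90.5%) had Xist UMIs only. Another proximal tubule-like cluster, led by Jun, Osgin1 and Gadd45g, took 9.77%, 2.84%, 1.85% and 1.03% of the 4 libraries in the same order.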

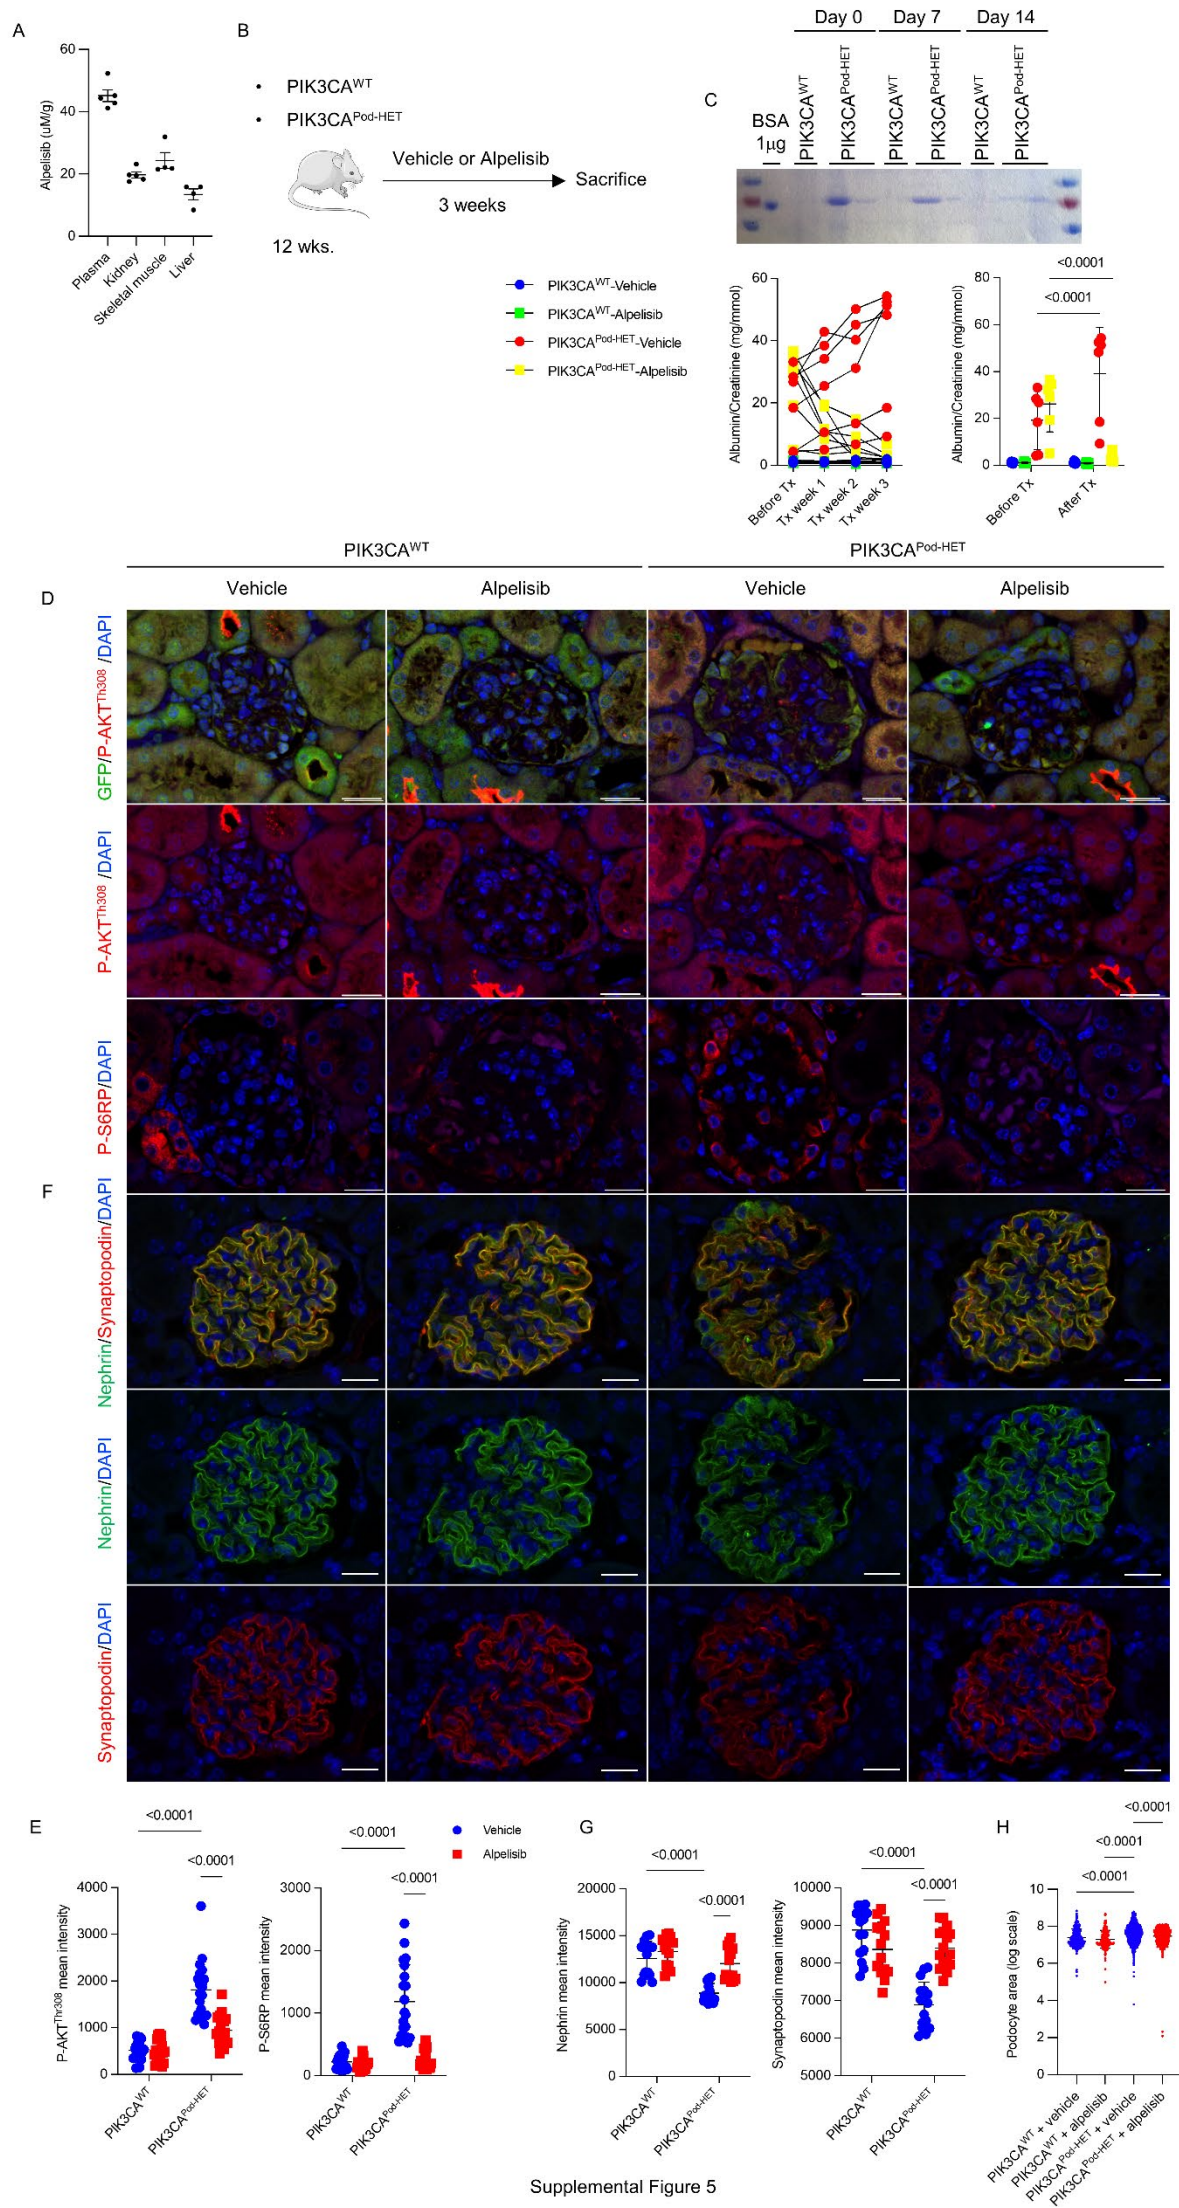

Supplemental Figure 5

**Supplemental Figure 5: *PIK3CA* gain-of-function mutation in podocytes leads to progressive glomerular disease.** (A) Alpelisib concentrations ( $\mu\text{M/g}$ ) in mice plasma, kidneys, skeletal muscle, and liver were measured by LC-MS analysis ( $n=5$  mice for plasma and kidney,  $n=4$  for skeletal muscle and liver). (B) Experimental protocol design. (C) Representative Coomassie blue staining of *PIK3CA*<sup>WT</sup> and *PIK3CA*<sup>Pod-HET</sup> mice during treatment with either the vehicle or alpelisib and below, quantification ( $n=6$  per group). Bovine serum albumin (BSA) is shown as a positive control. The trajectory of each mouse urinary albumin/creatinine is shown in the below left graph. Below right graph are means  $\pm$  SD. P values are calculated using two-way ANOVA with Tukey's post hoc test. The values for Before Tx and After Tx (= Tx week 3) are shared between the 2 graphs. (D) Upper two panels show representative coimmunofluorescence staining between GFP and P-AKT<sup>Thr308</sup> in the kidneys from *PIK3CA*<sup>WT</sup> and *PIK3CA*<sup>Pod-HET</sup> mice treated with either the vehicle or alpelisib. Note the second panel is the split channel panel of the top panel. The lowest panel shows the representative immunofluorescence staining of P-S6RP in kidneys from *PIK3CA*<sup>WT</sup> and *PIK3CA*<sup>Pod-HET</sup> mice treated with either the vehicle or alpelisib. Scale bar 20  $\mu\text{m}$ . (E) Glomerular P-AKT<sup>Thr308</sup> and P-S6RP mean intensity quantification ( $n=6$  mice per group). (F) Upper panel shows representative coimmunofluorescence staining between Nephrin and Synaptopodin in the kidneys from *PIK3CA*<sup>WT</sup> and *PIK3CA*<sup>Pod-HET</sup> mice treated with either the vehicle or alpelisib. The lowest two panels show representative immunofluorescence staining of Nephrin or Synaptopodin in kidneys from *PIK3CA*<sup>WT</sup> and *PIK3CA*<sup>Pod-HET</sup> mice treated with either the vehicle or alpelisib. The lowest two panels are split channel images of the top panel images. Scale bar 20  $\mu\text{m}$ . (G) Glomerular Nephrin and Synaptopodin mean intensity quantification ( $n= 6$  mice per group). (H) Amnis ImageStream analysis of isolated podocytes of *PIK3CA*<sup>WT</sup> and *PIK3CA*<sup>Pod-HET</sup> mice treated with either the vehicle or alpelisib ( $n=3$  mice per group). Data are represented as means  $\pm$  SD. P values calculated using two-way ANOVA with Bonferroni's post hoc test (C right), and two-way ANOVA with Tukey's post hoc test (E, G, and H).

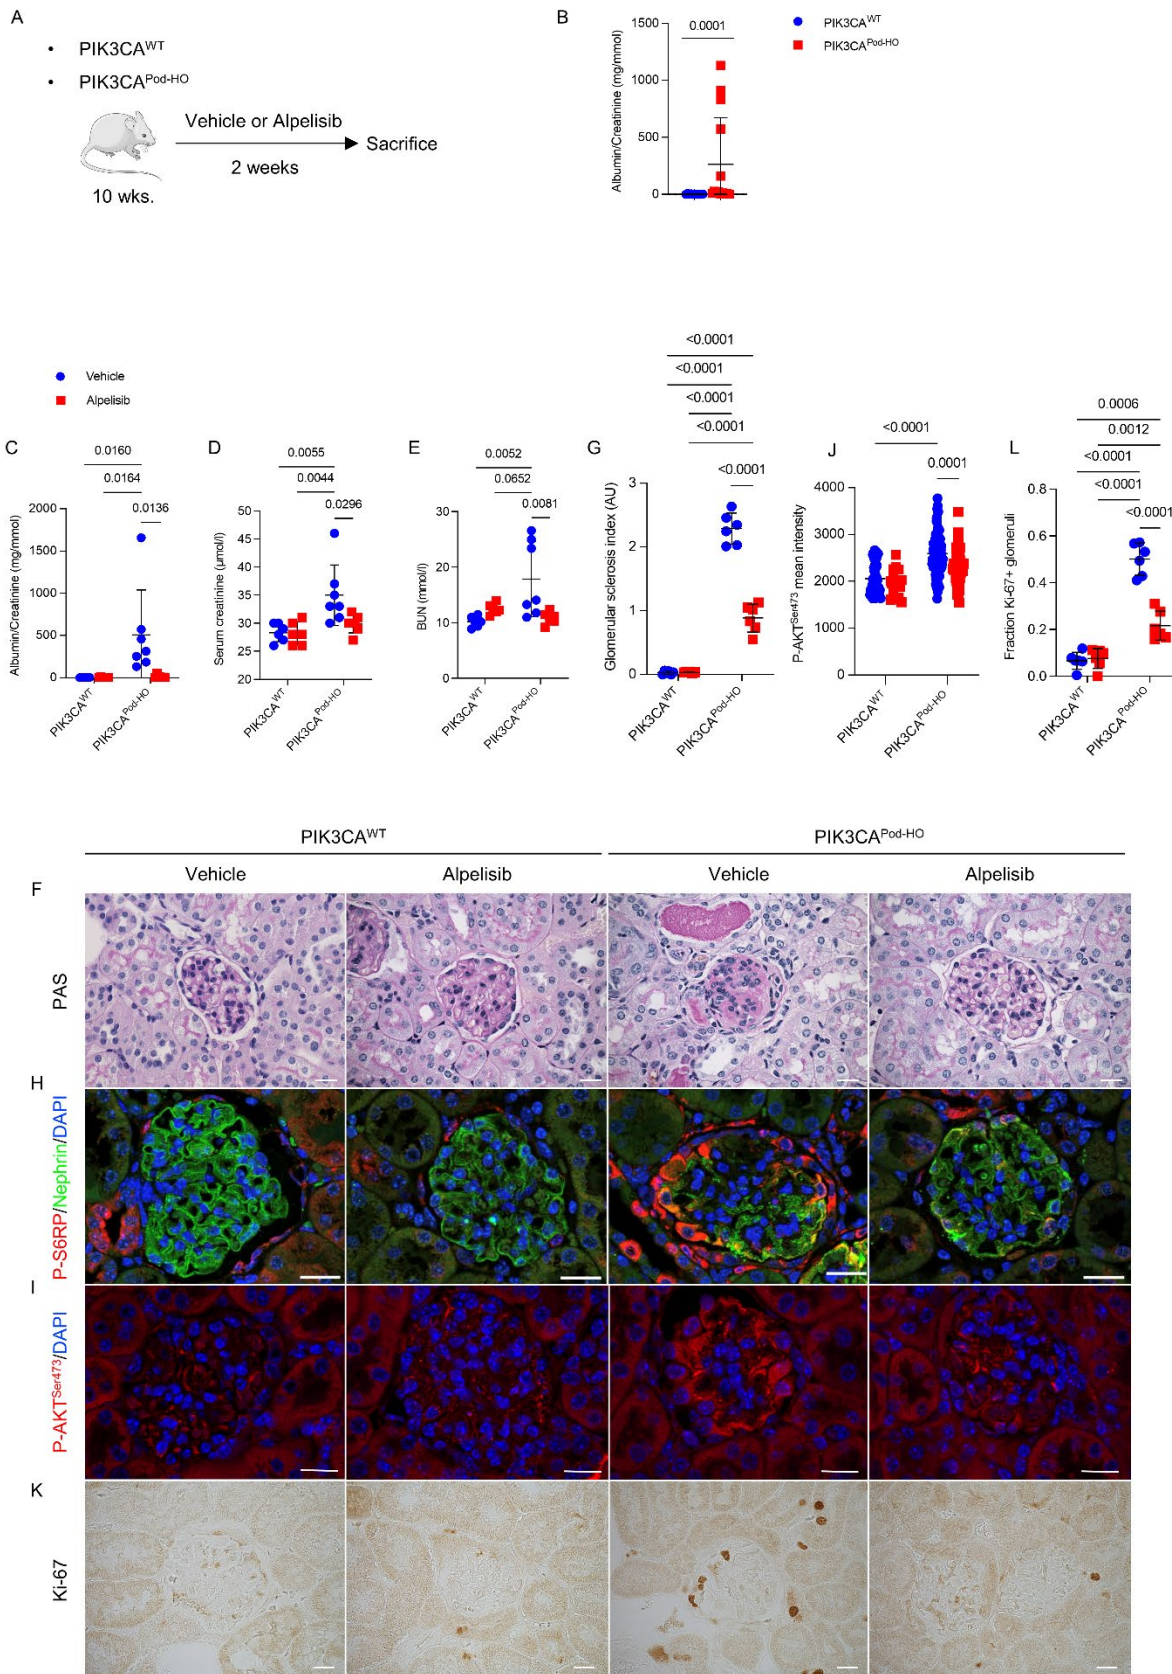

Supplemental Figure 6

**Supplemental Figure 6: Allele dose effect of *PIK3CA* gain-of-function mutation in podocytes and sensitivity to alpelisib.** (A) Design of the experimental protocol. (B) Urinary albumin to creatinine ratio of *PIK3CA*<sup>WT</sup> and *PIK3CA*<sup>Pod-HO</sup> mice before the start of treatment. (n=11 for *PIK3CA*<sup>WT</sup>, n=14 for *PIK3CA*<sup>Pod-HO</sup> mice). C-L are of *PIK3CA*<sup>WT</sup> and *PIK3CA*<sup>Pod-HO</sup> mice at the time of sacrifice (2 weeks after treatment with either the vehicle or alpelisib) (n=6 for *PIK3CA*<sup>WT</sup>-Vehicle and *PIK3CA*<sup>WT</sup>-Alpelisib, n=7 for *PIK3CA*<sup>HO</sup>-Vehicle and *PIK3CA*<sup>HO</sup>-Alpelisib, except otherwise stated). (C) Urinary albumin to creatinine ratio, (D) Serum creatinine, (E) BUN, (F) Representative PAS staining of kidneys (Scale

bar 32.2  $\mu\text{m}$ ), (**G**) GS index quantification (n=6 per group) (**H**) Representative coimmunofluorescence staining between P-S6RP and Nephrin in kidneys (Scale bar 20  $\mu\text{m}$ ), (**I**) Representative P-AKT<sup>Ser473</sup> immunofluorescence staining in kidneys (Scale bar 20  $\mu\text{m}$ ). (**J**) Quantification of mean P-AKT<sup>Ser473</sup> intensity in glomeruli, (**K**) Representative Ki-67 immunostaining (Scale bar 32.2  $\mu\text{m}$ ), (**L**) Quantification of Ki-67+ fraction (n=6 per group). Values are the means  $\pm$  SD and representative of 3 independent experiments (**B**, **C**, **D**, **E**, **G**, **J**, and **L**). P values calculated using two-way ANOVA with Tukey's post hoc test (**C**, **D**, **E**, **G**, **J**, and **L**); two-tailed Mann-Whitney U test (**B**).

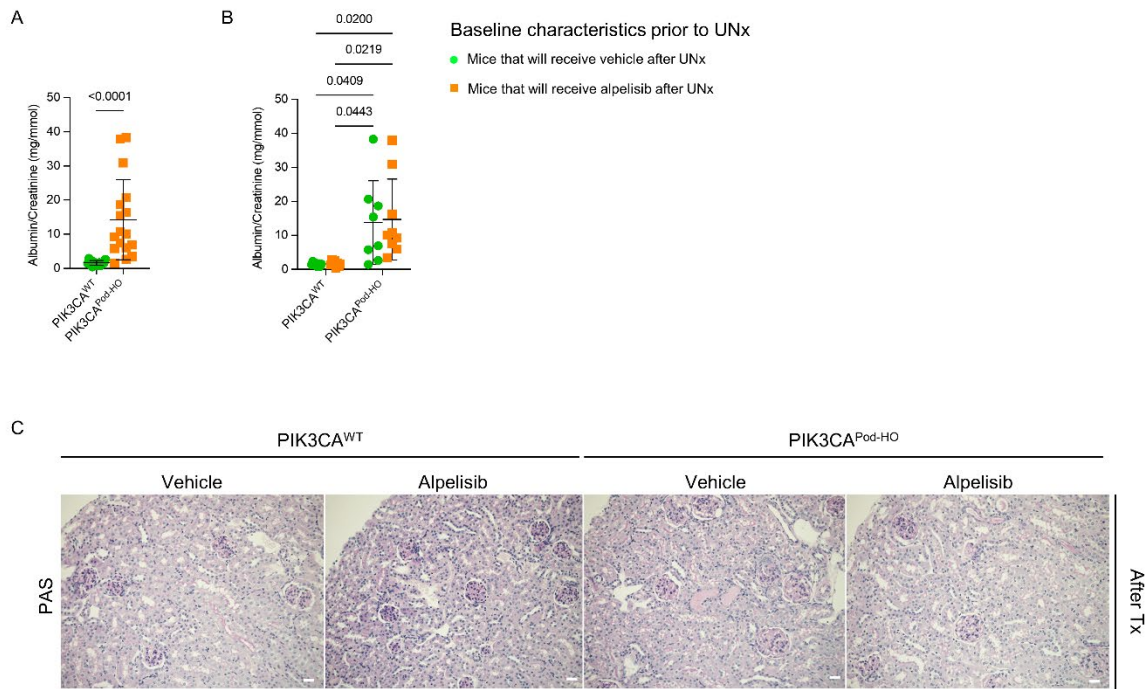

Supplemental Figure 7

**Supplemental Figure 7: Alpelisib improves kidney lesions in uninephrectomized *PIK3CA<sup>Pod-HO</sup>* mice.** UNx: Uninephrectomy. **(A)** Urinary albumin/creatinine of *PIK3CA<sup>WT</sup>* (n=16) and *PIK3CA<sup>Pod-HO</sup>* (n=17) mice prior to UNx. **(B)** Urinary albumin/creatinine of *PIK3CA<sup>WT</sup>* and *PIK3CA<sup>Pod-HO</sup>* mice prior to UNx that will be treated with either vehicle or alpelisib. n=8 for *PIK3CA<sup>WT</sup>*-Vehicle, *PIK3CA<sup>WT</sup>*-Alpelisib, *PIK3CA<sup>HO</sup>*-Vehicle, and n=9 for *PIK3CA<sup>HO</sup>*-Alpelisib. **(C)** PAS staining of kidneys from *PIK3CA<sup>WT</sup>* and *PIK3CA<sup>Pod-HO</sup>* mice at sacrifice. Data are represented as means  $\pm$  SD from 3 independent experiments for **(A)** and **(B)**. P values are calculated using two-tailed Mann-Whitney U test **(A)**, two-way ANOVA with Tukey's post hoc test **(B)**. Scale bars: 32.2  $\mu$ m **(C)**. Some data are identical between **(A)**, **(B)** and Figure 4L.

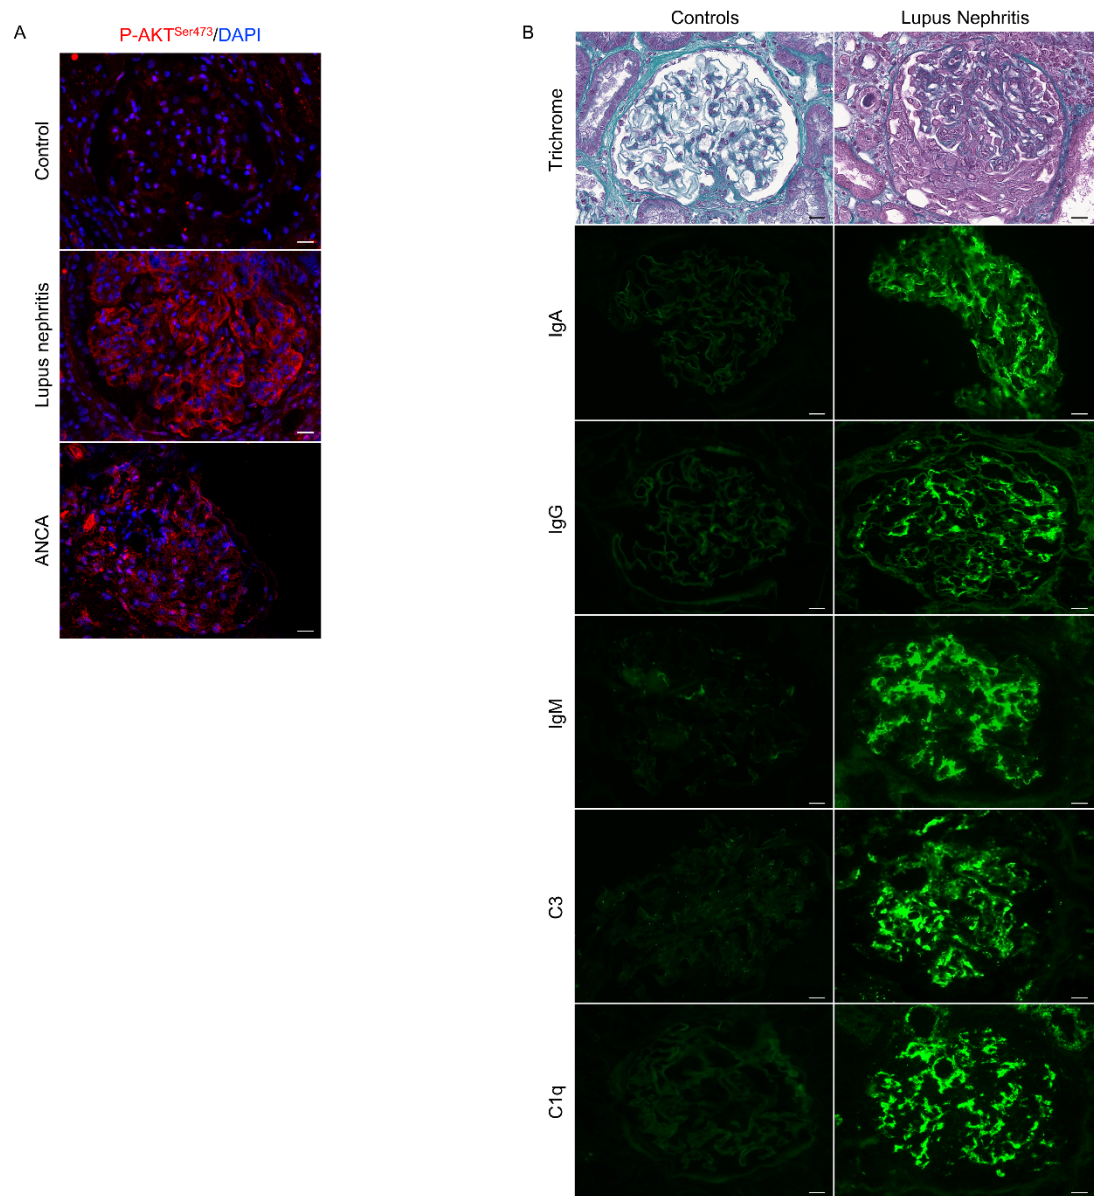

**C**

GS: Glomerulosclerosis over the total number of glomeruli; IFTA: Interstitial fibrosis and tubular atrophy; IF: Immunofluorescence.

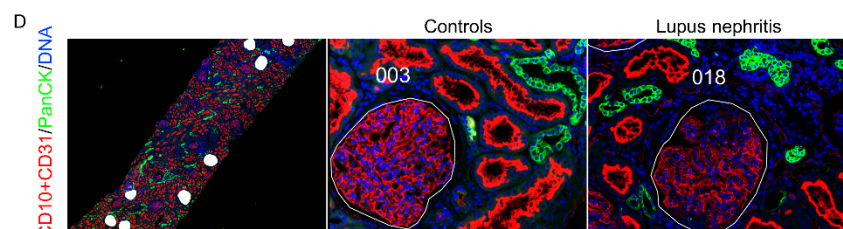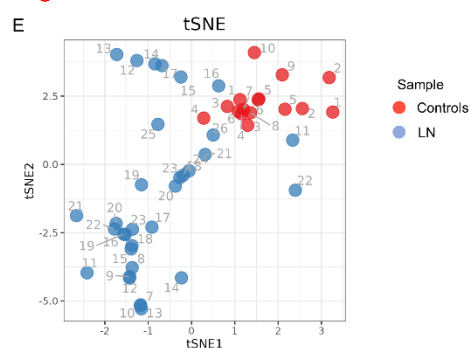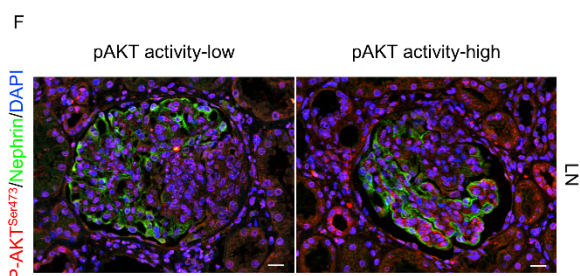

Supplemental Figure 8

**Supplemental Figure 8: Human kidney biopsies used for glomerular spatial transcriptomics.** (A) Representative immunofluorescence staining of P-AKT<sup>Ser473</sup> (frozen section) in kidney biopsies from patients with lupus nephritis (LN), ANCA vasculitis or controls (n=4 patients per group). Note the images are the split channel images of Figure 4A. (B) Representative kidney staining (Trichrome staining and immunofluorescence of IgA, IgG, IgM, C3, and C1q) for controls and LN patients. (C) Patient biopsy information and NIH classification for LN to demonstrate the activity of the disease. A total of 49 ROI distributions among each sample are shown. (D) Schematic of the spatial transcriptomics workflow. Two slides were analyzed. On each slide (slide A and B), 2 LN kidney biopsies and 2 control kidney biopsies were assigned to avoid batch effects between the slides. CD10 + CD31, PanCK, and DNA were used to visualize the kidney structure to enable selection of the region of interest (ROI). Representative ROIs for controls and LN are shown. (E) T-distributed neighbor embedding (t-SNE) plot showing the distribution of LN (in blue) and controls (in red) glomeruli. (F) Representative Nephryn/P-AKT<sup>Ser473</sup> immunofluorescence staining for LN kidneys. With mean intensity quantification, the LN ROIs were classified either as pAKT activity-low or pAKT activity-high. Scaler bars: 20  $\mu$ m (A, B, F).

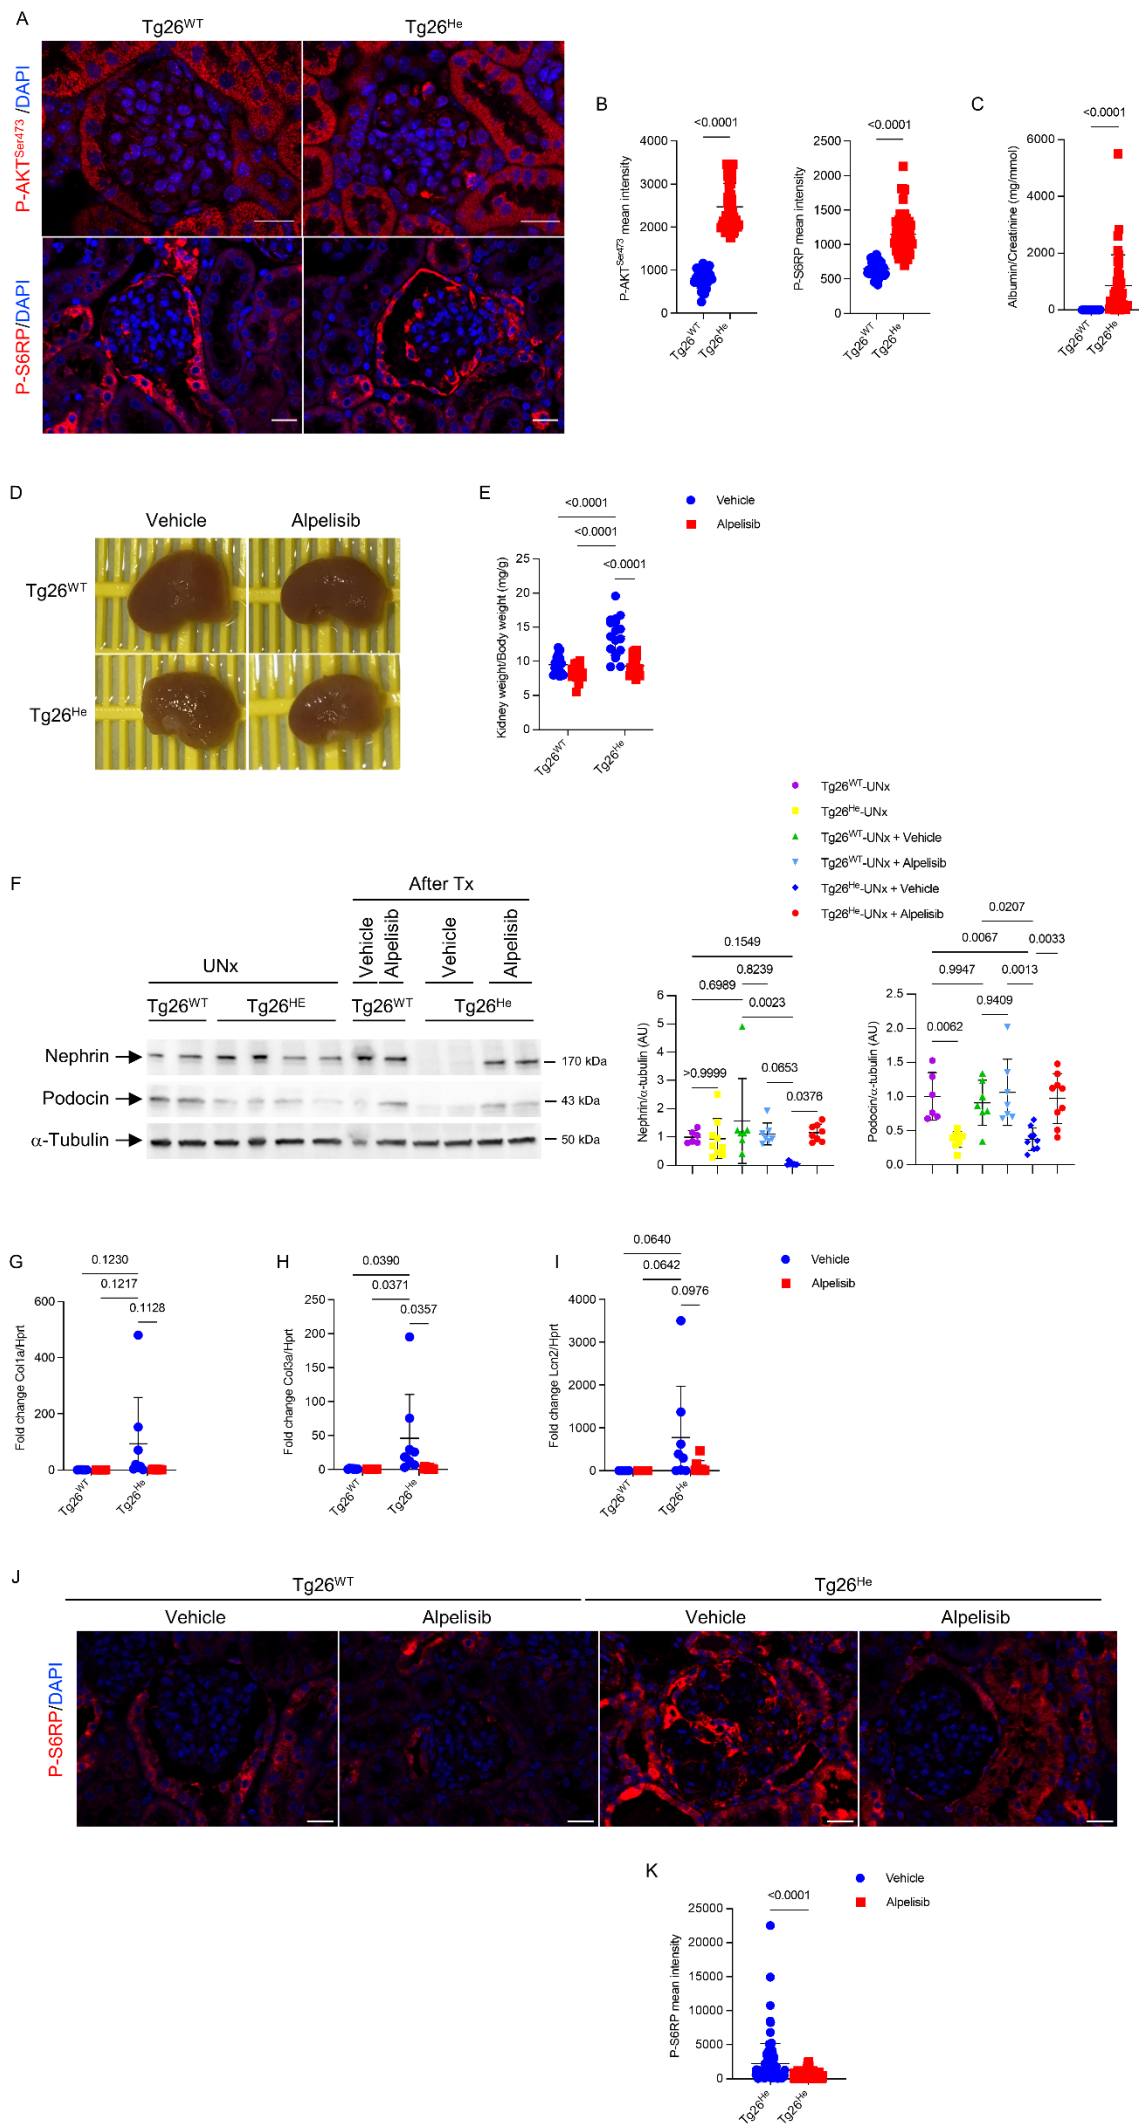

Supplemental Figure 9

**Supplemental Figure 9: Alpelisib improves kidney lesions in a mouse model of collapsing glomerulopathy. (A)** Representative P-AKT<sup>Ser473</sup> and P-S6RP immunofluorescence staining in kidneys from 4-week-old *Tg26<sup>WT</sup>* and *Tg26<sup>He</sup>* mice. Scale bar 20  $\mu$ m. **(B)** Quantification of mean P-AKT<sup>Ser473</sup> intensity and P-S6RP mean intensity of glomeruli from 4-week-old *Tg26<sup>WT</sup>* and *Tg26<sup>He</sup>* mice. (n=6 mice per group). **(C)** Urinary albumin to creatinine ratio of 4-week-old *Tg26<sup>WT</sup>* and *Tg26<sup>He</sup>* mice before UNx (n= 31 for *Tg26<sup>WT</sup>*, and n= 37 for *Tg26<sup>He</sup>* mice). Note that this data is identical to the before-UNx data in Figure 5Q. **(D)** Representative kidney photos of the *Tg26<sup>WT</sup>* and *Tg26<sup>He</sup>* mice at the time of sacrifice (4 weeks following UNx and treated either with vehicle or alpelisib). **(E)** kidney-to-body weight ratio of *Tg26<sup>WT</sup>* and *Tg26<sup>He</sup>* mice at the time of sacrifice (n= 16 for *Tg26<sup>WT</sup>*-Vehicle, n= 15 for *Tg26<sup>WT</sup>*-Alpelisib, n=18 for *Tg26<sup>He</sup>*-Vehicle, n=19 for *Tg26<sup>He</sup>*-Alpelisib). **(F)** Western blot and quantification of Nephryn, Podocin, and  $\alpha$ -tubulin in kidney cortex from *Tg26<sup>WT</sup>* and *Tg26<sup>He</sup>* mice either at UNx or at sacrifice (n=6 for *Tg26<sup>WT</sup>* UNx kidney, n=9 for *Tg26<sup>He</sup>* UNx kidney, n=7 for *Tg26<sup>WT</sup>*-Vehicle and *Tg26<sup>WT</sup>*-Alpelisib, n=8 for *Tg26<sup>He</sup>*-Vehicle and *Tg26<sup>He</sup>*-Alpelisib). **(G)** *Col1a*, **(H)** *Col3a*, and **(I)** *Lcn2* quantification of qRT-PCR analysis in kidney cortex from *Tg26<sup>WT</sup>* and *Tg26<sup>He</sup>* mice at sacrifice (n=8 for *Tg26<sup>WT</sup>*-Vehicle, *Tg26<sup>WT</sup>*-Alpelisib, *Tg26<sup>He</sup>*-Vehicle, and n=9 for *Tg26<sup>He</sup>*-Alpelisib). **(J)** Representative P-S6RP immunofluorescence and their glomerular quantification **(K)** from *Tg26<sup>WT</sup>* and *Tg26<sup>He</sup>* mice kidney at sacrifice (n= 6 mice per group). Data are represented as means  $\pm$  SD are from 6 independent experiments **(E)**, or are means  $\pm$  SD and representative of 3 independent experiments **(B, C, F-K)**. P values calculated using two-tailed Mann-Whitney U test **(B, C, and K)**, two-way ANOVA with Tukey's post hoc test **(E, G-I)**; one-way ANOVA with Tukey's post hoc test **(F)**.

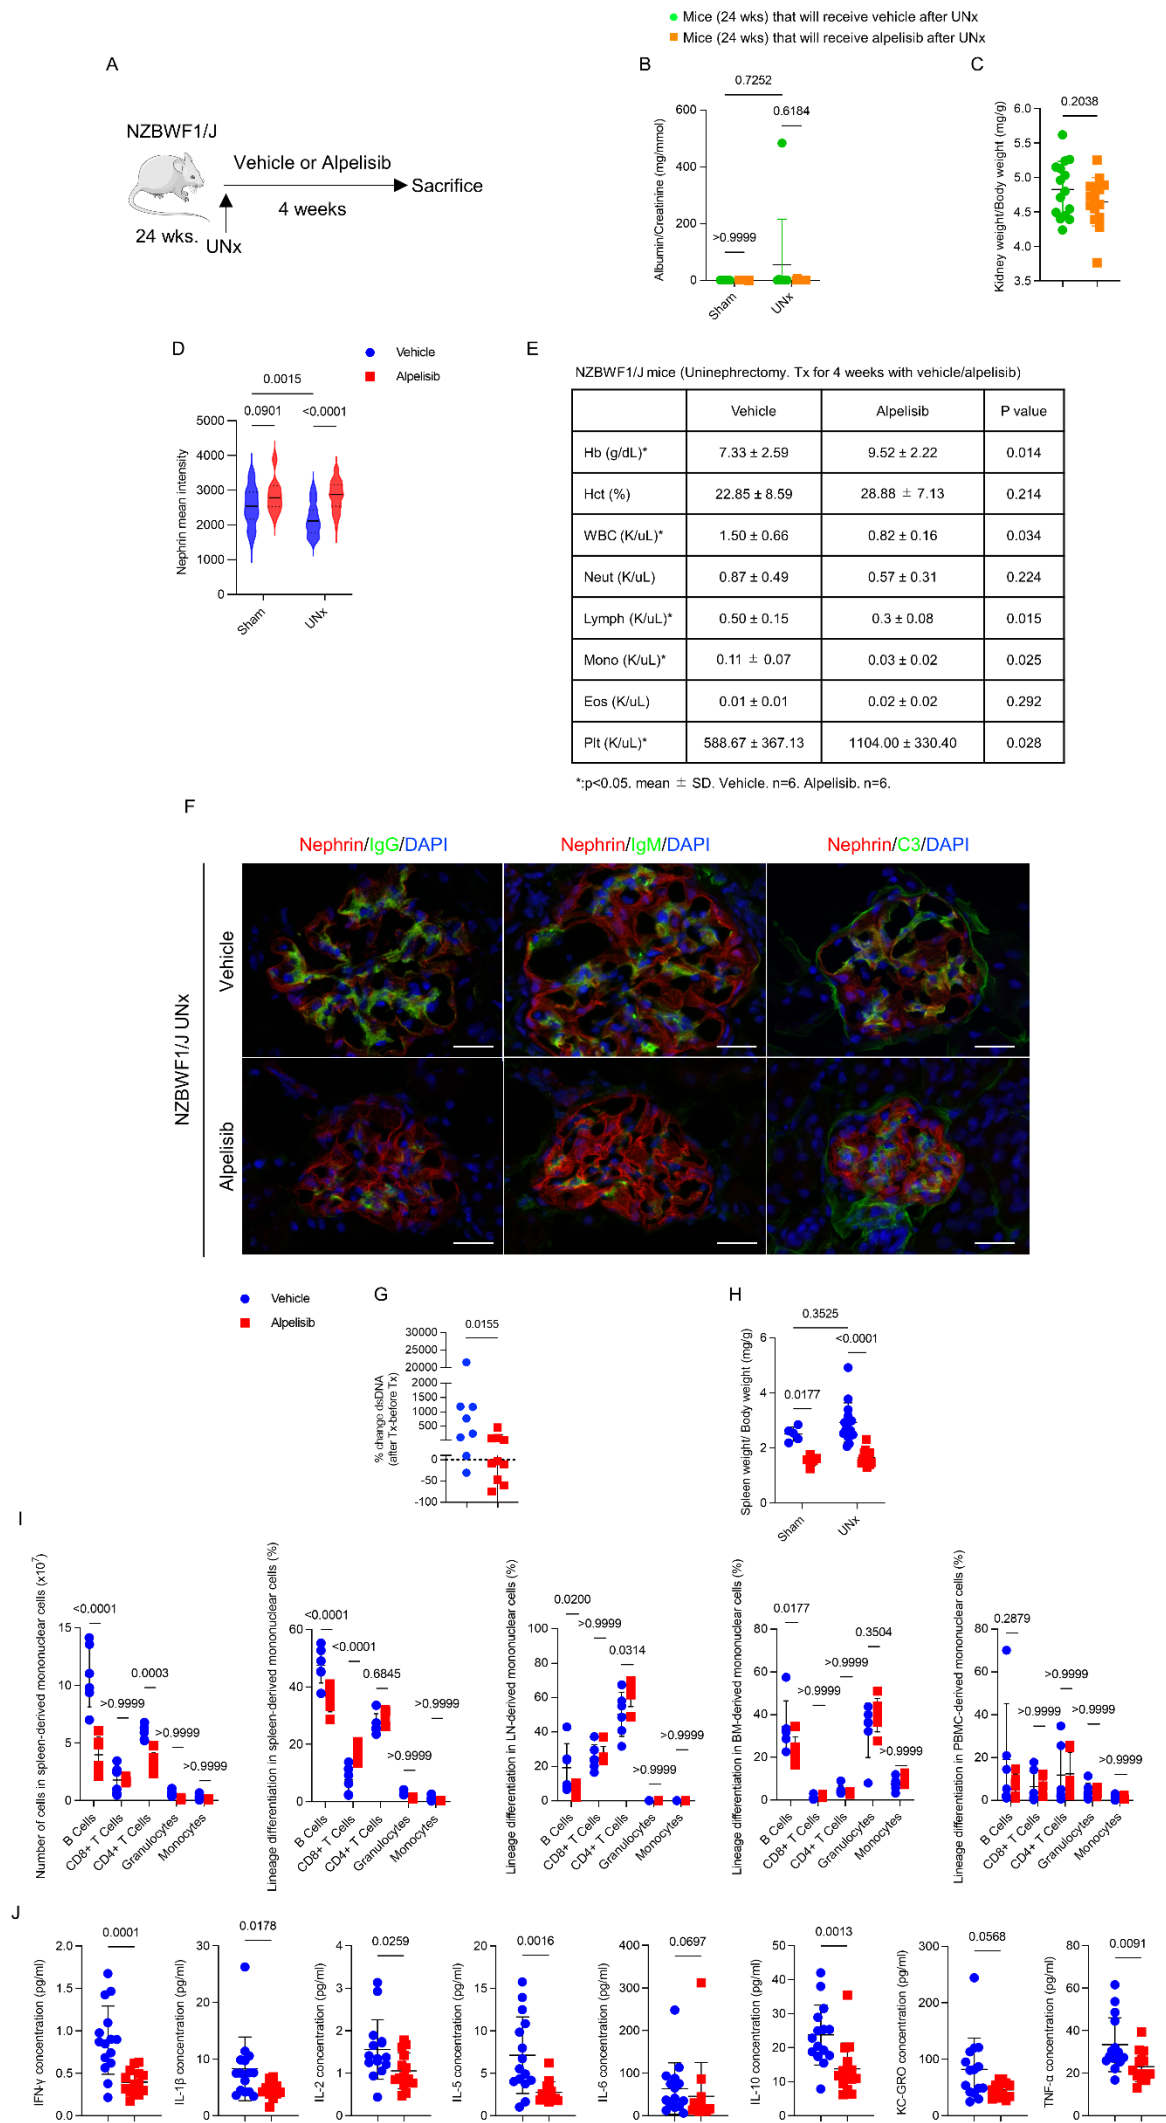

Supplemental Figure 10

**Supplemental Figure 10: Alpelisib improves kidney lesions in *NZBWF1/J* Lupus Nephritis models.** (A) Design of the experimental protocol. (B) Urinary albumin to creatinine ratio. (n= 5 for *NZBWF1/J*-Sham-Vehicle and *NZBWF1/J*-Sham-Alpelisib, n= 9 for *NZBWF1/J*-UNx-Vehicle and *NZBWF1/J*-UNx-Alpelisib mice). (C) Kidney-to-body weight ratio of *NZBWF1/J* mice UNx kidney (n=15 per group). D-J are of *NZBWF1/J* mice at the time of sacrifice (4 weeks after either sham operation or UNx followed by treatment with either the vehicle or alpelisib). (D) Nephryn mean intensity quantification of glomeruli at sacrifice (n= 6 mice per group). Related to Figure 7F. (E) Peripheral blood counts at sacrifice (n= 6 mice per group). (F) Representative IgG/Nephrin, IgM/Nephrin, and C3/Nephrin coimmunofluorescence staining at sacrifice (n=6 mice per group). Scale bar 20  $\mu$ m. (G) dsDNA titer change ratio in the serum (after treatment at sacrifice to before UNx) of *NZBWF1/J* mice treated with either the vehicle or alpelisib (n=8 for *NZBWF1/J*-UNx-Vehicle, n=10 for *NZBWF1/J*-UNx-Alpelisib). (H) Spleen to body weight ratio at sacrifice (n=5 for *NZBWF1/J*-Sham-Vehicle and *NZBWF1/J*-Sham-Alpelisib, n=15 for *NZBWF1/J*-UNx-Vehicle and *NZBWF1/J*-UNx-Alpelisib mice). (I) Percentage of peripheral blood mononuclear cell (PBMCs), spleen, lymph nodes, and bone marrow cell population at sacrifice determined by flow cytometry analysis (n=6 per group). CD4, CD8, B220, Mac1, and Gr1 are used as lineage markers. For the spleen, the absolute cell numbers are also shown. (J) Serum cytokines at sacrifice (IFN- $\gamma$ , IL-1 $\beta$ , IL-2, IL-5, IL-6, IL-10, KC-GRO, and TNF- $\alpha$ ) measurements (n=16 mice for *NZBWF1/J*-UNx-Vehicle, n=15 mice for *NZBWF1/J*-UNx-Alpelisib). Values are the means  $\pm$  SD and representative of 3 independent experiments (B, C, D, G, H, I, and J). P values calculated using two-way ANOVA with Tukey's post hoc test (B, D, and H); two-way ANOVA with Bonferroni's post hoc test (I), two-tailed *t* test (C, E), and two-tailed Mann-Whitney U test (G and J).

A

FVB/NJ mice (Tx for 4 weeks with vehicle/alpelisib)

|              | Vehicle       | Alpelisib    | P value |
|--------------|---------------|--------------|---------|
| Hb (g/dL)    | 11.32 ± 4.77  | 13.77 ± 2.33 | 0.2935  |
| Hct (%)      | 37.26 ± 17.62 | 47.03 ± 8.18 | 0.2536  |
| WBC (K/uL)   | 3.98 ± 1.87   | 4.66 ± 2.05  | 0.5861  |
| Neut (K/uL)  | 0.74 ± 0.39   | 1.25 ± 0.91  | 0.2764  |
| Lymph (K/uL) | 3.17 ± 1.55   | 3.31 ± 1.43  | 0.8793  |
| Mono (K/uL)  | 0.02 ± 0.02   | 0.04 ± 0.03  | 0.5213  |
| Eos (K/uL)   | 0.04 ± 0.03   | 0.07 ± 0.03  | 0.2594  |
| Plt (K/uL)   | 1106 ± 545    | 1116 ± 174   | 0.9681  |

mean ± SD. Vehicle, n=5. Alpelisib, n=6.

B

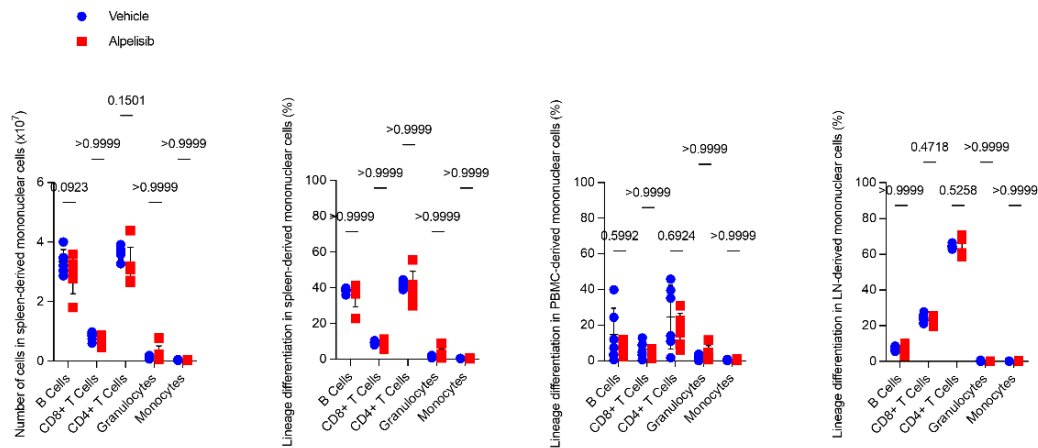

Supplemental Figure 11

**Supplemental Figure 11: Alpelisib does not affect the lymphocyte population in wild-type mice.** (A) Peripheral blood counts of FVB/N wild-type mice treated with either the vehicle or alpelisib for 4 weeks (n=5 mice for vehicle and n=6 mice for alpelisib). (B) Percentage of spleen, peripheral blood mononuclear cell (PBMCs), and lymph node cell population determined by flow cytometry analysis in FVB/N mice at the time of sacrifice and 4 weeks after treatment with either the vehicle or alpelisib (n=6 mice per group). For the spleen, the absolute cell numbers are also shown. CD4, CD8, B220, Mac1, Gr1 are used as lineage markers. Values are the means ± SD. P values calculated using two-tailed *t* test (A), and two-way ANOVA with Bonferroni's post hoc test (B).

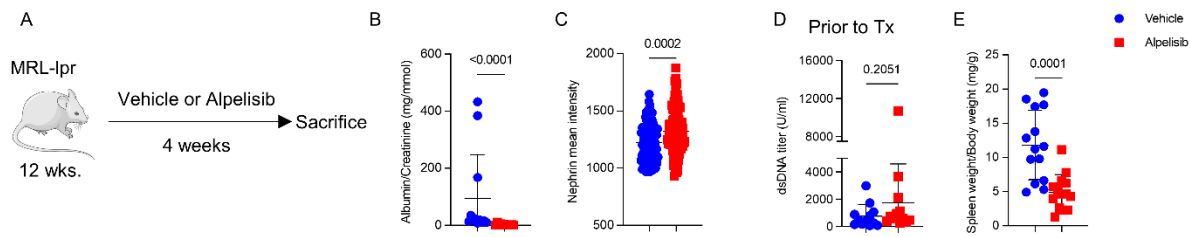

**F**

|               | Vehicle         | Alpelisib       | P value |
|---------------|-----------------|-----------------|---------|
| Hb (g/dL)*    | 12.05 ± 1.85    | 14.39 ± 1.78    | 0.017   |
| Hct (%)       | 38.44 ± 7.26    | 44.98 ± 6.28    | 0.064   |
| WBC (K/uL)*   | 7.16 ± 5.02     | 2.55 ± 1.58     | 0.016   |
| Neut (K/uL)   | 1.74 ± 1.16     | 1.46 ± 1.20     | 0.556   |
| Lymph (K/uL)* | 4.7 ± 3.59      | 0.66 ± 0.39     | 0.004   |
| Mono (K/uL)   | 0.53 ± 0.50     | 0.23 ± 0.30     | 0.162   |
| Eos (K/uL)    | 0.17 ± 0.15     | 0.07 ± 0.07     | 0.072   |
| Plt (K/uL)*   | 607.75 ± 164.56 | 911.44 ± 222.06 | 0.006   |

MRL/Lpr mice (Tx for 4 weeks with vehicle/alpelisib). \*p < 0.05. mean ± SD. Vehicle, n=8. Alpelisib, n=9.

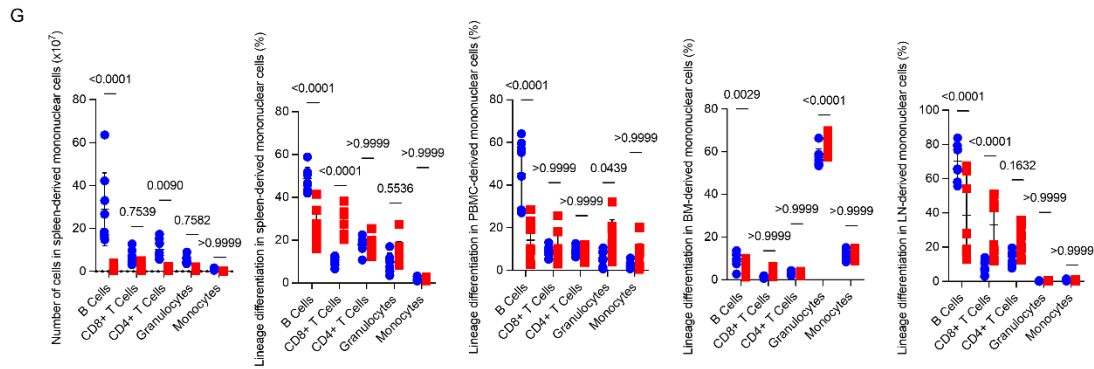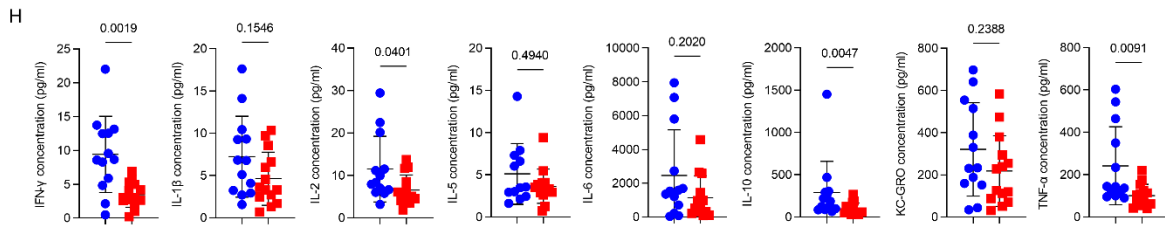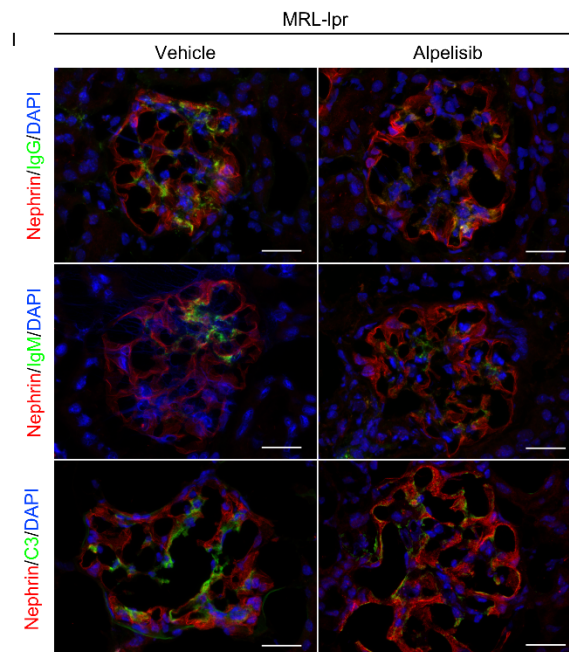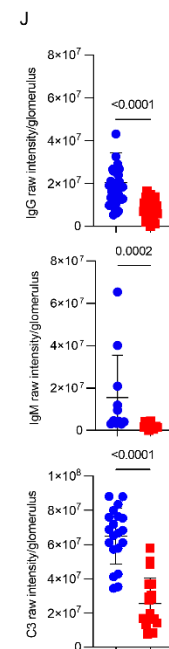

Supplemental Figure 12

**Supplemental Figure 12: Alpelisib improves kidney lesions in *MRL-lpr* mice.** (A) Design of the experimental protocol. **B-C**, and **E-J** are of *MRL-lpr* mice at the time of sacrifice (4 weeks after treatment with either the vehicle or alpelisib). (B) Urinary albumin to creatinine ratio at sacrifice (n=12 mice per group). (C) Nephlin mean intensity quantification from the kidney glomeruli at sacrifice (n=4 mice for vehicle, n=6 mice for alpelisib). (D) dsDNA titer in the serum of the *MRL-lpr* mice prior to treatment initiation at 12 weeks old (n=14 mice for vehicle, n=15 mice for alpelisib). (E) Spleen to body weight ratio at sacrifice (n=14 mice per group). (F) Peripheral blood cell counts at sacrifice (n=8 for vehicle, n=9 for alpelisib). (G) Percentage of spleen, peripheral blood mononuclear cell (PBMCs), bone marrow, and lymph node cell population at sacrifice determined by flow cytometry analysis (n=8 mice for vehicle, n=9 mice for alpelisib). For the spleen, absolute cell numbers are also shown. CD4, CD8, B220, Mac1, and Gr1 are used as lineage markers. (H) Serum cytokines (IFN- $\gamma$ , IL-1 $\beta$ , IL-2, IL-5, IL-6, IL-10, KC-GRO, and TNF- $\alpha$ ) at sacrifice (n=13 for vehicle, n=14 for alpelisib). Note that for IL-5, 1 vehicle mouse was below detection range that n=12 for vehicle in IL-5 measurement. (I) Representative IgG/Nephlin, IgM/Nephlin, C3/Nephlin coimmunofluorescence staining of kidneys. Scale bar 20  $\mu$ m. (J) Quantification of the IgG, IgM, and C3 raw intensity per glomerulus (n=6 mice per group). Values are the means  $\pm$  SD. P values calculated using two-way ANOVA with Bonferroni's post hoc test (G), two-tailed *t* test (C, F), and two-tailed Mann-Whitney U test (B, D, E, H, and J).

A

| Patient (LN) | Treatments                                                                                                        |                                                                                                                      |                                                                                                                      |                                                                                                                      |
|--------------|-------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------|
| 1            | 2022 <ul style="list-style-type: none"><li>Steroids</li><li>Mycophenolate mofetil</li><li>Obinutuzumab</li></ul>  |                                                                                                                      |                                                                                                                      |                                                                                                                      |
| 2            | 2013 <ul style="list-style-type: none"><li>Hydroxychloroquine</li><li>Steroids</li><li>Cyclophosphamide</li></ul> | 2014 <ul style="list-style-type: none"><li>Steroids</li><li>Mycophenolate mofetil</li></ul>                          | 2018 <ul style="list-style-type: none"><li>Steroids</li><li>Mycophenolate mofetil</li><li>Rituximab</li></ul>        | 2022 <ul style="list-style-type: none"><li>Steroids</li><li>Mycophenolate mofetil</li><li>Cyclophosphamide</li></ul> |
| 3            | 2012 <ul style="list-style-type: none"><li>Steroids</li><li>Mycophenolate mofetil</li><li>IVIG</li></ul>          | 2019 <ul style="list-style-type: none"><li>Steroids</li><li>Mycophenolate mofetil</li><li>Cyclophosphamide</li></ul> | 2022 <ul style="list-style-type: none"><li>Steroids</li><li>Mycophenolate mofetil</li><li>Cyclophosphamide</li></ul> |                                                                                                                      |
| 4            | 2014 <ul style="list-style-type: none"><li>Hydroxychloroquine</li></ul>                                           | 2016 <ul style="list-style-type: none"><li>Rituximab</li></ul>                                                       | 2020 <ul style="list-style-type: none"><li>Rituximab</li><li>Mycophenolate mofetil</li></ul>                         | 2022 <ul style="list-style-type: none"><li>Steroids</li><li>Cyclophosphamide</li><li>Mycophenolate mofetil</li></ul> |

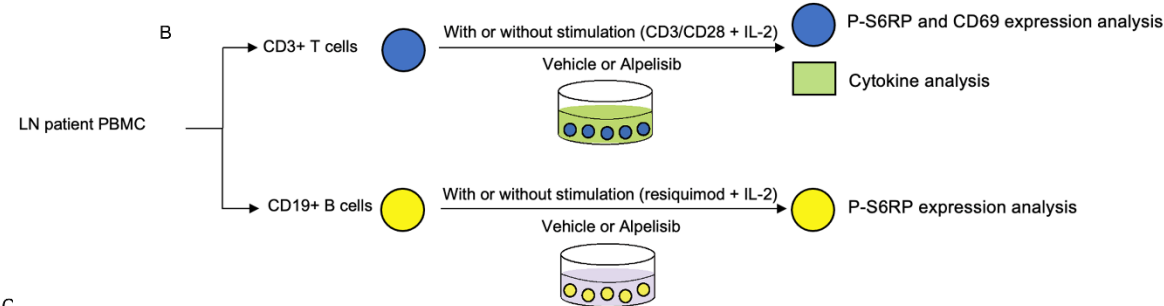

C

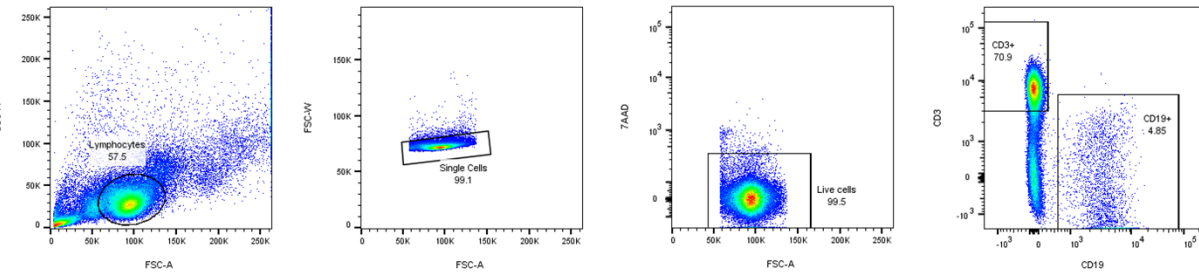

D

From MSD data:

| Normal samples median (pg/ml) | 3.77      | 0.16      | 0.52      | ND | 0.47      | 9.61      | 0.2       | 0.29      | 1.65      | 0.36      |
|-------------------------------|-----------|-----------|-----------|----|-----------|-----------|-----------|-----------|-----------|-----------|
| Range (pg/ml)                 | 0.64-14.4 | 0.11-24.3 | 0.22-2.68 | NA | 0.16-27.2 | 1.48-1720 | 0.06-3.08 | 0.26-0.38 | 0.60-2.78 | 0.10-1.75 |

ND: Not detectable, NA: Not appropriate

E

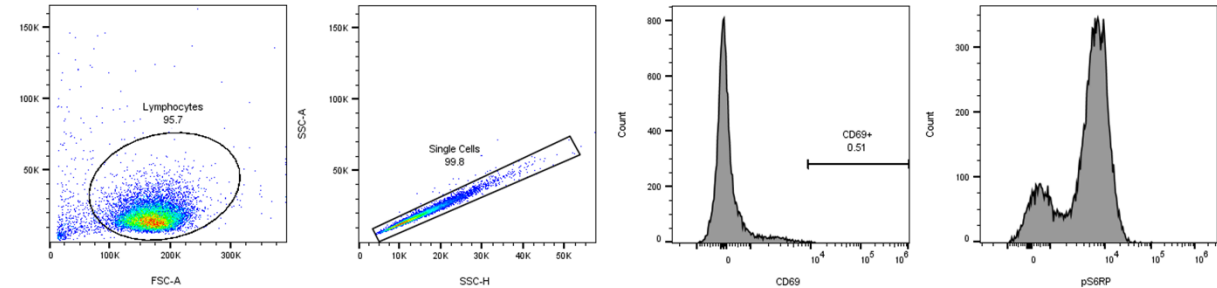

Supplemental Figure 13

**Supplemental Figure 13: Alpelisib impairs the activation of lymphocytes from patients with Lupus Nephritis.** (A) Immunosuppressant medical history of the 4 lupus patients (LN1-LN4) whose PBMCs underwent analysis. (B) Scheme of the study. (C) CD3+ T cell and CD19+ B cell sorting scheme from the PBMCs of lupus patients. (D) Lupus patients' PBMC sorting results for lymphocytes, including CD3+ T cells and CD19+ B cells (% PBMC), and serum cytokine results. The data of normal human serum tested by MSD® for this Proinflammatory Panel 1 (human) kit is shown as a reference. (E) The gating scheme of the phosphoflow analysis of CD3+ T cells 1 day after stimulation and treatment of the cells.

A

- Unstimulated
- Stimulated (CD3/CD28+IL2)
- ▲ Stimulated (CD3/CD28+IL2) + alpelisib 5uM
- ▼ Stimulated (CD3/CD28+IL2) + alpelisib 10uM

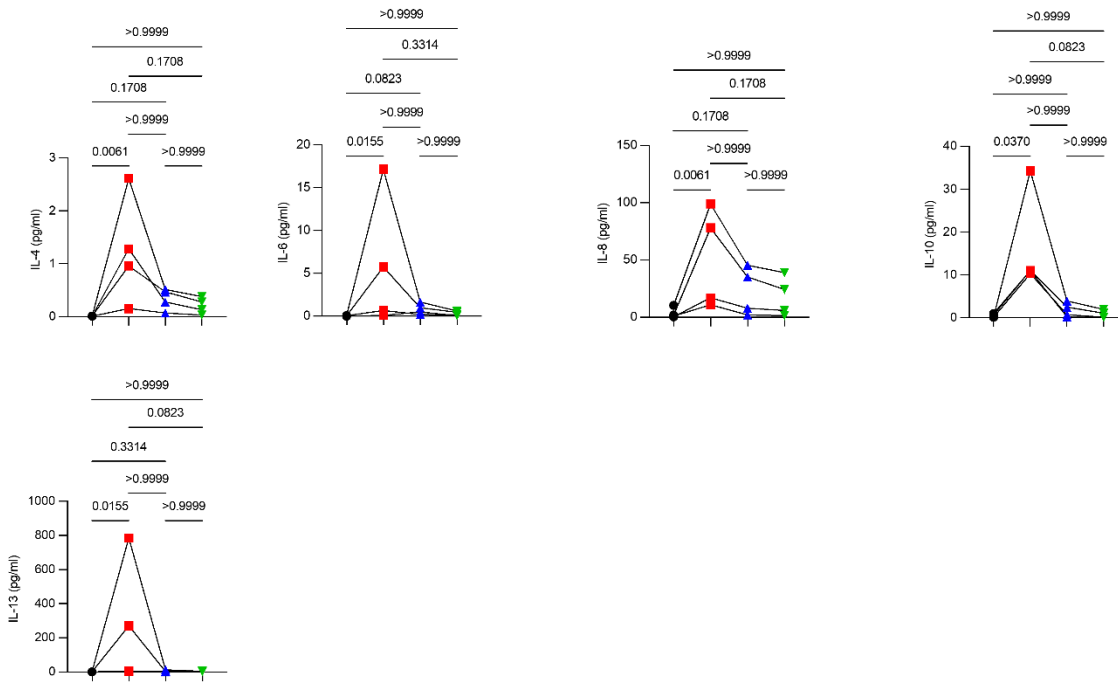

Supplemental Figure 14

**Supplemental Figure 14: Alpelisib impaired, in vitro, B and T cell activation from lupus patients. (A)** Cytokine measurements at day 7 in supernatant from non-stimulated or stimulated CD3+ T cells, treated with the vehicle or 5 $\mu$ M or 10 $\mu$ M alpelisib. Patients LN1-4 are included in the analysis. IL-4, IL-6, IL-8, IL-10 and IL-13 are shown here. Means  $\pm$  SD. P values calculated using one-way ANOVA with Friedman test with Dunn's multiple comparisons test.

**Supplemental Table 1. Representative highly expressed gene lists of 20 clusters**

|                  |                                                                                  |
|------------------|----------------------------------------------------------------------------------|
| <b>p_val</b>     | p-value                                                                          |
| <b>avg_logFC</b> | Average fold change in expression between the compared groups                    |
| <b>pct.1</b>     | Percentage of cells where the gene is detected in the first group (the cluster)  |
| <b>pct.2</b>     | Percentage of cells where the gene is detected in the second group (other cells) |
| <b>p_val_adj</b> | Adjusted p-value based on bonferroni correction using all genes in the dataset   |
| <b>cluster</b>   | Cluster identifier                                                               |
| <b>gene</b>      | Gene identified as a marker                                                      |

|          |      |       |       |          |            |        |
|----------|------|-------|-------|----------|------------|--------|
| 6.51E-15 | 0.56 | 0.659 | 0.688 | 2.02E-10 | Lymphocyte | Eef1g  |
| 8.30E-15 | 0.69 | 0.623 | 0.634 | 2.57E-10 | Lymphocyte | Serp1  |
| 2.91E-14 | 0.67 | 0.615 | 0.558 | 9.01E-10 | Lymphocyte | Tagln2 |
| 3.57E-14 | 0.54 | 0.659 | 0.626 | 1.11E-09 | Lymphocyte | Srsf3  |

## Supplemental Table 2. KEGG pathway analysis for podocyte clusters

### Cluster Podocyte-1 ANALYSIS

Significant Pathways (73)

| Link to KEGG Pathway | Pathway Description (KEGG)                               | Number Genes in Pathway | Number Regulated Genes | P-value  | FDR      |
|----------------------|----------------------------------------------------------|-------------------------|------------------------|----------|----------|
| mmu04514             | Cell adhesion molecules (CAMs)                           | 169                     | 9                      | 2.42E-05 | 1.36E-03 |
| mmu04010             | MAPK signaling pathway                                   | 294                     | 11                     | 7.93E-05 | 3.20E-03 |
| mmu04350             | TGF-beta signaling pathway                               | 84                      | 5                      | 1.00E-03 | 2.28E-02 |
| mmu04014             | Ras signaling pathway                                    | 233                     | 8                      | 1.32E-03 | 2.76E-02 |
| mmu04550             | Signaling pathways regulating pluripotency of stem cells | 137                     | 6                      | 1.57E-03 | 3.17E-02 |
| mmu04151             | PI3K-Akt signaling pathway                               | 358                     | 10                     | 1.62E-03 | 3.25E-02 |

### Cluster Podocyte-2 ANALYSIS

Significant Pathways (37)

| Link to KEGG Pathway | Pathway Description (KEGG)       | Number Genes in Pathway | Number Regulated Genes | P-value  | FDR      |
|----------------------|----------------------------------|-------------------------|------------------------|----------|----------|
| mmu04512             | ECM-receptor interaction         | 83                      | 7                      | 6.37E-07 | 3.36E-04 |
| mmu04510             | Focal adhesion                   | 199                     | 8                      | 2.57E-05 | 4.51E-03 |
| mmu04810             | Regulation of actin cytoskeleton | 215                     | 7                      | 3.08E-04 | 2.26E-02 |
| mmu04530             | Tight junction                   | 167                     | 6                      | 4.99E-04 | 3.10E-02 |
| mmu04514             | Cell adhesion molecules (CAMs)   | 169                     | 6                      | 5.32E-04 | 3.23E-02 |
| mmu04974             | Protein digestion and absorption | 90                      | 4                      | 2.08E-03 | 8.27E-02 |

### Cluster Podocyte-3 ANALYSIS

Significant Pathways (60)

| Link to KEGG Pathway | Pathway Description (KEGG)             | Number Genes in Pathway | Number Regulated Genes | P-value  | FDR      |
|----------------------|----------------------------------------|-------------------------|------------------------|----------|----------|
| mmu05418             | Fluid shear stress and atherosclerosis | 143                     | 8                      | 1.98E-05 | 3.13E-03 |
| mmu04668             | TNF signaling pathway                  | 110                     | 7                      | 2.91E-05 | 4.09E-03 |
| mmu04514             | Cell adhesion molecules (CAMs)         | 169                     | 7                      | 4.26E-04 | 2.64E-02 |
| mmu04010             | MAPK signaling pathway                 | 294                     | 9                      | 6.10E-04 | 3.20E-02 |
| mmu04657             | IL-17 signaling pathway                | 91                      | 5                      | 8.20E-04 | 3.81E-02 |
| mmu04371             | Apelin signaling pathway               | 139                     | 6                      | 8.89E-04 | 3.98E-02 |

### Cluster Podocyte-4 ANALYSIS

Significant Pathways (50)

| Link to KEGG Pathway | Pathway Description (KEGG)       | Number Genes in Pathway | Number Regulated Genes | P-value  | FDR      |
|----------------------|----------------------------------|-------------------------|------------------------|----------|----------|
| mmu04022             | cGMP-PKG signaling pathway       | 168                     | 11                     | 2.18E-09 | 7.65E-07 |
| mmu04024             | cAMP signaling pathway           | 198                     | 11                     | 1.22E-08 | 3.69E-06 |
| mmu04510             | Focal adhesion                   | 199                     | 11                     | 1.29E-08 | 3.69E-06 |
| mmu04371             | Apelin signaling pathway         | 139                     | 9                      | 7.48E-08 | 1.97E-05 |
| mmu04810             | Regulation of actin cytoskeleton | 215                     | 10                     | 3.07E-07 | 6.93E-05 |
| mmu04530             | Tight junction                   | 167                     | 6                      | 3.28E-04 | 2.47E-02 |

### Cluster Podocyte-5 ANALYSIS

Significant Pathways (26)

| Link to KEGG Pathway | Pathway Description (KEGG)           | Number Genes in Pathway | Number Regulated Genes | P-value  | FDR      |
|----------------------|--------------------------------------|-------------------------|------------------------|----------|----------|
| mmu04512             | ECM-receptor interaction             | 83                      | 4                      | 3.95E-05 | 1.54E-02 |
| mmu04510             | Focal adhesion                       | 199                     | 4                      | 1.12E-03 | 1.38E-01 |
| mmu04657             | IL-17 signaling pathway              | 91                      | 3                      | 1.21E-03 | 1.38E-01 |
| mmu04350             | TGF-beta signaling pathway           | 84                      | 2                      | 1.61E-02 | 6.89E-01 |
| mmu04974             | Protein digestion and absorption     | 90                      | 2                      | 1.84E-02 | 7.08E-01 |
| mmu04620             | Toll-like receptor signaling pathway | 99                      | 2                      | 2.20E-02 | 7.53E-01 |

### Cluster Podocyte-6 ANALYSIS

No significant Pathways

# Supplementary material for: PIK3CA inhibition in models of proliferative glomerulonephritis and lupus nephritis
**Source:** J Clin Invest. 2024 Jun 6;134(15):e176402. doi: 10.1172/JCI176402

Full unedited gel for Figure 10

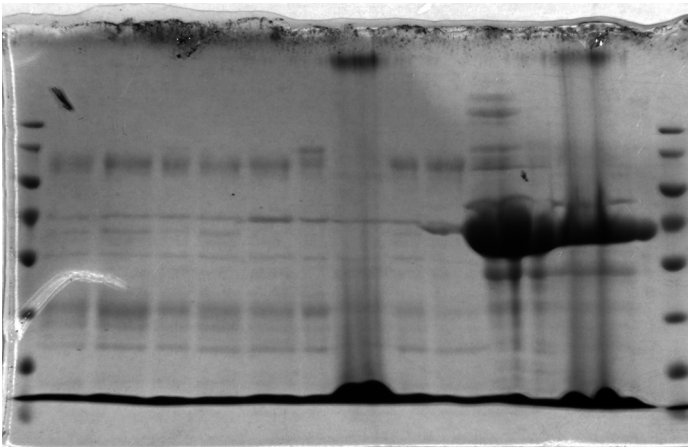

Full unedited blot for Figure 9K

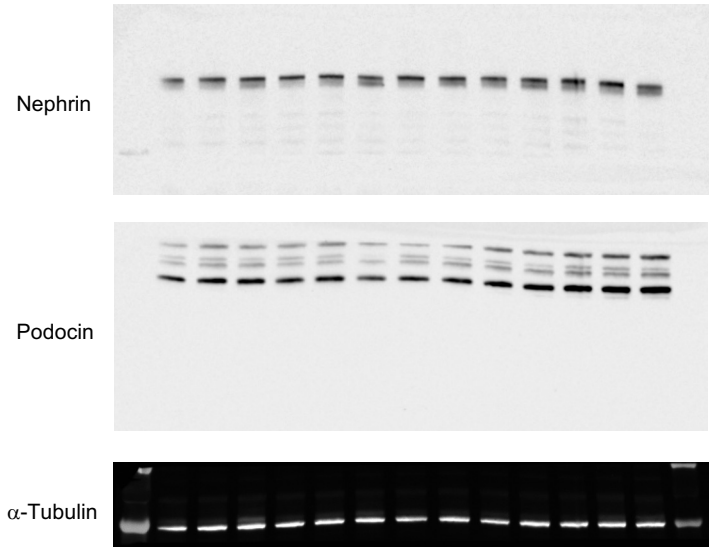

Full unedited blot for Figure 10S

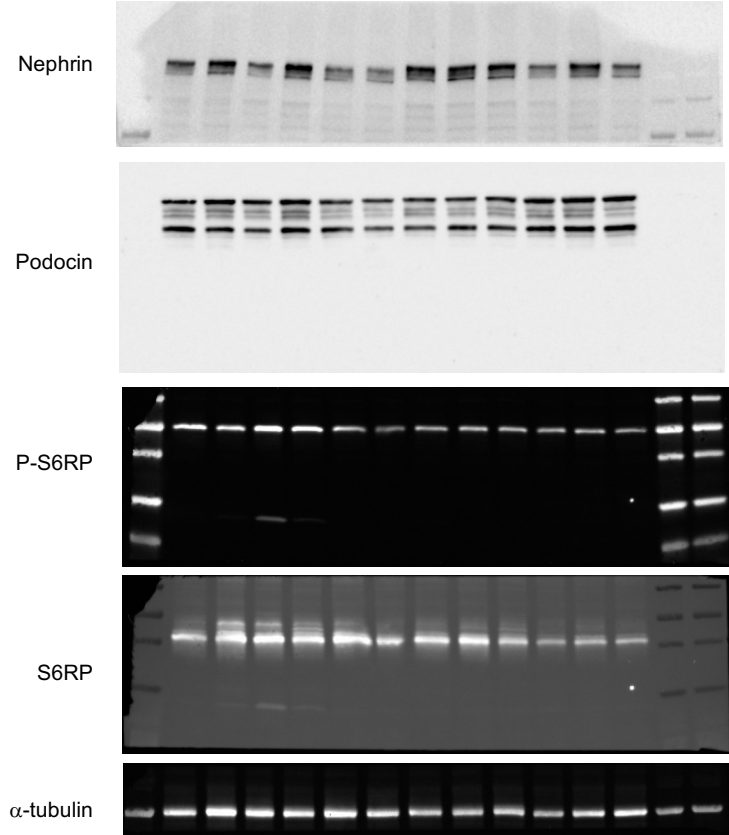

Full unedited gel for Supplemental Figure 1F

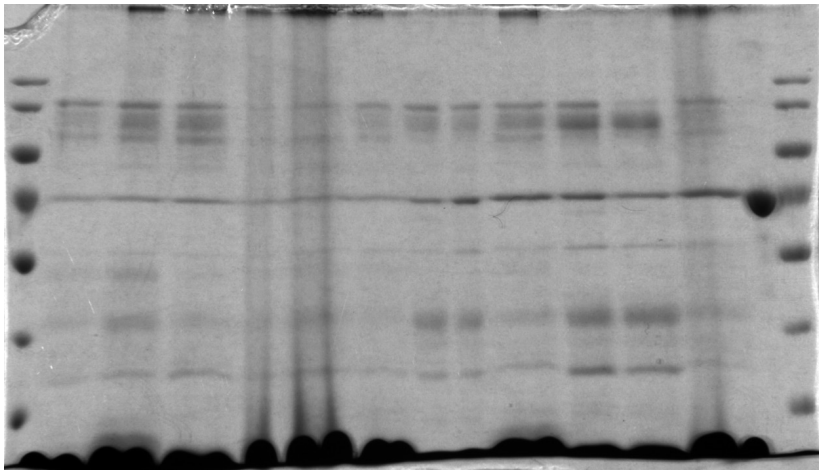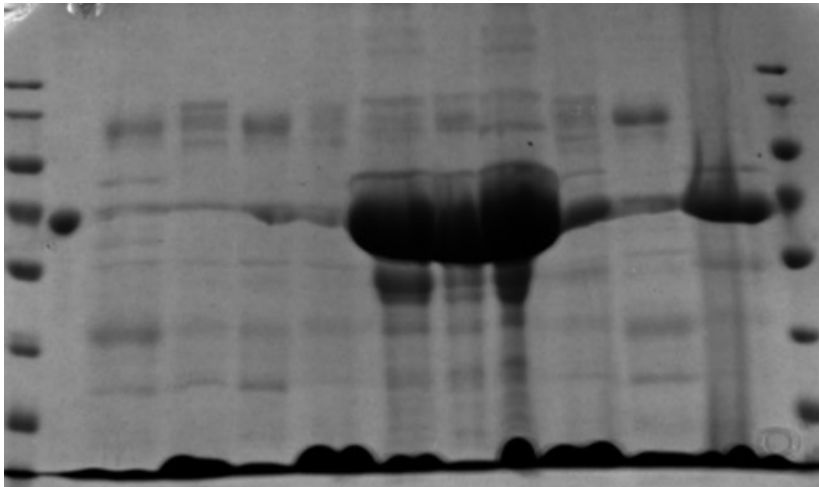

Full unedited gel for Supplemental Figure 5C

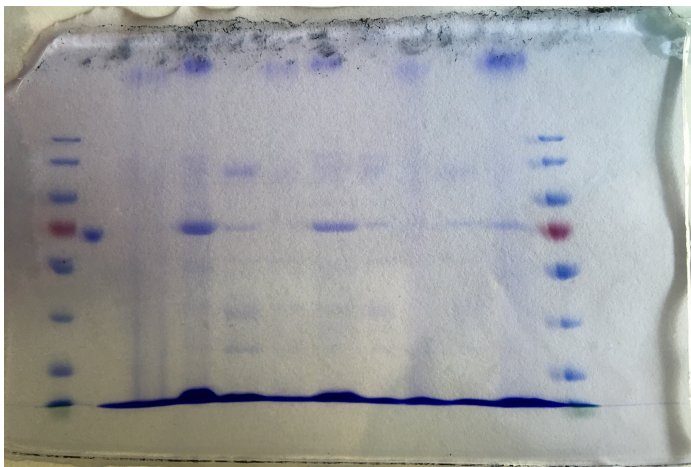

Full unedited blot for Supplemental Figure 9F

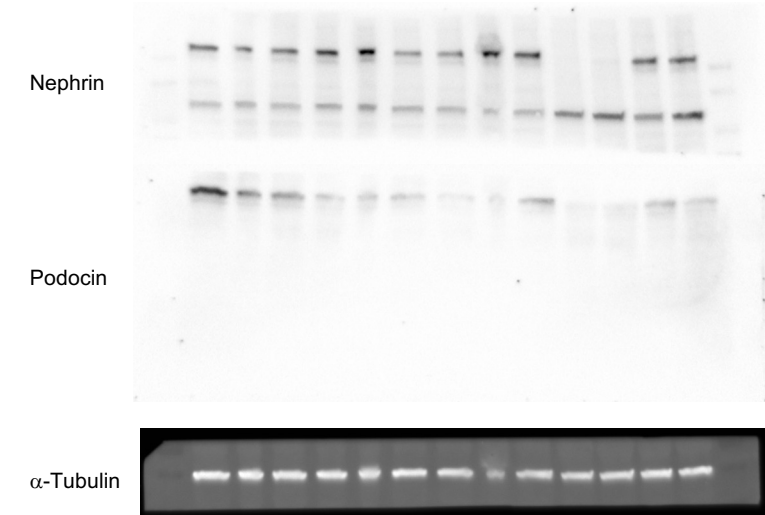

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

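4 libraries were analysed, 1 for each of *PIK3CA WT* and *PIK3CA Pod-HET* mice given vehicle or alpelisib, each made from the pooled cells of 2 mice after glomeruli were enriched with magnetic beads. The authors read them on the 10x Chromium 3′ v3 system and made the count tables with FastQC and CellRanger on mm10, with the Ensembl annotation and the sequences of eGFP and tdTomato added. The values are counts, namely unnormalized UMIs per gene and barcode as deposited, for the barcodes that CellRanger called cells and before the filter of the study. This was checked on the tables: all values are whole numbers, and the barcodes add up to the number of cells that the paper gives before its filter.

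The libraries held 130606084, 139828360, 74720376 and 97596330 UMIs (*PIK3CA WT* vehicle, *PIK3CA WT* alpelisib, *PIK3CA Pod-HET* vehicle and *PIK3CA Pod-HET* alpelisib). Podocyte-like cells hold 1258006, 741178, 2647848 and 1073825 of them, so that Wnt4 rests on 29, 18, 307 and 41 UMIs. Counts were read with Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1), and doublets were called per library with Scrublet as built into scanpy 1.11.5, at an expected rate of 0.8% per 1000 barcodes and with seed 1. Clustering used R 4.3.3 with Seurat 5.3.0, a later version than the study's. Figures were drawn with matplotlib 3.10.9, and gene positions are those of GENCODE M21 on GRCm38.

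Cells with at least 2000 UMIs, at least 600 detected genes and at most 60% mitochondrial UMIs were kept. Counts were log-normalized with a scale factor of 10000, and 2000 variable genes were scaled and reduced to 15 principal components for Louvain clustering at resolution 0.5 with seed 0. A cluster's genes had an ln fold change of at least 0.5 against all other cells and were found in at least 25% of its cells. Clusters were matched to the lists of Supplemental Table 1 by 1-to-1 assignment on the Jaccard index, and a pair that shared no gene was left unmatched, a rule added after the data were seen. Where a setting gave more clusters than lists, each cluster took the list with its highest index. They were named from fixed markers of 14 cell classes when at least 3 markers of a class were among their genes. No name was given where another class had more markers among the 10 leading genes. The name parietal epithelial was withheld where Aqp1 or Slc14a2, genes of the thin limb, were among these, a rule that was set after the genes of the cluster matched to Podocyte-5 were seen.

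Expression of a gene in a class is the sum of its UMIs per 1000000 UMIs of the class (CPM). Log2 ratios between libraries use these values with no pseudocount where both sums are above 3 UMIs. Gene lists were fixed in advance: podocyte differentiation (12 genes), the 7 genes that the study names for FSGS, cell cycle S (39) and G2M (52), immediate early and heat shock (17), FOXO targets (11), WNT targets (11), parietal or injury state (9), inflammation (14), gluconeogenesis (4) and sex-linked genes (6). For each list but the last, the median log2 ratio of genes with at least 10 UMIs over both libraries was given with a range from 1000 redraws and set against 10000 random lists matched in 20 bins of expression. The correlation of the 2 ratios across genes was set against 200 simulated unchanged libraries.

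The genes named in the text follow a rule written in advance: every gene that the paper names for these cells, the sex-linked genes, and the 10 genes at each end of the ranking between genotypes in podocyte-like cells among those with at least 50 UMIs over both libraries and at least 4 in each. All 46 genes listed by name were in the tables, and 8052 genes were ranked. Leading genes of clusters, Pecam1, Kdr and Neor_KanR fall outside this rule and were chosen after their values were seen. With 1 library per condition no tests were made, and values are given with counting intervals. Cells were never treated as replicates.

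The ratios, lists and correlation were tested on simulated data with the depth of the podocyte-like cells. Of 200 changed genes, 199 had a ratio, 100% of these had the true sign, and 95.0% of the intervals held the true ratio. Of 100 unchanged lists, 11% lay under percentile 5 or over percentile 95, so percentiles describe these libraries and are no test. The correlation in simulated unchanged libraries was -0.31, beside -0.31 for the simulated reference.

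The alternatives were a limit of 20% mitochondrial UMIs, at least 4000 UMIs, resolutions of 0.3 and 1.0, 30 principal components, doublets left out, cells assigned one by one, other totals for the shares, a mean over cells, podocyte-like cells only, thinning to 2000 UMIs, subtraction of free RNA, at least 50 UMIs per listed gene, and all genes with at least 100 UMIs for the correlation between clusters. Others were added after the data were seen, and the closing section names them. The trajectory and the KEGG enrichment were left out, because Monocle 2, M3Drop and WebGestaltR were not installed. Staining, immunoblots and other measures of the paper that are not in these tables were not analysed.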

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

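In this part, the test of Xist was set before the data were examined, and the tests of EGFP, Neor_KanR, RNA of other cell classes, Y-only cells and the Xist-rich cluster were chosen after the results were seen. No difference between genotypes in the effect of alpelisib was tested, since each condition is 1 library.

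Xist is a signal outside the genes that the paper discusses. In podocyte-like cells it stood at 579 CPM in the *PIK3CA Pod-HET* vehicle and 423 CPM in the *PIK3CA Pod-HET* alpelisib library, and it had 0 UMIs in those of both *PIK3CA WT* libraries. A mix of sexes in the *PIK3CA Pod-HET* pools and male mice alone in the *PIK3CA WT* pools is a candidate explanation: the 4 *PIK3CA WT* and *PIK3CA Pod-HET* pools all hold cells with Y-linked UMIs, and the 6 sex-linked genes together took 224 CPM in podocyte-like cells of the *PIK3CA WT* vehicle and 704 CPM in those of the *PIK3CA Pod-HET* vehicle library. Sex may also lie behind the proximal tubule-like cluster found mostly in *PIK3CA Pod-HET* libraries, since 90.5% of its *PIK3CA Pod-HET* cells had Xist UMIs only. The tables argue against sex as the whole cause of the larger podocyte-like share, which was 5.36% in Y-only cells of the *PIK3CA Pod-HET* vehicle library against 2.13% in those of the *PIK3CA WT* vehicle library. They also argue against it for the 7 genes named for FSGS, whose median log2 ratio was 1.91 in Y-only podocyte-like cells. R3hdml stood at 0.996 (0.0252 to 5.55) CPM in Y-only podocyte-like cells of the *PIK3CA WT* vehicle library. In those of the *PIK3CA Pod-HET* vehicle library it stood at 692 (637 to 749) CPM. The podocyte differentiation list took 8717 (8535 to 8902) and 13327 (13085 to 13572) CPM of the same cells. These values argue against sex as the whole cause for R3hdml and for that list. For other genes, sex and genotype stay mixed wherever all cells are compared.

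Neor_KanR, a vector sequence on which the paper does not report, stood at 289 CPM in podocyte-like cells of the *PIK3CA Pod-HET* vehicle library, above the limit that a count of 0 allows. Free RNA is argued against by 19.6 CPM in proximal tubule-like cells of the same library. Transcripts of the recombined reporter are a candidate explanation: in podocyte-like cells the sequence kept to about the same fraction of EGFP in the 4 libraries (between 0.0942 and 0.117), and it was 29.7 CPM in the Xist-only cells of the *PIK3CA Pod-HET* alpelisib library, where EGFP was low as well. In other classes the fraction was higher, up to 1.20 in proximal tubule-like cells, between 0.369 and 0.444 in endothelial-like cells and up to 1.48 in the unnamed cluster, so in those cells the sequence did not follow EGFP and another source is not excluded. Which construct gives these UMIs was not tested.

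EGFP in podocyte-like cells moved in opposite directions under alpelisib, with log2 ratios of -1.30 and 0.16 in *PIK3CA Pod-HET* and *PIK3CA WT* mice. Dilution by RNA of other cells is argued against, because podocyte differentiation genes fell by less, to a median of -0.40. EGFP fell in Y-only podocyte-like cells to 1978 CPM, a log2 ratio of -0.59, which argues against a female mouse without the recombined reporter as the whole cause. In Xist-only cells it fell to 184 CPM. For these cells, a mouse whose podocytes do not carry the recombined reporter cannot be told apart from an effect of alpelisib on EGFP in podocytes of female mice. Podocytes without recombination should keep tdTomato. It stood at 20.8 (8.36 to 42.8) CPM there, 16.1 (6.49 to 33.3) in Y-only cells and 58.7 (43.6 to 77.4) in Xist-only endothelial-like cells, which goes against such a mouse. But tdTomato was only 4.91 (3.92 to 6.06) CPM in Xist-only proximal tubule-like cells, so its level depends on the cell class. The tables hold no podocytes known to be without recombination. The effect in females stays open because the *PIK3CA WT* alpelisib library holds 2 cells with Xist UMIs only. The low R3hdml of the same cells (17.8 CPM, against 604 CPM in Y-only cells) leaves both open as well, and R3hdml was lower in Xist-only cells already with vehicle (324 CPM against 692).

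Other genes went opposite ways under alpelisib in podocyte-like cells of *PIK3CA Pod-HET* and *PIK3CA WT* mice, by log2 ratios of 3.39 and -1.65 for Acta2, 1.92 and -1.72 for Myl9, 2.18 and -2.77 for Rgs5, 2.39 and -1.25 for Slc12a1, 1.89 and -1.01 for Acsm3, 1.83 and -1.15 for H2-Ab1, 0.27 and -1.82 for Igfbp5 and 0.54 and -0.44 for Slc27a2. RNA of mural-like cells is a candidate explanation for Acta2, Myl9 and Rgs5: 6 of 8 mural markers with a ratio, these 3 among them, rose in *PIK3CA Pod-HET* and fell in *PIK3CA WT* mice, and the 12 mural markers took 457, 188, 71.0 and 293 CPM of podocyte-like cells (*PIK3CA WT* vehicle and alpelisib, then *PIK3CA Pod-HET* vehicle and alpelisib). RNA of loop of Henle-like cells is a candidate explanation for Slc12a1, since 3 of 3 of their markers with a ratio, Slc12a1 among them, went the same way, and the 6 markers took 692, 376, 379 and 1634 CPM. For Acsm3 and Slc27a2, RNA of proximal tubule-like cells cannot be told apart from other causes, because the markers were split. All 16 took 13845, 8821, 3456 and 5626 CPM, but 7 of 16, Slc27a2 among them, rose in *PIK3CA Pod-HET* and fell in *PIK3CA WT* mice, and without Kap, the most abundant, the rest took 4933, 5582, 2027 and 2458 CPM. For H2-Ab1, RNA of myeloid-like cells cannot be told apart from other causes, because 3 markers had a ratio and 1 of these 3 went as H2-Ab1 did. The 14 myeloid markers took 281 (252 to 311) and 252 (217 to 291) CPM in *PIK3CA WT* and 24.5 (18.9 to 31.3) and 196 (170.0 to 224) CPM in *PIK3CA Pod-HET* mice. Igfbp5 rose in Xist-only podocyte-like cells of *PIK3CA Pod-HET* mice (0.88) and fell in Y-only cells (-0.53), as in *PIK3CA WT* mice. In Y-only cells, Myl9 and Slc12a1 rose by 1.41 and 5.18, and Slc27a2 stayed within counting error (0.091). For the rise of Igfbp5 over all podocyte-like cells of *PIK3CA Pod-HET* mice, RNA of endothelial-like cells is argued against, because in those cells Igfbp5 fell by a log2 ratio of -0.99, while endothelial markers in podocyte-like cells went only from 5591 to 6487 CPM. In *PIK3CA WT* mice Igfbp5 fell in endothelial-like cells as well (-1.93), and the cause was not tested. A different drug effect in the 2 genotypes was not tested for any of these genes.

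The share of proximal tubule-like cells under alpelisib was 1.17 times the share with vehicle in *PIK3CA Pod-HET* mice and 0.935 times in *PIK3CA WT* mice, and that of myeloid-like cells 0.537 and 1.52 times. Neither difference was tested, and neither uneven preparations nor an effect of the drug was examined for it.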

How the results depend on the processing

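The settings with Y-linked or Xist UMIs only, podocyte-like cells also assigned one by one, one-by-one classes without parietal cells, the Podocyte-6 pair kept, clustering without differing genes, gene lists in the matched clusters and the split library were added after the data were seen. No paired analysis was possible because the labels give every group replicate 1 and the results come from no test. Shares are listed in the order *PIK3CA WT* vehicle, *PIK3CA WT* alpelisib, *PIK3CA Pod-HET* vehicle, *PIK3CA Pod-HET* alpelisib.

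The matched clusters took a larger share in the *PIK3CA Pod-HET* vehicle than in the *PIK3CA WT* vehicle library under all 8 settings chosen in advance (ratios of 1.25 to 2.88) and 4 added ones (2.05 to 2.64). Under alpelisib their share in *PIK3CA Pod-HET* mice was smaller in 8 (0.463 to 0.981) and 5 (0.442 to 0.620) settings, and in *PIK3CA WT* mice ratios ran from 0.727 to 1.07 and from 0.806 to 0.999. For podocyte-like cells the ratios ran from 1.38 to 3.93 (8 settings) and 1.38 to 2.99 (3 added) between genotypes. Under alpelisib they ran from 0.233 to 0.568 and 0.246 to 0.544 in *PIK3CA Pod-HET* and from 0.349 to 0.584 and 0.389 to 0.505 in *PIK3CA WT* mice. The number of clusters stayed within 1.5 times 20 in 3 of 3 settings.

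With at most 20% mitochondrial UMIs, 3853, 4929, 1502 and 2014 cells passed, a stricter limit on the same barcodes. Matched shares were then 14.4%, 13.4%, 41.3% and 25.9%, with ratios of 2.88 between genotypes and 0.627 and 0.931 under alpelisib in *PIK3CA Pod-HET* and *PIK3CA WT* mice. Podocyte-like shares were 3.14%, 1.34%, 12.2% and 4.22%, with ratios of 3.88 and 0.346 in *PIK3CA Pod-HET* mice. With at least 4000 UMIs, matched shares were 7.98%, 7.28%, 18.2% and 8.45% and podocyte-like shares 1.49%, 0.674%, 5.86% and 1.52% (3.93 between genotypes). Outside proximal tubule clusters, a smaller total by construction, matched shares were 35.3%, 25.7%, 44.1% and 25.8%, with ratios of 1.25, 0.584 and 0.727. Of glomerular cells, podocyte-like cells were 24.6%, 11.3%, 33.9% and 19.2% (1.38 and 0.568), and with clustering without differing genes 22.6%, 11.4%, 31.1% and 16.9% (1.38, 0.544 and 0.505).

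With cells assigned one by one, matched shares were 18.0%, 19.3%, 30.0% and 29.4%. The ratios were 1.67, 0.981 and, turned above 1 in *PIK3CA WT* mice, 1.07. Without the parietal class these shares were 8.99%, 7.64%, 19.0% and 10.9% (ratio under alpelisib 0.573), so the cells called parietal one by one raised them. Podocyte-like shares were 1.38% in the *PIK3CA WT* alpelisib and 5.62% in the *PIK3CA Pod-HET* vehicle library, with ratios of 2.38, 0.442 and 0.584. In Y-only cells, matched shares were 9.79%, 9.78% and 20.0% in the first 3 libraries (0.580 and 0.999 under alpelisib), and the podocyte-like share was 5.36% in the *PIK3CA Pod-HET* vehicle library (0.375 under alpelisib). In Xist-only cells of that library the shares were 26.9% and 9.18%, and the matched ratio under alpelisib was 0.442. The few Xist-only cells of *PIK3CA WT* libraries gave no share. With the Podocyte-6 pair kept, which adds a cluster by construction, matched shares in *PIK3CA Pod-HET* mice were 29.0% and 18.0% (2.64 and 0.620). Podocyte-like shares were 1.74%, 0.609%, 6.30% and 1.47% at resolution 0.3 and 1.71%, 0.596%, 6.25% and 1.46% without doublets, and 1.15% in the *PIK3CA WT* alpelisib library with 30 principal components. Under the other settings chosen in advance, 16 matched and 9 podocyte-like shares stayed within their intervals, as did 15 and 16 of the ratios, and under added ones 8 and 8 shares and 7 and 6 ratios did. Where no cause is named here, the cause was not tested.

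Of 382 ratios of named genes beyond counting error under settings chosen in advance, 369 kept their sign and 13 took the other, in 10 genes. Of 198 under added settings, 172 kept it and 26 took the other, in 16 genes. In the pairs below, the log2 ratio in the matched clusters comes first. Between genotypes, it turned for Klk1 (0.93, then -0.063), Slc12a1 (1.29, then -0.50), Vim (-0.32, then 0.22) and Pdgfrb (0.64, then -1.54) in podocyte-like cells. In Y-only podocyte-like cells it turned for Klk1 (0.93, then -0.94), Slc12a1 (1.29, then -3.91), Wnk1 (0.25, then -0.28), Vim (-0.32, then 0.60) and Pdgfrb (0.64, then -0.90). In podocyte-like cells also assigned one by one it turned for Vim (-0.32, then 0.20) and Pdgfrb (0.64, then -1.11), in Y-only cells for H2-Eb1 (-0.54, then 0.52) and after thinning for Cd44 (-1.01, then 0.092). Under alpelisib in *PIK3CA Pod-HET* mice, it turned for Mt1 (0.17, then -0.13), Slc27a2 (0.24, then -0.066), Slc12a1 (0.79, then -0.25) and Slc12a3 (0.80, then -0.074) under the limit of 20%, for Klk1 (0.73, then -0.032), Igfbp5 (-0.61, then 0.27) and H2-Eb1 (-1.30, then 1.30) in podocyte-like cells, and for H2-Eb1 (-1.30, then 0.46) after thinning. In Y-only cells it turned for Slc12a3 (0.80, then -0.31), Vim (-0.23, then 0.14) and Cd44 (1.08, then -0.080). In Y-only podocyte-like cells it turned for Synpo (-0.76, then 0.17), Klk1 (0.73, then -0.065), Tmsb4x (-0.97, then 0.0083), Vim (-0.23, then 0.044) and Wt1 (-1.03, then 0.0098). In Xist-only podocyte-like cells it turned for Mt1 (0.17, then -0.66), Klk1 (0.73, then -0.057), Igfbp5 (-0.61, then 0.88) and Slc12a3 (0.80, then -1.14). In podocyte-like cells also assigned one by one it turned for Il18 (-1.57, then 0.0024), R3hdml (-1.43, then 0.079), Klk1 (0.73, then -1.23), Igfbp5 (-0.61, then 0.11), Slc12a3 (0.80, then -0.43) and Nes (-0.81, then 0.057). The cause was not tested.

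The median of the podocyte differentiation list between genotypes went from 0.34 in podocyte-like cells to 0.96 in the matched clusters and 0.45 in Y-only podocyte-like cells. Under alpelisib it went from -0.40 to -1.11 and -0.12, and to -0.63 in Xist-only cells and -0.19 in those also assigned one by one. The genes named for FSGS went from 1.61 to 1.91 in Y-only cells and 1.18 in those also assigned one by one. Under alpelisib they went from -0.72 to -1.32 in the matched clusters, -0.038 in Y-only cells (where Mt1 and Mt2 rose and Wnt4, Col1a2 and Col4a3 fell), -1.25 in Xist-only cells and -0.22 in those also assigned one by one. Inflammation genes turned between genotypes, from -0.21 to 0.11 with at least 50 UMIs and 0.032 in Y-only cells. Over all lists, 18 medians stayed within their range with at least 50 UMIs, 1 moved and 1 turned, and under added settings 42 stayed, 27 moved and 1 turned. The cause was not tested. The correlation across genes went from -0.52 to -0.29 with the library split, -0.42 in Y-only and -0.49 in Xist-only cells, and it stayed within its range with at least 50 UMIs. Set between the genotypes under alpelisib and under vehicle it was 0.32, where a positive value is what an unchanged genotype effect gives by construction. Over all genes with at least 100 UMIs, the correlation of Podocyte-1 was 0.913, 0.940, 0.889 and 0.839 with Podocyte-2 to -5. It was 0.869, 0.876 and 0.873 for Podocyte-2 with Podocyte-3 to -5, 0.889 and 0.813 for Podocyte-3 with -4 and -5, and 0.841 for the last pair.

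Depth limits what podocyte-like cells show. In the *PIK3CA WT* alpelisib library they hold 741178 UMIs, Mki67 had 1 UMI at most in a library, and Myh11 had too few UMIs for a ratio. DTA, AmpR and SV40_NLS had 0 UMIs in podocyte-like cells.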

Differences from the paper's values

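The numbers in the paper's text (barcodes, cells after the filter, clusters, and the shares of podocyte clusters in 3 libraries) and 20 fold changes read by eye from its volcano plots lay within the limits set for a difference. The limit was a factor of 1.5 for numbers and shares, and 0.1 on the ln scale for folds, where the largest gap was 0.0895. For folds as small as those of Wnt4 and Il18, that limit allows a gap of much of their size. The statements below are those that the values go against. The paper's volcano plots test cells, and no test was made here.

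The paper names 6 clusters as podocytes. By fixed markers, 1 of the 5 clusters that could be matched was podocyte-like. Those matched to Podocyte-1 and Podocyte-3 held 15 and 14 of 18 endothelial markers, that matched to Podocyte-4 held 12 of 12 mural markers, and that matched to Podocyte-5 was left unnamed. With clustering without differing genes, chosen after the values were seen, each cluster took the list it shared most with, and 2 of 6 matched clusters were podocyte-like. These were the cluster matched to Podocyte-2 (459 cells) and the smaller of the pair matched to Podocyte-1 (101 cells, Jaccard index 0.351). The larger of that pair (1452 cells, 0.464) held 15 of 18 endothelial markers. The smaller held 14 of 14 podocyte markers, but it also shared 282 of the 332 genes of the Podocyte-1 list. Kdr, an endothelial marker, was among its 10 leading genes. Doublets were kept here, and whether this cluster holds mixed cells was not tested. The paper calls a cluster Fibroblast that held 10 of 14 myeloid markers.

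The paper describes a Podocyte-6 cluster, and with all cells at resolution 0.5 the cluster left for its list, when paired 1 to 1, shared no gene with it. At resolution 1.0 a cluster of 256 cells was matched to it (Jaccard index 0.667), with 5 endothelial markers, and with doublets left out one of 218 cells was (0.5). Both settings were chosen before the data were examined. The paper states that mice went to groups at random, matched for sex, age and body weight unless indicated otherwise. Cells with Xist UMIs only numbered 1 and 2 in the *PIK3CA WT* libraries and 915 and 1858 in the *PIK3CA Pod-HET* libraries (vehicle, then alpelisib). This goes against pools matched for sex between genotypes, unless an exception applied to them.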

Other observations

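In this part, the tests of tubule carry-over and cell cycle genes for the matched share and of class markers were set in advance, and the others were chosen after the results were seen.

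The larger share of matched clusters in the *PIK3CA Pod-HET* vehicle library goes with a smaller share of proximal tubule-like cells (a ratio of 0.670). Endothelial-like, mural-like, loop of Henle-like and distal convoluted tubule-like cells rose as well, by ratios of 1.89, 2.33, 2.35 and 1.52. Fewer proximal tubule cells in that preparation are argued against as the whole cause, because they would raise all other classes alike. These ratios differ beyond counting error, that of myeloid-like cells was 0.803, and the podocyte-like share of glomerular cells had a ratio of 1.38. Uneven recovery of cell types stays open and cannot be told apart from a genotype effect with 1 library each: the same share changed by a ratio of 0.461 between the *PIK3CA WT* libraries, which differ by the drug and the preparation. Proliferation of podocytes stays open too in these libraries. The paper reports it from Ki-67 staining as well, which these tables do not hold. G2M genes took 707 CPM of podocyte-like cells in the *PIK3CA Pod-HET* vehicle library, no more than in the *PIK3CA WT* vehicle library, but cells that divided before sampling would leave no trace in these genes, so more cells and more complete recovery cannot be told apart.

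The weak podocyte genes of most matched clusters are consistent with other glomerular cells: 15, 14 and 12 markers of endothelial or mural cells were among the genes of those matched to Podocyte-1, -3 and -4. For the cluster matched to Podocyte-5, parietal epithelial cells (7 of 8 markers) cannot be told apart from a tubule segment with those genes, because Aqp1 was among its leading genes and it correlated with the loop of Henle cluster (0.798).

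For the rise of the 7 genes named for FSGS, RNA of other cells in *PIK3CA WT* podocyte-like cells is argued against, because it would make all podocyte genes look higher in *PIK3CA Pod-HET* cells alike, and the podocyte differentiation list had a median of 0.34. Sex is argued against by the median of 1.91 in Y-only cells. For the podocyte differentiation list itself, whose median was 0.37 in podocyte-like cells also assigned one by one, dilution and a genotype effect cannot be told apart, because those cells still held proximal tubule markers at 17.9% of the tubule level in the *PIK3CA WT* and 5.84% in the *PIK3CA Pod-HET* vehicle library. The rise of Mt1 and Mt2 may not be specific to podocytes, since their log2 ratios in proximal tubule-like cells were 2.41 and 1.95. A genotype effect on the other genes stays a hypothesis, since each genotype is 1 pool.

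Under alpelisib, 5 of the 7 genes named for FSGS fell in podocyte-like cells. For Wnt4, Col1a2 and Col4a3, the Xist-only cells that carry little EGFP are argued against as the whole cause, because these genes also fell in Y-only cells, by log2 ratios of -0.82, -0.62 and -0.32. The same values argue against an effect in female mice alone, and an effect of alpelisib on these genes stays a hypothesis, since each condition is 1 pool. Mt1 and Mt2 rose in Y-only cells, by 0.65 and 1.14. The fall of Col4a4 and Il18 may rest on the Xist-only cells, with ratios of -1.01 and -2.78 there and -0.0065 and -0.038 in Y-only cells. For these 2 genes, a mouse without recombination cannot be told apart from an effect of alpelisib in female mice alone, since the low EGFP (184 CPM) of the Xist-only cells goes with both, and the *PIK3CA WT* libraries hold next to no Xist-only cells. Podocyte-like cells of that library with neither Xist nor Y-linked UMIs held 2203 CPM of EGFP. Another mix of the matched clusters is argued against as the whole cause of the fall in the matched clusters by the median of -0.72 within podocyte-like cells. It is a candidate explanation for the rise of Myh11 and Myl9, for which the mix alone gives 0.72 and 0.68. For the smaller podocyte-like share, the Xist-only cells are argued against, because the share was 2.01% in Y-only cells of the *PIK3CA Pod-HET* alpelisib library.

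In podocyte-like cells, the remaining lists had medians of -0.017 between genotypes and 0.26 under alpelisib (immediate early and heat shock), -0.21 between genotypes and 0.55 under alpelisib (inflammation), -0.59 between genotypes and 0.36 under alpelisib (WNT targets) and -0.69 between genotypes and -0.0089 under alpelisib (gluconeogenesis). Under alpelisib, the median was 0.069 for S phase, 0.094 for G2M, 0.068 for FOXO targets and 0.24 for the parietal or injury state. The median of all genes was -0.074 and -0.020. Of the 12 podocyte differentiation genes, 9 are also podocyte markers. The list for FSGS, which the study picked from these libraries, shares 1 gene with the WNT list (Wnt4) and 1 with the inflammation list (Il18).

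The RNA of Nphs1 and Synpo in podocyte-like cells of *PIK3CA Pod-HET* mice with vehicle was 1230.4 and 922 CPM, against 651 and 709 CPM in *PIK3CA WT* mice. UMIs of Pik3ca stood at 58.5 and 51.7 CPM.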
